# A bifunctional snoRNA with separable activities in guiding rRNA 2’-O-methylation and scaffolding gametogenesis effectors

**DOI:** 10.1038/s41467-025-58664-y

**Published:** 2025-04-05

**Authors:** Estelle Leroy, Drice Challal, Stéphane Pelletier, Coralie Goncalves, Alexandra Menant, Virginie Marchand, Yan Jaszczyszyn, Erwin van Dijk, Delphine Naquin, Jessica Andreani, Yuri Motorin, Benoit Palancade, Mathieu Rougemaille

**Keywords:** Small RNAs, RNA modification, Gene expression, Meiosis

## Abstract

Small nucleolar RNAs are non-coding transcripts that guide chemical modifications of RNA substrates and modulate gene expression at the epigenetic and post-transcriptional levels. However, the extent of their regulatory potential and the underlying molecular mechanisms remain poorly understood. Here, we identify a conserved, previously unannotated intronic C/D-box snoRNA, termed *snR107*, hosted in the fission yeast long non-coding RNA *mamRNA* and carrying two independent cellular functions. On the one hand, *snR107* guides site-specific 25S rRNA 2’-O-methylation and promotes pre-rRNA processing and 60S subunit biogenesis. On the other hand, *snR107* associates with the gametogenic RNA-binding proteins Mmi1 and Mei2, mediating their reciprocal inhibition and restricting meiotic gene expression during sexual differentiation. Both functions require distinct *cis*-motifs within *snR107*, including a conserved 2’-O-methylation guiding sequence. Together, our results position *snR107* as a dual regulator of rRNA modification and gametogenesis effectors, expanding our vision on the non-canonical functions exerted by snoRNAs in cell fate decisions.

## Abstract (web summary)

Small nucleolar RNAs (snoRNAs) are known for their role in RNA modification to regulate gene expression. Here, the authors identify a snoRNA that not only guides ribosomal RNA 2’- O-methylation but also modulates the activities of RNA-binding proteins involved in fission yeast gametogenesis.

## Introduction

Conserved throughout the eukaryotic kingdom, small nucleolar RNAs (snoRNAs) constitute a class of non-coding transcripts that guide chemical modifications of cognate RNA substrates through sequence complementarity^1,2^. The two main H/ACA and C/D-box families of snoRNAs are characterized by distinctive *cis*-motifs and secondary structures, and assemble with dedicated enzymes and cofactors to catalyze pseudouridylation or ribose 2’-O-methylation, respectively^1–3^. Produced from intergenic transcripts or hosted within introns of pre-mRNAs or long non-coding RNAs (lncRNAs), mature snoRNAs target various classes of substrates, including ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs) as well as mRNAs^1,4,5^. snoRNA-guided modifications or base-pairing directly impact RNA processing, folding and/or stability, thereby contributing to major cellular processes such as ribosome biogenesis and activity, mRNA translatability and pre-mRNA splicing^2,4^. Beyond these canonical functions, snoRNAs also modulate chromatin accessibility and can provide a source of piRNA/miRNA-like sRNAs to control histone modifications and RNA degradation^2^. SnoRNAs thus exhibit broad roles in the control of gene expression and their link to various human diseases, including cancer, suggests that these functions contribute to cell fate decisions^1,2,6^.

Gametogenesis is a fundamental developmental process required for the transmission of the genetic information to offspring in all sexually reproducing species. In the fission yeast *Schizosaccharomyces pombe*, gamete production depends on the successful completion of meiosis, which initiates upon integration of intra- and extracellular signals and triggers the sequential induction of hundreds of genes^7,8^. In mitotic cells, a group of meiotic genes is also constitutively transcribed but the corresponding mRNAs are selectively eliminated by an RNA degradation system involving the YTH-family RNA-binding protein Mmi1, thereby avoiding untimely expression^9^. Mmi1 binds to a specific *cis*-motif, known as DSR (*i.e*. Determinant of Selective Removal) that is enriched in repeats of the hexanucleotide UNAAAC, and targets meiotic transcripts to the nuclear exosome for rapid degradation^9–14^. Upon sexual differentiation, this RNA silencing pathway is turned off by a ribonucleoprotein (RNP) complex, composed of the meiosis-specific RNA-binding protein Mei2 and the DSR-containing lncRNA *meiRNA* decoy, that sequesters and inactivates Mmi1 at the *meiRNA*-encoding *sme2*+ locus, thus ensuring efficient meiosis progression^9,15–17^.

Selective elimination of DSR-containing meiotic mRNAs in mitotic cells requires multiple factors, among which the small nuclear protein Erh1 that assembles with Mmi1 to form the EMC heterotetramer (Erh1-Mmi1 Complex)^18–20^, components of the polyadenylation/termination machinery^21–23^ and the multisubunit MTREC/NURS complex that physically bridges Mmi1 to the nuclear exosome^24–29^. In mitotic cells, these complexes promote the deposition of repressive heterochromatin marks on meiotic genes and localize to scattered nuclear foci to promote retention and degradation of meiotic mRNAs^9,18,19,22–25,27,29–33^. In parallel, Mmi1 associates with the Ccr4-Not complex and the lncRNA *mamRNA* to target its own meiotic inhibitor Mei2 for ubiquitinylation and downregulation, thereby preserving its activity in the degradation of meiotic transcripts^34–37^. Colocalizing in one of the Mmi1-enriched nuclear foci, *mamRNA* not only restricts Mei2 accumulation but also promotes Mmi1 inactivation by high Mei2 levels in the absence of the E3 ubiquitin ligase subunit Mot2 of Ccr4-Not, therefore holding at the center of the Mmi1-Mei2 mutual control in mitotic cells^37^. However, the *cis*-elements of *mamRNA* required for the binding and regulation of both RNA-binding proteins and their contribution to meiotic gene expression during sexual differentiation have remained unknown.

Based on a combination of genomic, imaging and biochemical approaches, we report here that *mamRNA* encodes a conserved, previously unannotated intronic C/D-box snoRNA, termed *snR107*, that not only guides site-specific 25S rRNA 2’-O-methylation but also mediates the regulatory control of Mmi1 and Mei2 activities in both proliferative and meiotic cells. Our results thus reveal an unanticipated interplay between small and long ncRNAs in the control of gametogenesis and expand our understanding of the non-canonical functions exerted by snoRNAs.

## Results

### *mamRNA* is produced from a *U14*-containing precursor and undergoes splicing

Transcribed upstream of the *U14* snoRNA-encoding gene (Fig. 1a), *mamRNA* accumulates as two non-adenylated isoforms and a pool of polyadenylated species^37^. 

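Total and poly(A)+ RNA were each sequenced in 2 biological replicates of vegetative haploid *h-* cells, whose labels name them wild type with the *pat1-L95G* allele, after growth in minimal medium at 30 °C. For the total fraction, 1000 ng of RNA were depleted of ribosomal RNA and converted into directional libraries, which were read in pairs of 51 and 35 nucleotides. For the poly(A)+ fraction, about 200 ng of total RNA were enriched on oligo(dT) beads and converted into libraries with another kit, which were read in pairs of 150 nucleotides each. The kit, the read length, the instrument and the adapter trimming thus changed together with the fraction, and their effects cannot be separated from it. The authors aligned the reads with STAR, counted them on genes with featureCounts and deposited the counts without normalization for 12684 features. The paper's text does not name the genome build or the counting options for strand, read pairs and overlapping genes. Of the 12602 features found by identifier in the RefSeq annotation of assembly ASM294v3, 12594 had the same start and 12601 the same end. The counts came to 30650533 and 29055323 in the total RNA libraries and to 25530272 and 30363472 in the poly(A)+ libraries. The paper states a minimal depth of 30000000 reads for each poly(A)+ library, and the values here use the counts. A read in overlapping genes appears to count for each of them. None of the 73 genes lying within another gene on the same strand had a higher count than that gene in any of the 4 libraries. Discarding shared reads would give this too, but would leave the inner gene without counts. Yet snR91 had 2715 and 1911 counts in total RNA, against 2719 and 1917 for SPNCRNA.901 around it. Intervals given for shares of counts are 95% Wilson intervals and cover counting error only.

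The fractions were compared with edgeR's quasi-likelihood test on the counts of the 11234 genes that passed its default filter on low counts, with normalization by the trimmed mean of M-values (TMM) and Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were derived from the test's F statistic, and positive values stand for more signal in poly(A)+ RNA. The TMM factors were 0.774 and 0.769 for total RNA and 1.23 and 1.37 for poly(A)+ RNA. With them, the median log2 fold change was 0.84 over all tested genes and -0.93 over protein-coding genes. When the factors were computed on protein-coding genes alone, these medians became 1.81 and 0.043, so that fold changes are also given relative to the median protein-coding gene. A further limit concerns the 11316 features (89.2%) that overlap another feature on the opposite strand. For 2904 long non-coding RNAs (lncRNAs) lying within a single protein-coding gene on the other strand, the median ratio of their counts per nucleotide to those of that gene was 0.0110 in each total RNA library. In the poly(A)+ libraries it was 1.31 and 1.28, and poly(A)+ counts of overlapping genes were therefore not read as belonging to one strand.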

To further investigate its biogenesis and processing, we conducted RNA-seq experiments and compare total, ribo-depleted RNA to oligo(dT)-enriched, polyadenylated transcripts. 

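*mamRNA*, with the identifier SPNCRNA.1715, is annotated on the + strand of chromosome II from 1307681 to 1308804. *U14*, listed as snoU14 with the identifier SPSNORNA.21, lies within this interval from 1308634 to 1308745, so that the counts of *mamRNA* include those of *U14*. Any read of *snR107*, which has no entry among the features, also falls into the counts of *mamRNA*. No annotated gene overlaps either of them on the opposite strand. *mamRNA* had 11420 and 9841 counts in total RNA and 2345 and 2450 in poly(A)+ RNA, that is, 461 ± 28.8 CPM (counts scaled to library size after TMM normalization; SD, n = 2) in total RNA and 66.9 ± 11.1 (SD, n = 2) in poly(A)+ RNA. Its log2 fold change was -2.78 (standard error 0.16, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test). *U14* had 2706 and 2050 counts in total RNA and 230 and 385 in poly(A)+ RNA, that is, 103 ± 15.8 CPM (SD, n = 2) and 8.31 ± 1.37 (SD, n = 2), with a log2 fold change of -3.63 (standard error 0.20, adjusted p = 1.6e-05 from the same test). Both differences were larger than the spread between replicates. The normalization moved these values most, from -3.29 with DESeq2 to -1.81 with TMM factors from protein-coding genes for *mamRNA*, and from -4.13 to -2.66 for *U14*. Relative to the median protein-coding gene, *mamRNA* stood at -1.85 and *U14* at -2.70 on the log2 scale. With the counts of *U14* subtracted from those of *mamRNA*, an alternative chosen after the data were examined, the log2 fold change of *mamRNA* was -2.61.

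Within each library, where no scaling between libraries enters, *U14* had 2.38 and 2.09 times the counts per nucleotide of *mamRNA* in total RNA, against 0.984 and 1.58 times in poly(A)+ RNA. The mean log2 ratio was 1.16 ± 0.13 (SD, n = 2) in total RNA and 0.32 ± 0.48 (SD, n = 2) in poly(A)+ RNA, a difference of -0.84 (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). This difference was -0.50 without poly(A)+ replicate 1 and kept its sign without any other library. By counts per nucleotide, *mamRNA* exceeded 97.1% and 96.9% of all features in total RNA and 87.3% and 85.5% in poly(A)+ RNA. Among the 800 non-coding features that overlap no feature on the opposite strand, it ranked 16 in both total RNA libraries and 7 and 8 in the poly(A)+ libraries.

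**Figure D1:**
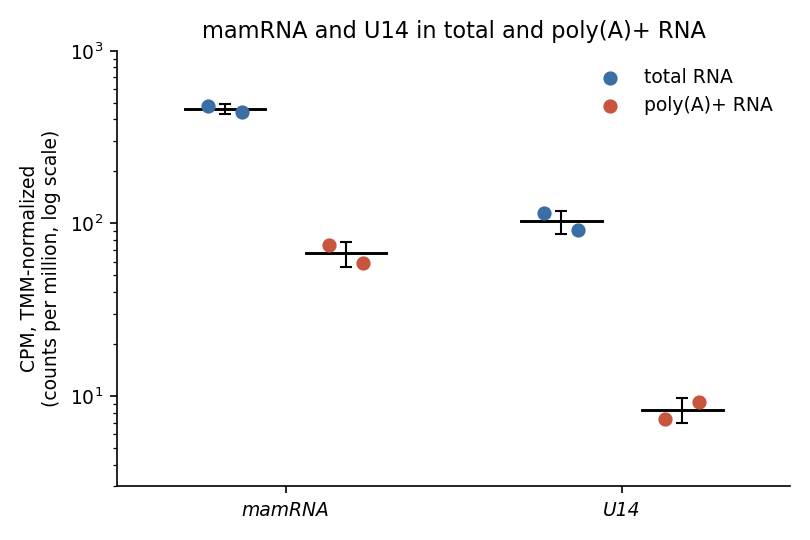
CPM after TMM normalization (log scale) of *mamRNA* and *U14* in total and poly(A)+ RNA. Each point is 1 library, lines mark the mean and bars the SD of 2 libraries; *mamRNA* averages 461 in total RNA and 66.9 in poly(A)+ RNA, and *U14* 103 and 8.31.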

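Among the genes tested, 9578 differed between the fractions at an adjusted p under 0.05, 5586 being higher and 3992 lower in poly(A)+ RNA. This split depended on the scaling. It was 5157 higher and 4720 lower with DESeq2, and 6852 and 1430 with TMM factors from protein-coding genes. Of the 5586 higher genes, 5096 (91.2%) are non-coding RNAs that overlap a gene on the opposite strand, whose poly(A)+ counts were not read as belonging to one strand. Of the 803 tested genes without such an overlap, 110 were higher and 470 lower. When these were normalized and tested alone, an alternative chosen after the data were examined, 162 were higher and 206 lower.

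Of the 66 features annotated as snoRNA genes, 64 were tested, and 53 of them were lower in poly(A)+ RNA, 4 were higher and 7 were not past the threshold. Their median log2 fold change was -3.56, which is -2.62 relative to the median protein-coding gene. Against all other tested genes, the snoRNA genes were lower as a set (camera with a preset correlation of 0.01, p = 6e-15), and fry, which takes the correlation between genes from the data, gave p = 0.0031. With a single library of total RNA, the fry p rose to 0.0622 without replicate 1 and 0.0586 without replicate 2. Leaving out the snoRNA genes that lie inside another gene on the same strand left 38, of which 29 were lower and 3 higher. The snoRNA genes took 1.04% of the counts in total RNA replicate 1 (95% interval 1.037 to 1.044) and 0.970% in replicate 2 (0.966 to 0.973), against 0.0143% (0.0139 to 0.0148) and 0.0192% (0.0187 to 0.0197) in the poly(A)+ libraries. The mean share was thus 59.98 times as high in total RNA (two-sided exact permutation test, p = 0.333, the smallest p possible for these 4 libraries).

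The lowest log2 fold changes among them were those of snu32 (SPSNRNA.07, -14.37, standard error 0.26), sno12 (SPSNORNA.32, -11.64, standard error 0.22) and snu3 (SPSNRNA.03, -11.22, standard error 0.28; a gene overlaps it on the opposite strand). snu32 had 75782 and 63166 counts in total RNA and 6 and 4 in poly(A)+ RNA. At the other end, snR96 (SPSNORNA.48) had 5 and 2 counts in total RNA and 581 and 610 in poly(A)+ RNA. Its log2 fold change was 6.74 (standard error 0.41, adjusted p = 2.1e-05 from edgeR's test), and ranged from 6.27 to 7.47 without single libraries. It overlaps *tim17* on the opposite strand. SPNCRNA.1650, which overlaps *sec9* on the opposite strand, had a log2 fold change of 2.16 (standard error 0.36). snoR54b (SPSNORNA.14) had no counts in total RNA and 83 and 40 in poly(A)+ RNA, at least 13.9-fold higher against a floor of 3 counts per library, or 7.39-fold without poly(A)+ replicate 1. In other classes, the median log2 fold change was -11.87 for 6 snRNA genes, -6.36 for 22 tRNA genes and -6.16 for 18 rRNA genes. It was -9.70 for snRNA and -4.05 for tRNA genes when those without poly(A)+ counts were set to the same floor. Other non-coding RNAs had a median of 4.56 (4.50 with the floor), and the 217 of them without an overlap on the opposite strand one of 0.37. From the profiles of both fractions over the locus (Fig. 1a), the paper relates the distribution of *U14* to snoRNAs not being adenylated.

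**Figure D2:**
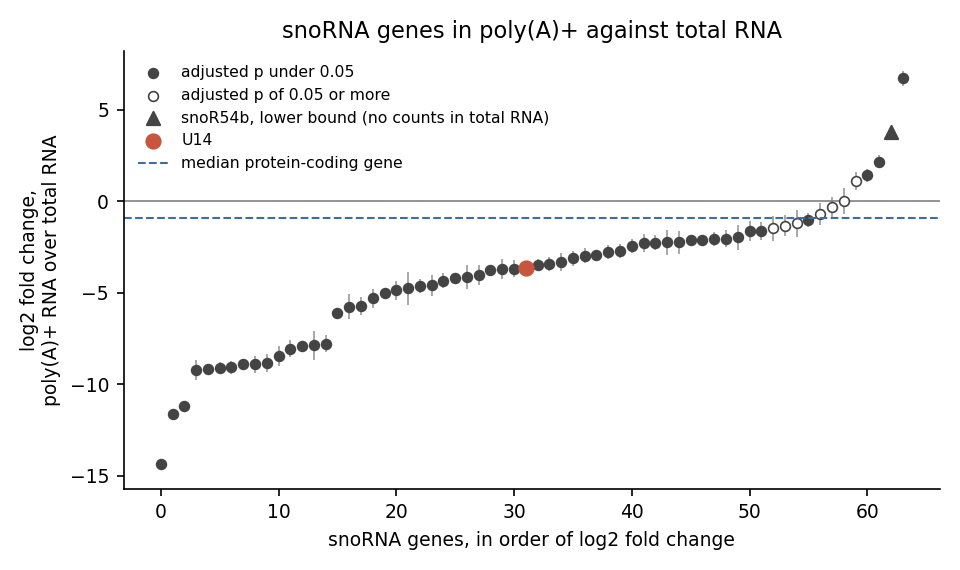
Log2 fold changes, poly(A)+ over total RNA, of the 64 tested snoRNA genes in rising order, with standard errors. *U14* lies near the middle, the dashed line marks the median protein-coding gene under TMM factors from all genes, and snoR54b is drawn at its lower bound.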

Consistent with former observations^37^, *mamRNA* was enriched in both fractions, whereas mature *U14* accumulated preferentially in the total fraction, in agreement with snoRNAs being non-adenylated transcripts (Fig. 1a). Remarkably, the coverage of a 227 nucleotide-long window located upstream of *U14* was severely reduced in the poly(A)+ fraction specifically. Visual inspection of the corresponding sequence revealed the presence of canonical splicing sites, strongly suggesting the presence of an intron (Fig. 1a).

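In the reference sequence of chromosome II, counted from the first nucleotide of annotated *mamRNA* at 1307681, the heptamer TACTAAC of the branchpoint occurs once, at nucleotide 720. The hexamer GTATGT of the 5' splice site occurs at nucleotides 257, 511 and 796. The first AG downstream of the branchpoint closes the stretch TTCTTTTTTAG and ends at nucleotide 737, 12 nucleotides after the last adenosine of the heptamer. The interval from the nearest upstream GTATGT to this AG spans 227 nucleotides, from 1308191 to 1308417, which is 20.2% of annotated *mamRNA*. The RefSeq annotation gives no intron here and lists a pair of unspliced *mamRNA* transcripts of 679 and 512 nucleotides that both start at 1307681. The counts hold 1 value per gene and library, so that the coverage of the window itself cannot be computed from them. From these sites together with the reduced poly(A)+ coverage, the paper proposes that the window is an intron.

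**Figure D3:**
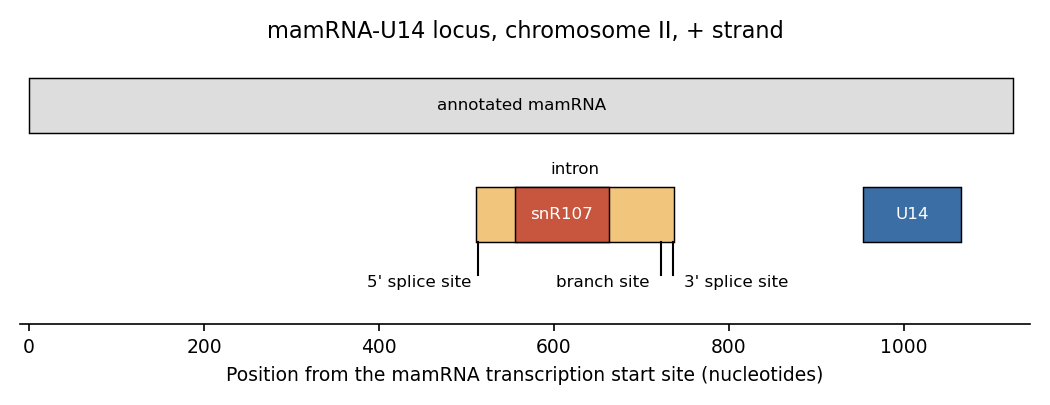
Map of the *mamRNA*-*U14* locus drawn to scale, with positions in nucleotides from the *mamRNA* transcription start site on the horizontal axis. The intron runs from 511 to 737, *snR107* from 556 to 662 inside it, and *U14* from 954 to 1065.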

**Fig. 1:**
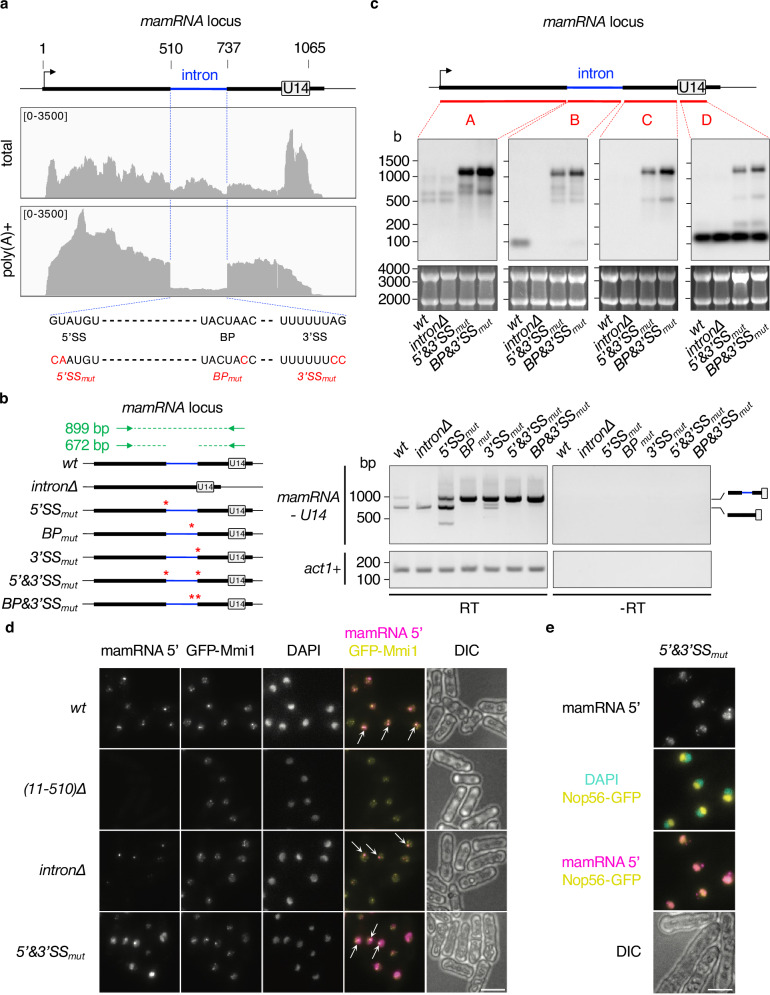
*mamRNA* is produced from a *U14*-containing precursor and undergoes splicing. **a** Total and poly(A) + RNA-seq profiles of the *mamRNA* and *U14*-encoding genomic locus (n = 2). The numbers above the scheme indicate the nucleotide length from *mamRNA* TSS (black arrow). The numbers in square brackets indicate the range of reads. Below are shown the sequences at the borders of the intron with the 5’ splice site (5’SS), branchpoint (BP) and 3’ splice site (3’SS) highlighted in bold. Nucleotides mutated in dedicated strains are shown below in red. **b** Semi-quantitative RT-PCR assay of the *mamRNA-U14* locus. *Left*, scheme showing the different strains used, with point mutations labeled with red stars. The primers used are denoted by green arrows. *Right*, cDNA analysis on agarose gels. *act1*+ was used as a loading control and no RT reactions (-RT) were loaded in parallel. bp = base pairs. **c** Northern blots showing *mamRNA* and *U14* levels from total RNA samples, in the indicated genetic backgrounds. The position of the different probes used (A, B, C and D) are depicted on top. Ribosomal RNAs served as loading control (lower panels). b = bases. **d** and **e** Representative images of *mamRNA* localization in mitotic cells of the indicated genetic backgrounds, expressing either GFP-tagged Mmi1 or Nop56. smFISH probes used were specific of *mamRNA* 5’ exon and DNA was stained with DAPI. Images are shown as Z-projections. Scale bar, 5 µm. In **d** white arrows point to Mmi1 dot-*mamRNA* colocalization. Source data are provided as a Source Data file.

To determine whether *mamRNA* is produced from a *U14*-containing precursor transcript undergoing splicing, we performed semi-quantitative RT-PCR experiments using primers surrounding the intron, *i.e*. in the 5’ region of *mamRNA* and in *U14* (Fig. 1b). In wild type cells, two main products were detected, the faster-migrating spliced species being more abundant, in agreement with RNA-seq data (Fig. 1a). Strikingly, mutations of the 5’ splice site (5’SS), the branchpoint sequence (BP) and the 3’ splice site (3’SS), alone or in combination, led to a massive accumulation of the unspliced transcript (Fig. 1b). Additional products were also detected in the 5’SS and 3’SS mutants, supporting the existence of alternative splicing signals.

We further characterized the RNA species by Northern blotting (NB) using four probes covering distinct parts of the locus. Probe A targeting the 5’ region of *mamRNA* detected two main isoforms in wild type cells, consistent with our former analyses^37^, while probe D revealed the mature form of *U14* (Fig. 1c). Interestingly, probe B unveiled a stable intronic RNA product that migrated slower upon deletion of the debranching enzyme Dbr1, suggestive of a splicing-dependent lariat (Fig. 1c, Supplementary Fig. 1a). In 5’&3’SS_mut_ and BP&3’SS_mut_ cells, all four probes detected high levels of a longer RNA species (Fig. 1c, Supplementary Fig. 1b), which ended a few hundred nucleotides downstream of *U14* as determined by 3’ RACE analyses (Supplementary Fig. 1c). Of note, the mature form of *U14* was barely affected in these cells, indicating that splicing contributes only marginally, if at all, to its biogenesis (Fig. 1c). Together, our data indicate that a long *mamRNA-U14* precursor is efficiently spliced and processed in wild type cells to generate *mamRNA* isoforms (probe A), an intronic product (probe B) and *U14* (probe D). The massive increase in steady state levels of the intron-retaining RNA further suggests that the transcript is targeted for decay following splicing.

We previously showed that one of the Mmi1 nuclear foci colocalizes with the *mamRNA* transcription site^37^. The presence of an intron at the locus prompted us to re-examine this spatial overlap depending on the occurrence of splicing. Using a set of probes specific to the 5’ exon of *mamRNA* (*i.e*. nucleotides 11 to 510 from TSS) in single molecule RNA FISH experiments (smFISH), we found that Mmi1-*mamRNA* colocalization persisted in the absence of the intron or upon defective splicing (Fig. 1d). Interestingly, 5’&3’SS_mut_ cells also exhibited a strong increase in signal intensity and a redistribution of the lncRNA to the nucleolus, as determined by fluorescence overlap with the nucleolar marker Nop56 (Fig. 1d, e). Together, our data indicate that defective splicing not only impairs *mamRNA* turn-over but also confers its nucleolar localization, likely through retention of the intron and/or *U14*.

### *mamRNA* intron encodes a C/D-box snoRNA

To delineate the species produced from the *mamRNA-U14* locus in wild type cells, we conducted direct RNA sequencing (dRNA-seq) using Oxford Nanopore Technology (ONT) (Fig. 2a). We obtained a total of 26,497,493 reads from two sequencing runs with a median read length of ∼230 nt. Consistent with the above results, a few reads covered the entire locus, demonstrating the existence of a precursor transcript encompassing both *mamRNA* and *U14*. Together with mature, 5’ and/or 3’-extended *U14* species, spliced transcripts initiating at the *mamRNA* TSS and ending just upstream or downstream of the intron were also detected (Fig. 2a, lower panel), presumably corresponding to the two isoforms observed by NB (Fig. 1c, probe A; Supplementary Fig. 1a, probe C).

**Fig. 2:**
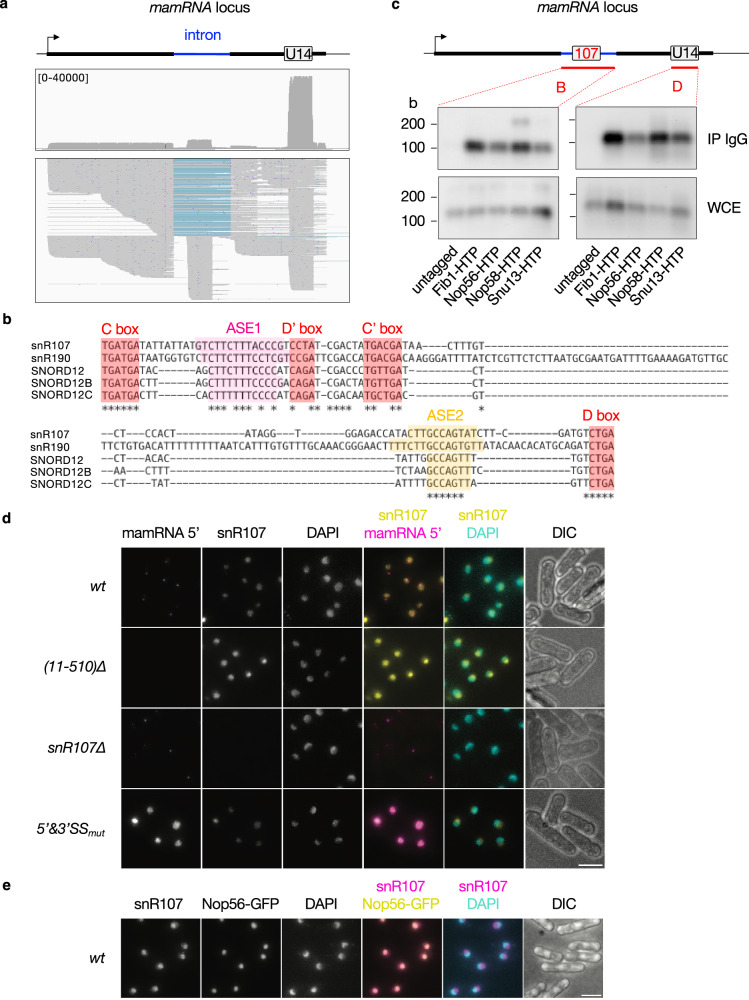
*mamRNA* intron encodes a C/D-box snoRNA. **a** dRNA-seq profile of the *mamRNA* and *U14*-encoding genomic locus. The top box shows the cumulative coverage (n = 2), with the range of reads indicated in square brackets. The bottom box shows a subset of reads (200) representative of the different read populations. The following down-sampling parameters in IGV were used: sampling window size (bases) = 230 (*i.e*. median read length); numbers of reads per window = 200. The blue bars correspond to intronic sequences that are absent in the corresponding reads. **b** Multiple sequence alignment (CLUSTALW) of *S. pombe snR107*, *S. cerevisiae snR190* and human *SNORD12/B/C*. The C, D’, C’ and D boxes are highlighted in red. The antisense elements (ASE1 and ASE2) complementary to the 25S or 28S rRNAs are highlighted in magenta and orange respectively. Conserved residues are denoted with an asterisk. Nucleotides immediately upstream of the C box and downstream of the D box were excluded for the analysis. **c** Northern blots showing the fractions of *snR107* and *U14* immunoprecipitated with HTP-tagged versions of Fib1, Nop56, Nop58 and Snu13. An untagged strain was used as negative control. IP = Immunoprecipitate; WCE = Whole Cell Extract. b = bases. **d**, **e** Representative images of *mamRNA* and *snR107* localization as detected by smFISH in cells of the indicated genetic backgrounds. DNA was stained with DAPI. Images are shown as Z-projections. Scale bar, 5 µm. Source data are provided as a Source Data file.

dRNA-seq further revealed the accumulation of a short species embedded in the intron (Fig. 2a, lower panel), consistent with NB data (Fig. 1c, probe B). 5’ and 3’ RACE analyses indicated that the RNA is 107 nt long and inspection of its sequence revealed the presence of canonical motifs distinctive of C/D-box snoRNAs that are involved in RNA 2’-O-methylation (2’-O-Me)^38–40^ (Supplementary Fig. 2a). These include the highly conserved C and D boxes (UGAUGA and CUGA respectively) as well as the more degenerate C’ and D’ boxes (UGACGA and CCUA respectively) (Fig. 2b, Supplementary Fig. 2a). Based on these features, we named this previously unannotated transcript *snR107* (*s*mall *n*ucleolar *R*NA *107*). Multiple sequence alignment indicated that *snR107* is conserved in eukaryotes, with orthologues in budding yeast (*snR190*) and humans (*SNORD12/B/C*) (Fig. 2b). Beyond the C/D and C’/D’ boxes, sequence homology extended to two motifs lying upstream of the D’ and D boxes, hereafter referred as ASE1 and ASE2 (for AntiSense Element 1 and 2), that are complementary to sequences in the 25S/28S rRNA (Fig. 2b, Supplementary Fig. 2b). Remarkably, *S. pombe snR107* and *S. cerevisiae snR190* also showed syntenic organization, both being encoded upstream of the highly conserved *U14* snoRNA^41^. Yet, *snR190* is processed by endonucleolytic cleavage^41^, while human *SNORD12/B/C* locate in consecutive introns of the lncRNA ZFAS1^42^ (Supplementary Fig. 2c).

To assess whether *snR107* encodes a bona fide C/D-box snoRNA, we performed RNA-immunoprecipitation coupled to Northern blotting (RIP-NB) experiments using core snoRNP components as bait proteins, including the 2’-O-methyltransferase Fib1 and its partners Nop56, Nop58 and Snu13^38,39^. All four factors efficiently immunoprecipitated *snR107*, as well as the C/D-box *U14* snoRNA (Fig. 2c). Note that Nop58 also associated with a longer species, presumably the full intron, suggestive of co-transcriptional binding and stepwise snoRNP assembly. We further carried out smFISH analyses and found that *snR107*, as opposed to *mamRNA* 5’ exon, accumulated specifically in the nucleolus in wild type cells (Fig. 2d, e). The signal was specific since the same set of probes did not detect any signal upon deletion of *snR107* (Fig. 2d), in which the biogenesis of *mamRNA* and *U14* was largely preserved (Supplementary Fig. 2d). Cells lacking the 5’ exon of *mamRNA* (*i.e*. (11-510)∆) did not alter the localization of *snR107*, although the latter was partially retained in a longer *U14*-containing transcript (Fig. 2d, Supplementary Fig. 2d). In 5’&3’SS_mut_ cells, whereby *snR107* is trapped within the unspliced lncRNA, the nucleolar localization was also observed (Fig. 2d), consistent with the above results (Fig. 1e). Together, our results demonstrate that *snR107* is a canonical C/D-box snoRNA encoded in *mamRNA* intron.

The 5’ and 3’ ends of intronic snoRNAs are generally processed through the action of dedicated 3’-5’ and 5’-3’ exoribonucleases^1^. We found that the absence of the nuclear exosome subunit Rrp6 and of the TRAMP poly(A) polymerase Cid14 accumulated the mature form of *snR107*, suggesting a role for these factors in downregulating the snoRNA (Supplementary Fig. 2e). Oppositely, manipulating the levels of *mamRNA*-bound RNA-binding proteins such as Mmi1 (*mmi1∆*) or Mei2^37^, which accumulates in the absence of the E3 ubiquitin ligase subunit of Ccr4-Not (*mot2*∆), did not alter *snR107* levels (Supplementary Fig. 1a, probe B). As for 5’-3’ exoribonucleases, depletion of Dhp1, but not deletion of Xrn1, also led to the accumulation of longer species (Supplementary Fig. 2e, f), implying that the former contributes to the processing of *snR107* 5’ end. Thus, while Dhp1 participates in *snR107* processing, TRAMP and Rrp6 are involved in its turnover.

### *snR107* guides 25S rRNA 2’-O-methylation and is required for ribosome biogenesis

C/D-box snoRNAs guide site-specific RNA 2’-O-Me through sequence complementarity^38–40^. Previous liquid chromatography coupled to mass spectrometry analyses identified the 2’-O-methylated guanosine 2483 (Gm^2483^) in the *S. pombe* 25S rRNA that lies in a region complementary to the *snR107* ASE1^43^ (Supplementary Fig. 3a). To determine whether *snR107* mediates G^2483^ 2’-O-Me, we performed RiboMethSeq experiments, an Illumina sequencing-based method that detects 2’-O-methylated ribonucleotides as gaps in 5’- and 3’-end coverage due to RNA protection from alkaline fragmentation (Fig. 3a)^44,45^. Remarkably, G^2483^ 2’-O-Me was highly prevalent in the wild type strain but absent in cells lacking *snR107*, expressing a mutated version of the ASE1 (snR107_ASE1mut_) or defective for *mamRNA* splicing (5’&3’SS_mut_) (Fig. 3a, Supplementary Data 1). This effect was specific, as neither the second region of the 25S rRNA (residues 333 to 343) potentially targeted by *snR107* ASE2 nor other highly modified nucleotides exhibited *snR107*-dependent 2’-O-Me (Supplementary Fig. 3a, b, Supplementary Data 1). Thus, splicing-released *snR107* guides Gm^2483^ deposition via the ASE1.

**Fig. 3:**
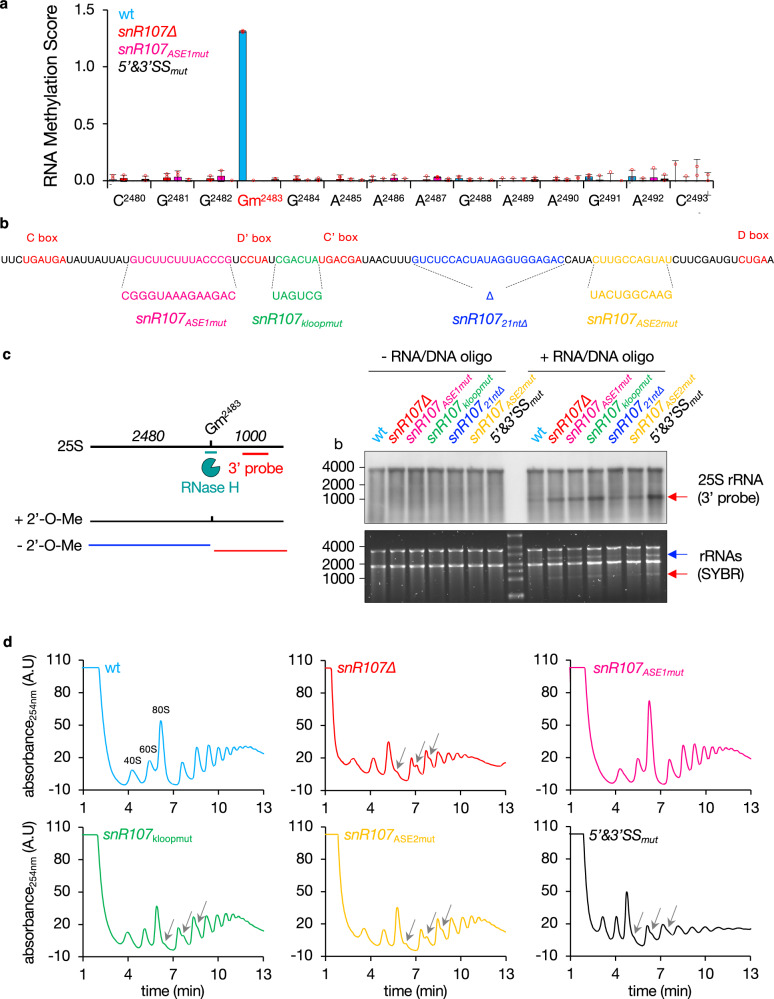
*snR107* guides 25S rRNA 2’-O-methylation and is required for ribosome biogenesis. **a** RNA methylation scores (RMS) of the 25S rRNA residues 2480 to 2493 (complementary to *snR107* ASE1) as determined by RiboMethSeq in strains of the indicated genotypes (mean_(RMS-median all RMS)_ ± SD; n = 3 biological replicates). Individual data points are represented by red circles. **b** Scheme depicting the *snR107* sequence with color-coded motifs mutated in strains of interest (snR107_ASE1mut_, snR107_kloopmut_, snR107_21nt∆_, snR107_ASE2mut_). The C, D’, C’ and D boxes are labeled in bold and red. **c** RNAseH-based cleavage assay. *Left*, Scheme depicting the 25S rRNA with the positions of Gm^2483^, the RNA/DNA oligonucleotide used for RNAseH cleavage (green) and the Northern probe (red). Below are shown the 25S rRNA products obtained with or without 2’-O-Me. *Right*, Northern blot showing 25S rRNA in the presence or absence of the RNA/DNA oligonucleotide, from total RNA samples in the indicated genetic backgrounds. Ribosomal RNAs served as loading control. The blue and red arrows denote the 5’ and 3’ cleavage products, respectively. b = bases. **d** Polysome profiles from total cellular extracts obtained on sucrose gradients in strains of the indicated genetic backgrounds. Absorbance at 254 nm was measured for up to 13 min of collection time and is expressed as arbitrary units (A.U). The gray arrows point to half-mers. Source data are provided as a Source Data file.

Global analysis of RiboMethSeq data for the 5S, 5.8S, 18S and 25S rRNA sequences revealed 0, 2, 39 and 53 high confidence 2’-O-methylated residues (i.e. RNA Methylation Scores > 0.8) respectively, most of which were previously detected by mass spectrometry^43^, confirming the reliability of the method (Supplementary Data 1). Interestingly, although a large fraction of 2’-O-Me sites is conserved in budding yeast^46^ (Supplementary Data 1), the corresponding G^2483^ in *S. cerevisiae* (i.e. G^2395^) is not modified due to the lack of *snR190* 2’-O-Me guiding activity^47^. *S. pombe snR107* therefore evolved rRNA modification properties, akin to its human counterpart *SNORD12C*^48^.

To get further insights into the mechanism of Gm^2483^ deposition, we generated additional *snR107* mutants, including the reverse complement sequence of a conserved 6 nt motif between the D’ and C’ boxes that is part of the kink-loop (snR107_kloopmut_)^3^, the deletion of 21 nt downstream of the C’ box (snR107_21nt∆_) predicted to fold as a stem-loop structure, and the reverse complement sequence of the ASE2 upstream of the D box (snR107_ASE2mut_) (Fig. 3b, Supplementary Fig. 2b). We carried out an RNAseH-based assay relying on the enzymatic cleavage of a hybrid formed by the 25S rRNA and a chimeric RNA/DNA oligonucleotide whose DNA moiety targets the G^2483^ residue^49^ (Fig. 3c, left panel). In this assay, the presence of 2’-O-Me at the targeted position prevents hybrid cleavage by RNAseH. Addition of the chimeric oligonucleotide in the presence of the enzyme specifically generated two 25S rRNA cleavage products of about 2.5 and 1.0 kb in the *snR107∆*, snR107_ASE1mut_ and 5’&3’SS_mut_ strains (Fig. 3c, see blue and red arrows in SYBR-stained gel), consistent with a loss of Gm^2483^. NB experiments using a probe directed against the 3’ part of 25S rRNA confirmed that these mutants accumulated cleavage products compared to wild type cells (Fig. 3c, see red arrow in NB panel). Interestingly, we found that formation of Gm^2483^ was also abolished in snR107_kloopmut_, while its level was only marginally or partially impaired in snR107_21nt∆_ and snR107_ASE2mut_ respectively (Fig. 3c). Hence, in addition to the dedicated guiding sequence, other motifs within *snR107* are important for efficient Gm^2483^ deposition.

We next sought to investigate whether *snR107* contributes to rRNA biogenesis, beyond Gm^2483^ modification. We found that the 35S rRNA precursor accumulates to various levels in *snR107∆*, snR107_kloopmut_, snR107_ASE2mut_ and 5’&3’SS_mut_ cells but not in the snR107_ASE1mut_ strain, supporting a role for the snoRNA in pre-rRNA processing that is distinguishable from its function as a guide for Gm^2483^ deposition (Supplementary Fig. 3c).

To further evaluate the functional impact of *snR107* activities on ribosomes, we analyzed polysome profiles from cell extracts on sucrose gradients. *snR107∆*, snR107_kloopmut_, snR107_ASE2mut_ and 5’&3’SS_mut_ cells all exhibited reduced levels of free 60S and 80S particles relative to 40S subunits as well as half-mer polysomes, indicative of a lower pool in 60S subunits and/or translation defects (Fig. 3d). The patterns of the snR107_ASE1mut_ and snR107_21nt∆_ strains were instead identical to wild type cells, demonstrating that Gm^2483^ and the putative stem-loop structure are not critical determinants of 60S subunit biogenesis (Fig. 3d, Supplementary Fig. 3d). Importantly, the different phenotypes observed in *snR107* mutants were not due to altered RNA accumulation (Supplementary Fig. 3e) nor to impaired nucleolar localization (Supplementary Fig. 3f), and they were not associated with substantial growth defects (Supplementary Fig. 3g). From these experiments, we concluded that *snR107* mediates 25S rRNA G^2483^ 2’-O-Me and contributes to pre-rRNA processing and 60S subunit biogenesis in a Gm^2483^-independent fashion. These two functions in ribosome biogenesis require distinct antisense elements (ASE1 and ASE2, respectively), suggesting that they both involve base-pairing with rRNA.

### *snR107* mediates the Mmi1-Mei2 mutual control

We previously showed that Mmi1 associates with *mamRNA* to target its own inhibitor Mei2 for downregulation by the Ccr4-Not complex^37^. Consistently, *MMI1* inactivation or near-complete deletion of *mamRNA* (*i.e*. (11-737)∆) both led to increased levels of TAP-tagged Mei2, as assessed by Western blotting (Fig. 4a, b). To investigate the contribution of *snR107* to this regulation, we constructed several deletion mutants of the *mamRNA* precursor (Fig. 4a). Remarkably, while the absence of the 5’ exon alone (*i.e*. (11-510)∆) did not impact Mei2 abundance, deletion of the intron or *snR107* resulted in increased protein levels (Fig. 4b). Expression of a plasmid-borne version of *mamRNA* intron allowed the production of mature *snR107* species (Supplementary Fig. 4a) and further rescued low Mei2 levels in otherwise mamRNA_(11-737)∆_ cells (Fig. 4c), demonstrating that *snR107* is necessary and sufficient for this function. *mamRNA*-hosted *snR107* is therefore the key determinant involved in Mei2 downregulation.

**Fig. 4:**
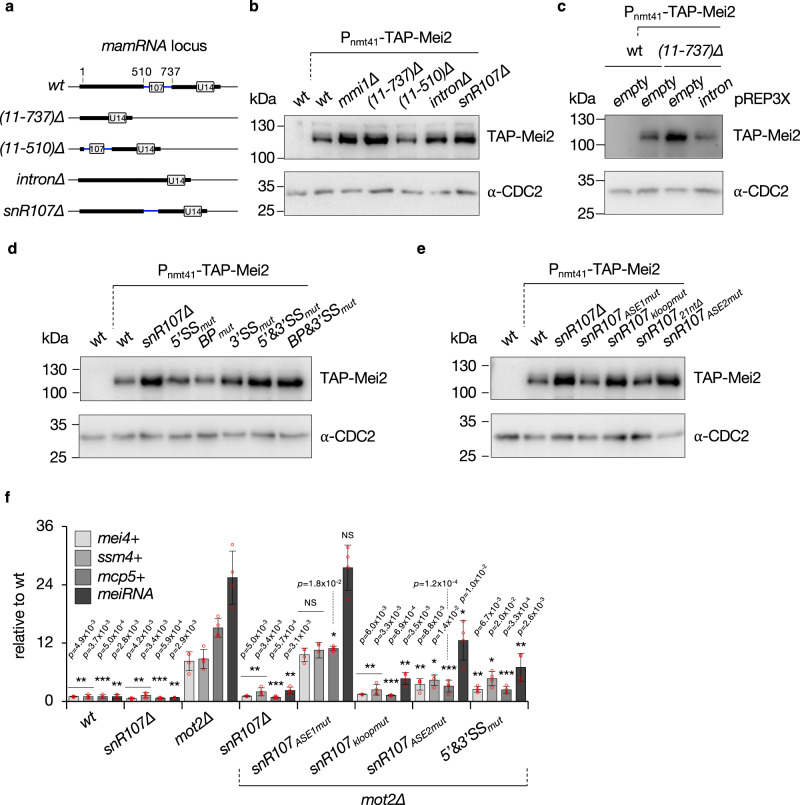
*snR107* mediates the Mmi1-Mei2 mutual control. **a** Scheme depicting the different deletion mutants of the *mamRNA-U14* locus. **b** to **e** Western blots showing the levels of TAP-tagged Mei2 in cells of the indicated genetic backgrounds. An anti-CDC2 antibody was used as loading control. kDa = kilodaltons. **f** RT-qPCR analyses of *mei4* + , *ssm4* + , *mcp5*+ meiotic mRNA and *meiRNA* levels in cells of the indicated genetic backgrounds (mean ± SD; n = 4 biological replicates; normalized to *act1*+ and relative to wt). Student’s t-test (two-tailed) was used to calculate p-values (relative to *mot2*∆). Individual data points are represented by red circles. NS = not significant. Source data are provided as a Source Data file.

We next analyzed cells defective for *mamRNA* splicing. Although individual inactivation of splice sites (5’SS_mut_, BP_mut_, 3’SS_mut_) only slightly impacted, if at all, Mei2 levels, the protein accumulated in the 5’&3’SS_mut_ and BP&3’SS_mut_ strains similar to *snR107∆* cells (Fig. 4d). The relative steady state levels of mature *snR107* in splicing-defective *mamRNA* mutants most likely account for these differences, as the free snoRNA was more severely reduced in the 5’&3’SS_mut_ and BP&3’SS_mut_ strains compared to individual splice site mutants (Supplementary Fig. 4b). We also did not observe increased Mei2 levels in the absence of Dbr1 (Supplementary Fig. 4c), indicating that *snR107* is still functional for Mei2 downregulation when trapped in a lariat (Supplementary Fig. 1c, probe B). To determine the impact of specific *cis*-elements within *snR107*, we further assessed Mei2 abundance in the *snR107* mutants mentioned above. While snR107_ASE1mut_ and snR107_21nt∆_ cells maintained low Mei2 levels, the protein accumulated in the snR107_kloopmut_ and snR107_ASE2mut_ strains (Fig. 4e), revealing the requirement for specific motifs. Importantly, these results indicate that the ASE1 motif responsible for 25S rRNA G^2483^ 2’-O-Me does not partake in the control of Mei2 levels, thereby uncoupling both *snr107* activities.

To exclude the possibility that Mei2 accumulates as a consequence of defective ribosome activity in relevant *snR107* mutants (Figs. 3d, 4e), we analyzed cells lacking Cgr1 (Supplementary Fig. 4d), a non-essential factor previously involved in pre-rRNA processing and biogenesis of pre-60S ribosomal particles in budding yeast^50,51^. Importantly, while the absence of Cgr1 resulted in a strong reduction in the levels of monosomes (80S) and the appearance of pronounced half-mers (Supplementary Fig. 4e), Mei2 levels remained low in this context (Supplementary Fig. 4f). We concluded that the accumulation of Mei2 in the corresponding *snR107* mutants is not caused by indirect effects in ribosome biogenesis and/or activity.

Upon Mei2 accumulation in the absence of the Ccr4-Not ubiquitin ligase Mot2, Mmi1 is inactivated in a *mamRNA*-dependent manner, resulting in increased steady state levels of meiotic mRNAs in mitotic cells^37^. We investigated the role of *snR107* in this process and found that its absence was sufficient to suppress the accumulation of *mei4* + , *ssm4* + , *mcp5* + mRNAs and *meiRNA* in a *mot2*∆ background, phenocopying *mamRNA*∆^37^ (Fig. 4f). Remarkably, while mutation of *snR107* ASE1 had no effect, *mot2*∆ snR107_kloopmut_ cells showed only marginal increase in meiotic transcripts, indicative of a major requirement for the corresponding motif in the Mmi1-Mei2 mutual control (Fig. 4f). Expression of snR107_ASE2mut_ or splicing-defective *mamRNA* (5’&3’SS_mut_) also resulted in the decrease of meiotic mRNAs, albeit to a lesser extent (Fig. 4f). Moreover, ectopic expression of *mamRNA* intron in *mot2*∆ mamRNA_(11-737)∆_ cells was sufficient to restore increased levels of meiotic transcripts (Supplementary Fig. 4g), implying that Mmi1 inactivation by high Mei2 levels solely depends on *snR107*. Together, our data demonstrate the prominent role for splicing-released *snR107* in the regulation of Mmi1 and Mei2 activities in vegetative cells and further unveil the importance of specific *cis*-acting motifs, distinguishable from the ASE1 element guiding G^2483^ 2’-O-Me.

### *snR107* restricts the amplitude and timing of meiotic gene expression

In *S. pombe*, meiosis onset critically depends on inactivation of the Pat1 kinase, allowing in turn Mei2 activation and hence Mmi1 inhibition^9,52^. To assess the role of *snR107* during sexual differentiation, we induced synchronized meiosis using an ATP analogue-sensitive mutant of Pat1 (*pat1-L95G*) that can be chemically inactivated from nitrogen-starved, G1-arrested haploid cells^53^ (Fig. 5a). Following addition of the Pat1 inhibitor 3-MB-PP1, we harvested cells at different time points (Supplementary Fig. 5a) and assessed the expression profiles of *snR107* and *meiRNA*, the Mmi1 lncRNA decoy. *meiRNA* strongly accumulated between 1 and 5 h after Pat1 inactivation (Fig. 5b), which corresponds to the premeiotic phase before completion of meiosis I (Supplementary Fig. 5a), in agreement with the reported *meiRNA* accumulation at the horse-tail stage of meiosis in diploid cells^17,20,37^. This dynamic expression profile was not observed for *snR107*, whose levels remain largely similar throughout meiosis, with the exception of a moderate increase in nitrogen-starved cells (Fig. 5b).

**Fig. 5:**
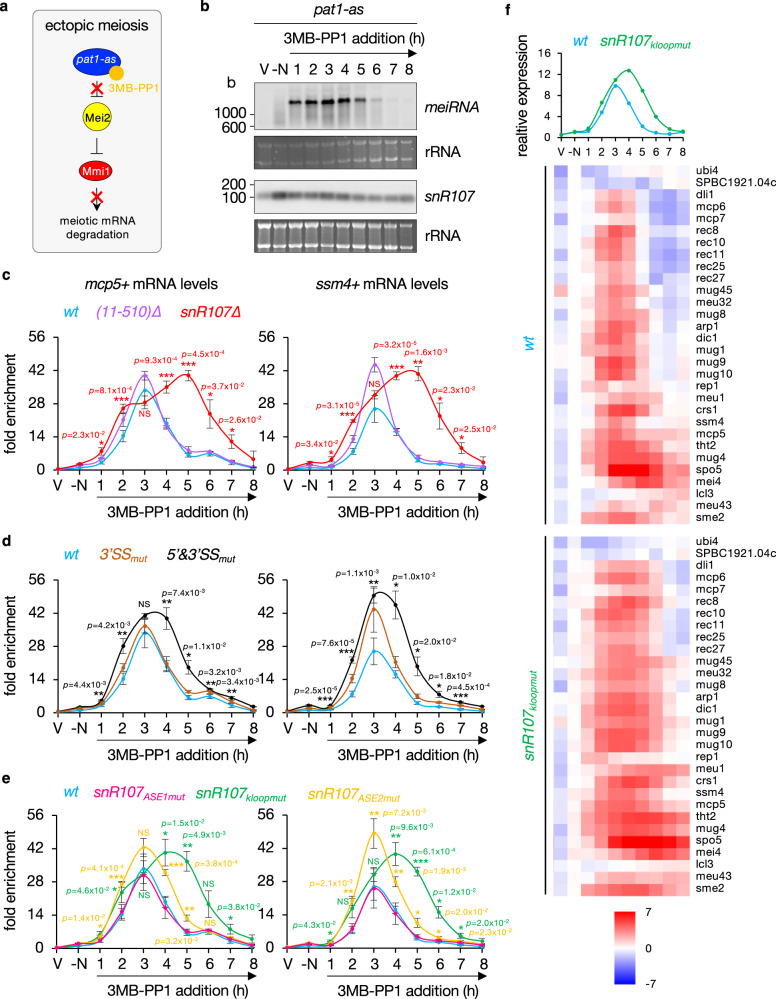
*snR107* restricts the amplitude and timing of meiotic gene expression. **a** Scheme depicting the induction of ectopic meiosis by inhibition of the *pat1-as* allele (*pat1-L95G*) with 3-MB-PP1, which in turn activates the Mmi1 inhibitor Mei2 and hence prevents meiotic mRNA degradation. **b** Northern blots showing *meiRNA* and *snR107* levels from total RNA samples isolated at different time points following addition of 3-MB-PP1 in wild type cells. Ribosomal RNAs served as loading control. V = vegetative cells; -N = nitrogen-starved cells. b = bases. **c** to **e** RT-qPCR analyses of *mcp5*+ and *ssm4*+ meiotic mRNA levels upon induction of meiosis in cells of the indicated genetic backgrounds (mean ± SD; n = 3 biological replicates for *(11-510)∆*, *snR107∆*, *3’SS*_*mut*_, *5’&3’SS*_*mut*_, *snR107*_*kloopmut*_ and *snR107*_*ASE2mut*_ strains; n = 4 biological replicates for *wt* and *snR107*_*ASE1mut*_ strains; normalized to total RNA concentration and relative to wt -N). Note that data for the wild type strain in **c** were replotted in **d** and **e** to ease comparison. Student’s t-test (two-tailed) was used to calculate p-values (relative to wt). NS = not significant. **f** Poly(A) + RNA-seq analyses of wild type and *snR107*_*kloopmut*_ cells upon meiosis induction (n = 2). Shown are the median expression profiles of the Mmi1 regulon^10^ and the corresponding heatmaps for each individual gene (relative to wt -N; log2 scale). V = vegetative cells; -N = nitrogen-starved cells. Source data are provided as a Source Data file.

We next determined the expression dynamics of the *mcp5*+ and *ssm4*+ meiotic mRNAs that are targeted for degradation by Mmi1 during mitosis. In wild type cells, both transcripts exhibited a sharp increase in expression levels, reaching a maximum 3 hours after Pat1 inactivation, prior to a rapid decline the following hours (Fig. 5c). This pattern resembled that of *meiRNA*, suggesting that meiotic mRNAs accumulate as a consequence of Mmi1 sequestration. Interestingly, mamRNA_(11-510)∆_ cells only marginally affected the kinetics of *mcp5*+ and *ssm4*+ expression (Fig. 5c). Conversely, the absence of *snR107* radically impacted the profiles of both transcripts, which were induced earlier, stronger and over a much longer time window, up to 6-7 hours post Pat1 inactivation (Fig. 5c). These data indicate that *snR107*, but not the 5’ exon of *mamRNA*, restricts the timing and amplitude of Mmi1-dependent meiotic gene expression during sexual differentiation. The minor changes observed in cells lacking the ribosome biogenesis factor Cgr1 (Supplementary Fig. 5b) further support the notion that altered expression profiles in *snR107* mutants accumulating Mei2 are not the mere consequence of defective ribosome biogenesis and/or reduced translational efficiency, but most likely due to changes in Mmi1 and/or Mei2 activities.

Following the same strategy, we subsequently determined the impact of *mamRNA* splicing sites and *snR107 cis*-acting motifs on meiotic gene expression. Mirroring the effect on Mei2 levels in vegetative cells (Fig. 4d), inactivation of the 3’ splice site (3’SS_mut_) alone barely affected *mcp5*+ and *ssm4* + mRNA expression profiles, whereas 5’&3’SS_mut_ cells showed a broader range of induction (Fig. 5d). Likewise, snR107_ASE1mut_ cells behaved identically to the wild type, but both snR107_kloopmut_ and snR107_ASE2mut_ strains exhibited higher and wider expression of *mcp5*+ and *ssm4* + mRNAs, the former almost phenocopying *snR107∆* cells (Fig. 5e). To confirm these findings, we expanded our gene-specific analyses genome-wide by performing RNA-seq experiments in wild type and snR107_kloopmut_ cells. Similarly, most genes belonging to the Mmi1 regulon reached their maximal expression 3 to 4 hours following addition of 3-MB-PP1 in wild type cells, while they tend to accumulate to higher levels and for a longer period in the snR107_kloopmut_ strain, a pattern that was specific to Mmi1 targets^10,19^ (Fig. 5f, Supplementary Fig. 5c). These experiments together demonstrate that the same *snR107* motifs involved in Mei2 downregulation in vegetative cells also restrict meiotic gene expression during meiosis. Importantly, the observed effects could not be solely attributed to a delay in the progression of haploid meiosis, as all *mamRNA* and *snR107* mutants slowed down meiosis to a similar extent compared to wild type cells (Supplementary Fig. 5d), irrespective of their impact on meiotic gene expression.

During the horse-tail stage of meiotic prophase, Mmi1 is sequestered by its inhibitors Mei2 and *meiRNA* within a unique nuclear dot overlapping *meiRNA* transcription site^16,17^. Using smFISH analyses, we found that *snR107* accumulates in several foci, none of which colocalized with *meiRNA* and Mmi1 (Supplementary Fig. 5e). Likewise, the absence of *snR107* or expression of splicing-defective *mamRNA* (5’&3’SS_mut_) did not impact sporulation efficiency, as opposed to *meiRNA∆* cells (Supplementary Fig. 5f). Our results therefore support the notion that *snR107* limits Mmi1 inhibition during meiosis, likely by hindering excessive Mei2 activity.

### Mmi1 and Mei2 associate with *snR107* and the 2’-O-methyltransferase Fib1

We had initially identified *mamRNA* as simultaneously bound by Mmi1 and Mei2 in sequential RNA immunoprecipitation experiments^37^. Since the *snR107* moiety is sufficient to account for the functional impact of *mamRNA* on Mmi1 and Mei2 activities, we anticipated that both proteins should associate with *snR107*. We performed RIP-NB experiments and found that Mmi1 and Mei2 indeed interact with *snR107* (Fig. 6a–d, compare *untagged* and *wt*). Given the importance of their RNA-binding activities in their mutual control in vegetative cells^37^, we also assessed their association with *snR107* upon mutations of their respective YTH and RRM3 domains (Fig. 6b). Both Mmi1-Y352F and Mei2-F644A, which are defective for the binding to *mamRNA* 5’ exon^37^, showed severely reduced interactions (Fig. 6c, d, for Mei2, compare *wt* to *F644A 1:5* for equivalent bait protein levels), indicating that the proteins bind to *snR107* through their RNA-binding domains. Moreover, Mmi1 did not promote the recruitment of Fib1 to the snoRNA nor compete with it for efficient binding, as revealed by the Mmi1-independent association of the 2’-O-methyltransferase (Supplementary Fig. 6a).

**Fig. 6:**
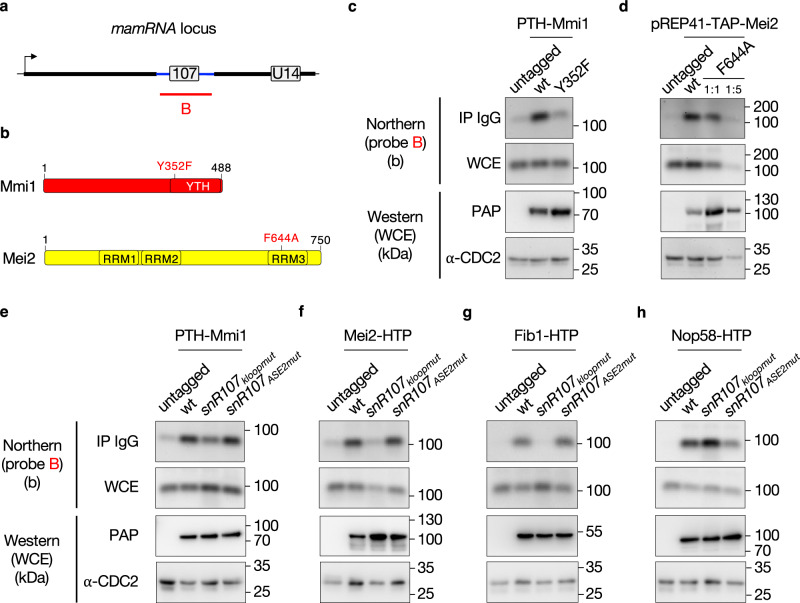
Mmi1 and Mei2 associate with *snR107* and the 2’-O-methyltransferase Fib1. **a** Scheme representing the *mamRNA* locus with the probe B used for Northern blotting analyses in **c** to **h**. **b** Scheme depicting the domain organization of Mmi1 and Mei2. **c** to **h** *Upper panels*: Northern blots showing the fractions of *snR107* immunoprecipitated in cells of the indicated genetic backgrounds expressing HTP or TAP-tagged versions of Mmi1 (**c** and **e**), Mei2 (**d** and **f**), Fib1 **(g**) or Nop58 **(h)**. Untagged strains were used as negative controls. In **d**, plasmid-borne, TAP-tagged versions of wild type and mutated Mei2 (F644A) were used. 1:5 dilutions of IP and WCE were loaded to assess the association of the Mei2 mutated version, as compared to its wild type counterpart. In **f**, Mei2 immunoprecipitation was carried out 3 h post Pat1 inactivation. (b) = bases. *Lower panels*: Western blots showing total levels of HTP or TAP-tagged Mmi1, Mei2, Fib1, and Nop58, detected with PAP in the corresponding whole cell extracts (WCE). An anti-CDC2 antibody was used as a loading control. IP = Immunoprecipitate; (kDa) = kilodaltons. Source data are provided as a Source Data file.

The requirement of the k-loop and ASE2 sequences for the Mmi1-Mei2 mutual control and meiotic gene expression prompted us to assess their contribution to the association of both proteins with *snR107*. Strikingly, expression of snR107_kloopmut_ resulted in a reduced or even complete loss of association of Mmi1, Mei2 and Fib1, but not Nop58 (Fig. 6e–h). Importantly, the lack of Fib1 interaction was specific, as judged by its persistent association with *U14* in this background (Supplementary Fig. 6b). An opposite trend was observed in snR107_ASE2mut_ cells, whereby only Nop58 showed a partially decreased interaction (Fig. 6e–h). Together, these results indicate that the k-loop motif contributes to anchor Mmi1, Mei2 but also Fib1 to *snR107*.

To further characterize the modalities of Mmi1 and Mei2 interactions with the *snR107-*containing snoRNP, we investigated whether both factors physically associate with Fib1 using in vivo co-immunoprecipitation assays. Such interactions were detected in wild type, snR107_kloopmut_ and snR107_ASE2mut_ cells (Supplementary Fig. 6c, d), indicating that Mmi1 and Mei2 bind to Fib1, and presumably other core snoRNP factors, independently of their association with *snR107*. In line with the possibility that both proteins interact with additional C/D-box snoRNAs, we detected their association with U14 as well, consistent with previous genome-wide analyses^12,37,54^ (Supplementary Fig. 6e, f). Thus, Mmi1 and Mei2 bind to distinct snoRNA-containing RNPs, *snR107* being critical for the regulation of their activities.

## Discussion

Our study shows that the lncRNA *mamRNA* undergoes splicing and hosts a previously unannotated, intronic C/D-box snoRNA, termed *snR107*, involved in both 25S rRNA 2’-O-Me / 60S subunit biogenesis and the regulation of the gametogenic RNA-binding proteins Mmi1 and Mei2 (Fig. 7).

**Fig. 7:**
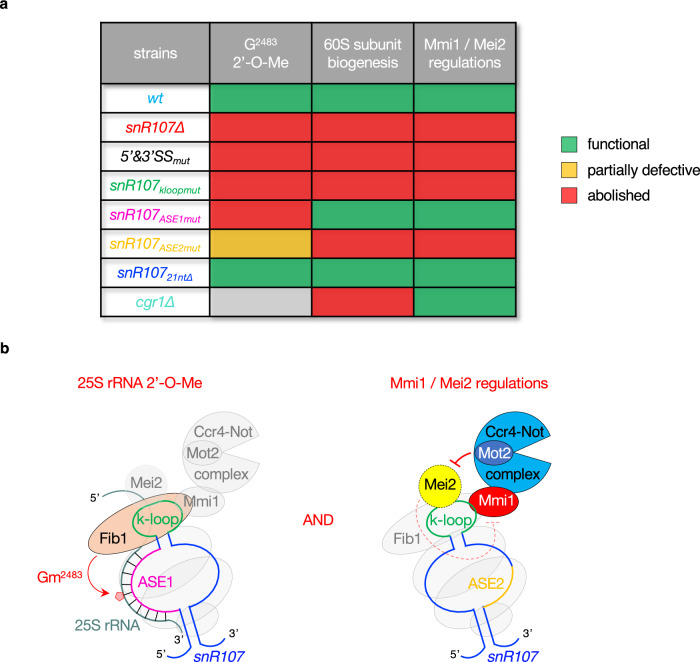
Summary and model of *snR107* functions. **a** Table summarizing the requirements for *snR107 cis*-acting motifs and Cgr1 in rRNA 2’-O-Me, 60S subunit biogenesis and the regulations of Mmi1 and Mei2. Green, orange and red boxes refer to functional, partially defective and abolished activities, respectively. The gray box indicates undetermined. **b** Model depicting the roles of *snR107* in rRNA 2’-O-Me and the control of Mmi1 and Mei2 activities. Through its ASE1, *snR107* guides 25S rRNA G^2483^ 2’-O-Me by Fib1 (left). It further contributes to pre-rRNA processing and 60S subunit biogenesis in a Gm^2483^-independent manner (not shown). *snr107* also mediates the Mmi1-Mei2 mutual control in vegetative cells and restricts meiotic gene expression during sexual differentiation in an ASE2-dependent manner (right). The k-loop motif is critical for both regulations by promoting the binding of Mmi1, Mei2, and Fib1. Other snoRNP components (Nop56, Nop58, Snu13) are represented as gray circles.

Upon defective *mamRNA* splicing*, snR107* and downstream *U14* are trapped within a stable precursor transcript. Nonetheless, the levels of mature *U14* are not significantly impacted, suggesting that it may also be produced from an independent promoter, presumably downstream of the *snR107*-containing intron. Regardless, the massively increased levels of the intron-retaining species imply a tight coupling between RNA splicing and decay. The RNAseIII-family endoribonuclease Pac1, which downregulates non-coding precursor transcripts^55^, including a 5’-extended *U14* isoform, may not operate upon retention of *mamRNA* intron, thereby stabilizing the unspliced product. Interestingly, the production of mature *snR190* and *U14* in *S. cerevisiae* solely relies on Pac1 homolog Rnt1-mediated endonucleolytic cleavage of a single precursor transcript^41,56^. Fission yeast therefore evolved splicing signals to generate *snR107*, which recalls human *SNORD12/B/C* that are hosted in introns of the lncRNA *ZFAS1*^42^. Beyond these maturation steps, *snR107* biogenesis also requires the recruitment of snoRNP components such as Fib1 and Nop58. *snR107* RNP assembly could initiate during transcription, as supported by the scored association of Nop58 with *mamRNA* intron and by the localization of Mmi1 at the *mamRNA* locus. Dissecting the coupling between *snR107* transcription, processing, and assembly with protein partners, including Mmi1 and Mei2, will be the focus of future investigation.

The involvement of *mamRNA* splicing-released *snR107* in controlling Mmi1 and Mei2 activities points to spatially-confined regulations in the nucleolus, which is critical for various nuclear functions and cell fate decisions^57,58^. Beyond its canonical role in ribosome biogenesis, the nucleolus coordinates responses to multiple stresses to in turn adapt cell physiology and destiny^57,58^. This relies on the activation of signaling pathways that modulate rDNA transcription / rRNA processing and affect protein trafficking to and out of the nucleolus for regulatory purposes^57,58^. The *snR107*-dependent reciprocal inhibitions of Mmi1 and Mei2 in vegetative cells may reflect a similar principle. On the one hand, *snR107* may couple efficient 25S rRNA 2’-O-Me and processing to the Mmi1 and Ccr4-Not-dependent maintenance of low Mei2 levels in the nucleolus, thereby sustaining robust mitotic growth. On the other hand, Mei2 accumulation in the absence of Mot2 may impair nuclear degradation of meiotic mRNAs by precluding Mmi1 release from the nucleolus and/or by diffusing in the nucleoplasm. Regardless, the kinetics of snoRNP assembly/disassembly and/or the dynamics of protein shuttling are likely to provide an additional layer in fine-tuning Mmi1 and Mei2 activities to adjust meiotic gene expression in response to environmental changes. Whether such regulations may also involve additional snoRNA partners requires further investigation.

Sexual differentiation, which triggers the accumulation of Mei2 and *meiRNA*^15,17,59^, initiates upon nutritional starvation and is accompanied by a massive decrease in cellular rRNA content. Such nucleolar stress may directly contribute to the progression of meiosis, possibly releasing a substantial amount of Mei2 in the nucleoplasm to associate with and sequester Mmi1 at the *meiRNA* transcription site^17^. The increased and persistent accumulation of meiotic mRNAs upon defective association of Mmi1 and Mei2 with *snR107* likely reflects the loss of a buffering system that normally prevents excessive Mmi1 inhibition to allow timely meiotic gene expression and facilitate the sequence of events leading to sporulation. In this scenario, a fraction of Mmi1 may still interact with *snR107*, and possibly other mRNA targets, supporting a fine balance between protective and inhibitory mechanisms of Mmi1 activity during meiosis. Our results thus provide an example of a developmentally-regulated switch whereby an RNA-binding protein (Mmi1) cooperates with a snoRNA (*snR107*) to buffer the sponging activity of its own lncRNA decoy (*meiRNA*) by limiting the abundance and/or the activity of the associated partner (Mei2).

In parallel to the regulation of Mmi1 and Mei2 activities, *snR107* guides 25S rRNA G^2483^ 2’-O-Me via its ASE1, which is, however dispensable for pre-rRNA processing and 60S subunit biogenesis. Located in the root helix 73 of the 25S rRNA domain V, in proximity to the ribosome Peptidyl Transferase Center (PTC)^43^, Gm^2483^ may be functionally relevant only under given circumstances and the observed delayed meiosis in snR107_ASE1mut_ cells is intriguing in this respect. Alternatively, the loss of 2’-O-Me may be compensated by structural rearrangements, as previously seen for mutations of conserved residues in the PTC^60^. Regardless of the contribution of Gm^2483^, pre-rRNA processing and 60S subunit biogenesis require integrity of *snR107* ASE2, whose complementary sequence in 25S rRNA is devoid of modification^43^. Akin to *S. cerevisiae snR190* that functions as a chaperone rather than a guide in the maturation of pre-60S ribosomal particles^47,61,62^, ASE2 probably base-pairs with pre-rRNA to promote 2’-O-Me-independent folding and/or remodeling early during processing. How this could in turn impact optimal Gm^2483^ deposition as well as ribosome activity requires further investigation. Likewise, whether the human orthologues *SNORD12/B/C*, which mediate ASE1-dependent 28S rRNA G^3878^ 2’-O-Me^48,63^ and possess relatively small ASE2, also partake in these processes remains to be established.

Our analyses revealed that *snR107* ASE1 does not contribute to the control of Mmi1 and Mei2 activities, thereby uncoupling 25S rRNA G^2483^ 2’-O-Me from Mei2 downregulation and meiotic gene expression. Mutations of the k-loop or ASE2 instead impair these different functions, with lower Gm^2483^ levels most likely attributed to the loss or suboptimal binding of Fib1 and Nop58, respectively. Yet, only the k-loop is important for efficient interactions of Mmi1 and Mei2, which suggests that i) the control of their activity requires a fully assembled snoRNP, with ASE2 ensuring the correct recruitment and positioning of Nop58 and possibly other core components, and ii) they recognize, together with Fib1, the same sequence element within *snR107*. Given the spacing constraints imposed by the size of the motif, an attractive scenario may lie in the formation of a dimeric snoRNP^64^, whereby two protein-bridged *snR107* molecules would bring two k-loops in close proximity. This could ensure the simultaneous binding of Mmi1, Mei2 and Fib1 to fulfill their respective functions. 

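*snR107*, with the ends drawn in Supplementary Fig. 2a, covers nucleotides 556 to 662 from the start of annotated *mamRNA*, which are 1308236 to 1308342 on the + strand of chromosome II. It begins 45 nucleotides after the start of the intron and stops 75 nucleotides before its end. Its genomic sequence is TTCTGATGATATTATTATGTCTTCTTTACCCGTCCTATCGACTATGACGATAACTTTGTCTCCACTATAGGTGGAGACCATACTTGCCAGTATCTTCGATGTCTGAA. The C box starts at nucleotide 559, the C' box at 600 and the D box at 658. The motif UNAAAC occurs 0 times in the 107 nucleotides of *snR107*, 0 times in the intron and 0 times in the 112 nucleotides of *U14*. In the 953 nucleotides of *mamRNA* upstream of *U14* it occurs 4 times, as UGAAAC at nucleotide 445, UCAAAC at 458 and UUAAAC at 493 and 775, all outside the intron. If bases followed one another at random with the composition of each sequence, 0.109 occurrences would fall in *snR107* and 0.678 in the sequence upstream of *U14*. The longest run of U in *snR107* has 3 nucleotides, against 6 in the intron.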

Intriguingly, although additional sequences beyond the sole k-loop are likely to participate in the recruitment of Mmi1, the fact that *snR107* lacks the typical YTH-bound UNAAAC motifs might suggest the existence of an alternative mode of RNA-binding. The absence within the k-loop motif of consecutive Us, which are bound by Mei2 RRM3 in vitro^37,65^, could similarly reflect a specific mode of RNA recognition. Alternatively, it is possible that Mmi1 and/or Mei2 are engaged in protein-protein interactions with snoRNP components through their RNA-binding domains. This could involve Fib1 itself and/or Snu13, which directly recognizes the kink-turn conformation within C/D-box snoRNAs^1,64^. Defining the precise mode of snoRNP assembly and the possible conservation of such macromolecular entities in other systems is a challenge for future studies.

Over the last years, snoRNAs have gained strong interest due to their misexpression in various human diseases, including cancers and developmental disorders^6^. However, this link is merely correlative in most cases, and it remains unclear whether additional, non-canonical functions may rationalize these physiological defects. The recently-defined role of human SNORA13 in promoting cellular senescence independently of its pseudouridylation guiding activity has illuminated the functional versatility of snoRNAs in cell fate decisions^66^. Our findings that *snR107* tunes the activity of gametogenesis effectors further add to the regulatory potential of snoRNAs and provide compelling evidence for a conserved and ancestral role in developmental transitions. The existence of similar mechanisms in humans may help understanding the etiology of diseases and defining therapeutic strategies.

## Methods

### Strains and plasmids

The *Schizosaccharomyces pombe* strains used in this study are listed in Supplementary Table 1 and were generated by lithium acetate-based transformation using complete medium (YE Broth, Formedium, #PMC0105) supplemented with appropriate antibiotics (G418, hygromycin B, nourseothricin). PCR fragments used for epitope tagging or gene deletion were obtained from genomic DNA or plasmids (Supplementary Table 2).

To generate strains expressing mutated versions of *mamRNA* or *snR107*, the former was first deleted with a cassette containing the hygromycin B resistance marker (hph^R^MX) fused to the herpes simplex virus thymidine kinase-encoding gene (HSV-TK) from the pFA6a-HyTkAX vector (Addgene plasmid #73898; RRID:Addgene_73898)^67^. The resulting hph^R^ and TK-expressing strains were then transformed with a PCR product carrying the desired mutations. Integrants were selected in the presence of 5-fluoro-2’-desoxyuridine, which counter-selects cells expressing TK, and sensitivity to hygromycin B due to cassette pop-out was systematically confirmed. Positive clones were verified by diagnostic PCR and Sanger sequencing. A similar strategy was followed to construct strains expressing wild type or mutated versions of N-terminally tagged Mmi1 from its own promoter, except that initial deletion of the ORF with the hph^R^TK cassette was performed in *mei4∆* cells to overcome viability defects due to ectopic expression of the meiosis-specific transcription factor Mei4^9^.

For vector-based expression of *snR107*, the *mamRNA* intron was PCR-amplified and cloned in the multicopy pREP3X plasmid (between the SalI and BamHI sites) under the control of the strong nmt1 promoter. Following transformation, cells carrying the resulting pREP3X-mamRNA_intron_ vector were selected on minimal medium lacking leucine (EMM-LEU).

### Media and growth conditions

All experiments were performed with mid-log phase cells grown at 30 °C in EMM-LEU-URA minimal medium (EMM-LEU-URA Broth, Formedium, #PMD0810) supplemented with 150 mg/L of L-leucine and uracil (EMM) or EMM-LEU-URA supplemented with uracil (EMM-LEU) for plasmids-containing strains.

For growth assays, exponentially growing cells were plated on EMM at an initial OD = 0.2 followed by 5-fold serial dilutions. Pictures were taken after 3 days of growth at 30 °C.

Induction of haploid meiosis was performed as previously described^53^. Briefly, heterothallic h- strains carrying the *pat1-L95G* allele were grown in EMM at 30 °C prior to overnight (15 to 16 h) incubation in EMM lacking nitrogen (EMM-N) (EMM Broth without nitrogen, Formedium, #PMD1305). The following day, cultures were supplemented with 50 mg/L L-leucine, 500 µg/mL NH_4_Cl, and 25 µM 3-MB-PP1 (Sigma, #529582) to induce synchronized meiosis and aliquots were harvested every h for up to 8-9 h.

To assess mating/sporulation efficiency, exponentially growing homothallic h90 cells were plated on ME plates (ME Broth, Formedium, #PCM0710) for 3 days at 30 °C, prior to exposition to iodine crystals, which stain with dark color a starch-like compound in the spore wall.

For auxin-induced degradation of degron-tagged proteins (i.e., Dhp1^3mAID–5FLAG^ expressing cells), 100% ethanol-solubilized indole-3-acetic acid was added to the culture medium (5 mM final concentration) for 2 h before harvesting cells.

### Total RNA extraction

Total RNAs were extracted from 4 to 8 mL of yeast cells grown in exponential phase. Cell pellets were resuspended in 400 µL TES buffer (10 mM Tris-HCl pH7.5, 5 mM EDTA, 1% SDS) and 400 µL acid phenol solution pH 4.3 (Sigma, #P4682), prior to incubation at 65 °C for 1 h in a Thermomixer (20 sec ON/OFF, 1400 rpm). After centrifugation, the aqueous phase was mixed with 400 µL chloroform (Acros Organics, #383760010). Samples were centrifuged again and ethanol precipitated in the presence of 0.2 M lithium chloride. A total of 15 µg glycogen (ThermoFisher Scientific, #R0561) were further added to RNA samples prepared upon meiosis induction. Pellets were then washed in 70% ethanol, resuspended in water and treated with DNase (Ambion, #AM1906). RNA concentrations were measured with NanoDrop or DeNovix DS-11 devices. Total RNA samples obtained following meiosis induction were aligned at 400 ng/µL prior to RT-qPCR or Northern blotting analyses.

### Semi-quantitative RT-PCR and RT-qPCR

Reverse transcription reactions were performed as previously described^37^, except random hexamers (ThermoFisher Scientific, #SO142) and oligodT were used for cDNA synthesis.

For semi-quantitative RT-PCR analyses, 2 µL of diluted cDNAs were amplified with Dream Taq DNA polymerase (ThermoFisher Scientific, #EP0713). For *mamRNA-U14* cDNAs, the following settings were used: 95 °C 2 min, 30 cycles of (95 °C 10 sec, 54 °C 15 sec, 72 °C 30 sec), 72 °C 5 min. For *act1* + cDNAs, 24 cycles with an elongation step of 15 sec were instead used. Samples were then loaded on BET-stained agarose gels, prior to imaging with a ChemiDoc MP Imaging System (BIORAD).

For RT-qPCR analyses, cDNAs were quantified with SYBR Green Master Mix (Roche, #04887352001) and a LightCycler LC480 apparatus (Roche).

Oligonucleotides used in PCR and qPCR reactions are listed in Supplementary Table 3.

### RNA-immunoprecipitation (RIP)

50 to 150 ODs of cells grown in EMM, EMM-LEU or EMM-N supplemented with L-leucine, NH_4_Cl and 3MB-PP1 for 3 h after meiosis induction were typically used. Following addition of 1 mM PMSF (ThermoFisher scientific, #36978) to the cultures for 2 min, cells were harvested by centrifugation. Cell pellets were washed in 1X PBS, resuspended in 1.5 to 2.4 mL lysis buffer (6 mM Na_2_HPO_4_, 4 mM NaH_2_PO_4_, 150 mM NaC_2_H_3_O_2_, 5 mM MgC_2_H_3_O_2_, 0.25% NP-40, 2 mM EDTA, 1 mM EGTA, 5% glycerol, 1 mM PMSF, 10 U RNaseOUT Ribonuclease inhibitor (Invitrogen, #10777-019) per mL lysis buffer) and the mixture was slowly dropped in liquid nitrogen prior to cryolysis for 5 × 3 min at 10 Hz using a Ball Mill apparatus (Retsch, MM400). Extracts were then thawed and centrifuged twice (4000 g 5 min and 10000 g 10 min) before immunoprecipitations with 5 to 10 µL rabbit IgG-conjugated M270 epoxy Dynabeads (Invitrogen, #14311D) for 20 min at 4 °C. Following two washes in IPP150 (10 mM Tris pH8, 150 mM NaCl, 0.1% NP-40), total and immunoprecipitated RNAs were extracted with phenol:chloroform 5:1 pH4.7 (Sigma, #P1944) and ethanol-precipitated in the presence of 0.3 M sodium acetate and 20 µg glycogen. RNA samples were washed with 70% ethanol, resuspended in water and treated with DNase (Ambion, #AM1906) prior to Northern blotting analyses.

### RNAseH cleavage assay

2 µg of total, DNAse-treated RNAs precipitated with 0.3 M sodium acetate were heat-denaturated at 94 °C for 3 min in the presence or absence of 2 µL RNA/DNA chimeric oligonucleotide at 1 µM (Supplementary Table 2). Samples were then incubated at 55 °C for 10 min prior to addition of 2U RNAseH (New England Biolabs, #M0297S) and further incubation at 55 °C for 5 min. Reactions were stopped in the presence of 100% ethanol, 0.3 M sodium acetate and 20 µg glycogen. After 1 h incubation at -80 °C, samples were centrifuged 30 min at 20,000 *g* and RNA pellets were washed with 70% ethanol and resuspended in 16 µL water.

### Northern blotting

1 to 4 µg of total RNAs (or 4-5 µL of total and immunoprecipitated RNAs from RIP experiments) were denatured at 65 °C for 5 min in the presence of 2X RNA loading dye (ThermoFisher Scientific, #R0641) and separated on 0.8% or 1.2% agarose gels in 1X TBE buffer. RNAs were transferred on a nitrocellulose membrane (Amersham, #RPN203B) by capillarity in 10X SSC buffer (1.5 M NaCl, 0.15 M Na Citrate – pH 7) for 6 h. RNAs were then crosslinked to the membrane by UV irradiation (2 x 1200 J, energy mode) using a dedicated apparatus. The membrane was next pre-hybridized for 30 min in hybridization buffer (DIG Easy Hyb Granules, Merck, #11796895001) at 65 °C. Heat-denaturated, DIG-labeled RNA probe was subsequently added to the buffer prior to overnight hybridization at 65 °C. The membrane was then washed twice in 2X SSC, 0.1% SDS for 10 min and twice in 0.1X SSC, 0.1% SDS for 15 min, at 65 °C, prior to incubation in washing buffer (0.1 M C_4_H_4_O_4_, 0.15 M NaCl, 0.3% Tween-20 – pH7.5) for 4 min and in blocking solution (DIG Northern starter kit, Roche, #12039672910, diluted 1:10 in 0.1 M maleic acid, 0.15 M NaCl solution – pH 7.5) for 30 min at room temperature. 5 µL anti-DIG antibody (Anti-digoxigenin-AP fab fragments, Roche, #11093274910; RRID:AB 2734716) was next added to the blocking solution, and incubation lasts for 1.5 to 2 h. After 2 x 15 min washes in 0.1 M C_4_H_4_O_4_, 0.15 M NaCl, 0.3% Tween-20 – pH7.5, the membrane was incubated with detection buffer (0.1 M Tris-HCl, 0.1 M NaCl – pH 9.5) for 5 min. Revelation was performed with a dedicated reagent (CDP-Star, Merck, #12041677001) and a ChemiDoc MP Imaging System (BIORAD).

DIG-labeled RNA probes were synthesized by in vitro transcription using appropriate DNA templates, 10X DIG RNA labeling mix (Merck, 11277073910), and T7 RNA polymerase (ThermoFisher Scienfific, #EP0111). Samples were incubated for 2 h at 37 °C before the addition of DNAse (Roche, # 04716728001) for 15 min and 0.2 M EDTA to stop reactions.

Oligonucleotides used to generate the DNA templates are listed in Supplementary Table 3.

Uncropped scans are provided in the Source Data file.

### 5’ and 3’ RACE analyses

The 5’/3’ RACE Kit, 2nd Generation (Roche, #3353621001), was used with the Transcriptor Reverse Transriptase Kit (Roche #03531317001) to determine the 5’ and 3’ ends of *snR107* as well as the 3’ end of *mamRNA* upon defective splicing (5’&3’SSmut), following manufacturer’s instructions. 5 µg of total RNA was polyadenylated using *E. coli* poly(A) polymerase (New England Biolabs, #M0276S) prior to 3’ RACE.

Oligonucleotides used to amplify and clone RACE products are listed in Supplementary Table 3.

### Sequence analyses

Multiple sequence alignment of *snR107*, *snR190*, *SNORD12/B/C* was performed using CLUSTALW from GenomeNet using default settings. Nucleotides immediately upstream of the C box and downstream of the D box were excluded for the analysis.

Full-length *snR107* secondary structure prediction was generated using the UNAFold Web Server / RNA Folding Form^68^ using the following constraints to maintain the ASE1 and ASE2 single-stranded: P 19 0 14 and P 83 0 11. Other default settings were applied.

### RNA-sequencing

Total RNA quality was assessed on an Agilent Bioanalyzer 2100, using RNA 6000 pico kit (Agilent, #5067-1513). 1 µg of total RNA was treated with Baseline-ZERO DNase (Biosearch technologies, #DB0715K) and subjected to ribosomal RNA depletion using the TruSeq Stranded Total RNA library prep Gold kit (Illumina, #20020598) according to the manufacturer's recommendations. Directional RNA-Seq Libraries were constructed using the TruSeq Stranded Total RNA library prep Gold kit (Illumina, #20020598), following the manufacturer’s instructions. Libraries were pooled and sequenced on a Paired-End 51-35 bp run, on an Illumina NextSeq550 instrument. Demultiplexing was performed with bcl2fastq2 v2.18.12. Adapters were trimmed with Cutadapt v1.15, and only reads longer than 10pb were kept for further analysis.

Poly(A) + RNA-sequencing was performed following Plant and Animal Eukaryotic mRNA (WOBI) projects (Novogene, UK). After RNA sample quality control, about 200 ng of total RNA was used for poly(A)+ enrichment with poly-T oligo-attached magnetic beads. mRNA libraries were generated using the Novogene NGS RNA Library Prep Set (PT042) and sequenced to a minimal depth of 30 million reads per sample, using a 150 bp paired-end sequencing strategy (NovaSeq 6000 S4 Reagent kit) on an Illumina NovaSeq 6000 instrument (Novogene). Demultiplexing was performed with bcl2fastq v2.20 and adapters were trimmed with fastp v0.23.1.

Reads were aligned to the *S. pombe* genome using the STAR v2.6.1 d aligner^69^. Reads were quantified using featureCounts from subread v2.0.6, and RPKM was calculated using edgeR library from R. Heatmaps and box plots were generated using basic function in R.

### direct RNA-sequencing (dRNA-seq)

9 µg of total RNA was subjected to ribosomal RNA depletion using the TruSeq Stranded Total RNA library prep Gold kit (Illumina, #20020598). Following purification, 350 ng RNA was polyadenylated for 1.5 min at 37 °C with *E. coli* poly(A) polymerase (New England Biolabs, #M0276S). Libraries were prepared using the Direct RNA Sequencing kit (Oxford Nanopore Technologies, #SQK-RNA004) according to the manufacturer's recommendations and sequenced on PromethION RNA flowcells on the P2 solo instrument. Data were base-called on super accuracy mode using dorado 7.2.13-1. The sequences were mapped on the *S. pombe* genome with minimap2 with -x splice parameter.

### RiboMethSeq

About 150 ng of total RNA was subjected to random fragmentation by alkaline hydrolysis in 50 mM sodium-bicarbonate buffer (pH 9.2) at 96 °C for 16 min. The reaction was stopped by ethanol precipitation in the presence of 3 M sodium acetate (pH 5.2) and glycoblue. After centrifugation, RNA pellets were washed with 80% ethanol and resuspended in nuclease-free water. RNA fragments were end-repaired as previously described^45^ and purified using RNeasy MinElute Cleanup kit (QIAGEN, #74204) according to the manufacturer’s recommendations, except that 675 µL 96% ethanol were used for RNA binding. Elution was performed in 19 µL nuclease-free water. RNA fragments were converted to library using the NEBNext® Small RNA Library Prep Set for Illumina® (New England Biolabs, #E7330S) following the manufacturer’s recommendations. DNA library was quantified using a fluorometer (Qubit 3.0 fluorometer, Invitrogen) and qualified using a High Sensitivity DNA chip on Agilent Bioanalyzer 2100. Libraries were multiplexed and subjected to high-throughput sequencing on an Illumina NextSeq2000 instrument with a 50 bp single-end read mode.

Raw sequencing reads were subjected to trimming using Trimmomatic^70^ v0.39 with the following parameters: MINLEN:08, STRINGENCY:7, AVGQUAL:30. Trimmed reads were further processed to keep only short reads with fragmentation-defined 3’-extremities. Selected trimmed reads were aligned to the *S. pombe* rRNA reference sequence (NR_151396.1, NR_151436.1, NR_151429.1, NR_151433.1) using bowtie2^71^ v2.4.4. Reads’ extremities (5’- and 3’-) were counted for each RNA position in the reference and cumulative 5’/3’-protection profile was calculated as previously described^45,72^ in R/R-studio environment. Specific RiboMethSeq scores (mean, A, B and C = MethScore^44,72^) were calculated in +/- 2 nt interval for all RNA positions and extracted for positions of known Nm residues in target RNA. If not available, potential Nm positions in RNA sequence were predicted using a medium stringency combination of score mean >0.95 and ScoreA > 0.5, this combination generally giving the best balance between sensitivity and selectivity in de novo Nm detection^73^.

Note that, in data presented in Fig. 3a and Supplementary Fig. 3b, negative values were not shown for clarity and, due to the +/- 2 nt calculation interval, variations of MethScores at G^2483^ neighboring positions (*i.e*. G^2481^, G^2482^, G^2484^ and A^2485^) were observed between wild type and *snR107* mutant cells.

### Total protein extraction and analyses

Total proteins were extracted from 4 to 5 mL of yeast cells grown in exponential phase as previously described^36,37^, except that pellets were resuspended in 40 to 50 µL SDS sample buffer (150 mM Tris pH 8.5, 4% SDS, 5% glycerol, bromophenol blue, 100 mM DTT) prior to heat denaturation at 95 °C for 10 min. Samples were analyzed by standard immunoblotting procedures using 1:3000 peroxydase-conjugated antiperoxydase (PAP, to detect protein-A-tagged proteins) (Sigma, #P1291, RRID:AB_1079562), 1:3000 anti-FLAG monoclonal antibody (Sigma, #F3165, RRID:AB_259529), 1:3000 anti-CDC2 monoclonal antibody (Abcam, #ab5467, RRID:AB_2074778) and 1:5000 goat anti-mouse IgG-HRP (Santa Cruz Biotechnology, #sc-2005, RRID:AB_631736). Detection was performed with SuperSignal West Pico Chemiluminescent Substrate (ThermoFisher Scientific, #34080), ECL Select reagent (GE Healthcare, #RPN2235) and a ChemiDoc MP Imaging System (BIORAD).

Uncropped scans are provided in the Source Data file.

### Co-immunoprecipitation

40 to 50 ODs of cells grown in EMM or EMM-N supplemented with L-leucine, NH_4_Cl and 3MB-PP1 for 3 h after meiosis induction were used. Following addition of 1 mM PMSF (ThermoFisher scientific, #36978) to the cultures for 2 min, cells were harvested by centrifugation. Cell pellets were washed in 1X PBS, resuspended in 1.2 to 1.5 mL lysis buffer (6 mM Na_2_HPO_4_, 4 mM NaH_2_PO_4_, 150 mM NaC_2_H_3_O_2_, 5 mM MgC_2_H_3_O_2_, 0.25% NP-40, 2 mM EDTA, 1 mM EGTA, 5% glycerol, 1 mM PMSF) and the mixture was slowly dropped in liquid nitrogen prior to cryolysis for 5 x 3 min at 10 Hz using a Ball Mill apparatus (Retsch, MM400). Extracts were thawed and centrifuged twice (4000 g 5 min and 10000 g 10 min) before immunoprecipitation with 5 µL rabbit IgG-conjugated M270 epoxy Dynabeads (Invitrogen, #14311D) for 20 min at 4 °C. Beads were then washed twice in IPP150 (10 mM Tris pH8, 150 mM NaCl, 0.1% NP-40) and total and immunoprecipitated fractions were heat-denaturated at 95 °C for 10 min in the presence of SDS sample buffer (150 mM Tris pH 8.5, 4% SDS, 5% glycerol, bromophenol blue, 4% ß-mercaptoethanol). Standard immunoblotting procedures were performed using 1:3000 peroxydase-conjugated antiperoxydase (PAP) (Sigma, #P1291), 1:1000 anti-GFP monoclonal antibody (Roche, #11814460001, RRID:AB_390913), 1:3000 anti-HA monoclonal antibody (12CA5) (Sigma, #11583816001, RRID:AB_514505) 1:3000, anti-CDC2 monoclonal antibody (Abcam, #ab5467) and 1:5000 goat anti-mouse IgG-HRP (Santa Cruz Biotechnology, #sc-2005). Detection was performed with SuperSignal West Pico Chemiluminescent Substrate (ThermoFisher Scientific, #34080), ECL Select reagent (GE Healthcare, #RPN2235) and a ChemiDoc MP Imaging System (BIORAD). Uncropped scans are provided in the Source Data file.

### Polysome profiling

200 ODs of cells were grown before the addition of 200 µL ethanol-solubilized cycloheximide (Sigma, #C1988-5G) at 100 mg/mL for 5 min at 30 °C and 15 min in ice. Following centrifugation, cell pellets were washed with 10 mL polysome buffer (10 mM Tris-HCl pH7.5, 100 mM NaCl, 30 mM MgCl2, 1 µL cycloheximide at 100 mg/mL) and resuspended in 900 µL of polysome buffer. The mixture was slowly dropped in liquid nitrogen prior to cryolysis for 3 x 3 min at 8 Hz using a Ball Mill apparatus (Retsch, MM400). Extracts were thawed and centrifuged twice (4000 *g* 5 min and 10,000 *g* 10 min) at 4 °C and absorbance units at 260 nm (RNA concentration) were measured using a DeNovix DS-11 device. The equivalent of 16 absorbance units was dropped at the surface of a 11 mL sucrose gradient prepared in Beckman tubes (#331372), composed of 30% sucrose, 50 mM Tris-acetate pH 7.6, 50 mM NH_4_Cl, 12 mM MgCl_2_, 1 mM DTT and frozen/thawed 3 times before use. Sample-containing gradients were then centrifuged for 3 h at 36,000 rpm, 4 °C and polysomes were analyzed using a Teledyne Isco device equipped with a Tris peristaltic pump (speed 30, scale 1) and a UA-6 UV/VIS Detector with type 11 optical unit.

### Microscopy analyses

To determine the percentages of cells with 1, 2 or 3 to 4 nuclei upon induction of synchronized meiosis, 1 OD of cells grown in EMM-N supplemented with L-leucine, NH_4_Cl and 3MB-PP1 was harvested every h for up to 9 h and fixed with 100% ethanol prior to DNA staining with Hoescht 33342 (ThermoFisher Scientific, #62249). Cells were imaged at room temperature with a motorized Olympus BX63 upright fluorescence microscope equipped with a 60X and 100X oil immersion objective (Olympus), a digital camera C11440 (ORCA-Flash4.0 LT PLUS; Hamamatsu) and the CellSens software. DNA was visualized using a DAPI (CHROMA 49000 - ET- DAPI) filter set and images were processed in Fiji (NIH).

To assess sporulation efficiency, homothallic cells plated on ME plates for 3 days at 30 °C were imaged at room temperature in bright field using the same microscope device.

### Single molecule Fluorescence In Situ Hybridization (smFISH)

smFISH probes used in this study are listed in Supplementary Table 4. Quasar 570 or 670-labeled probe sets were designed manually or using Stellaris Probe Designer tool, and synthesized by Biosearch Technologies. smFISH was performed according to the manufacturer’s protocol (Biosearch Technologies) with previously described modifications^37^. Cells were imaged using a Leica DM6000B microscope equipped with a 100X, NA 1.4 (HCX Plan-Apo) oil immersion objective, a piezo-electric motor (LVDT; Physik Instrument) mounted underneath the objective lens, and a CCD camera (CoolSNAP HQ; Photometrics). Maximum intensity-projection of optical Z-sections (0.2 μm, 25 planes) was performed with Metamorph (Molecular Devices).

Uncropped images are provided in the Source Data file.

### Statistics and reproducibility

n values were chosen in accordance with standard practices and correspond to the number of biological replicates (i.e. independent yeast cultures).

All experiments comprising RT-qPCR assays were repeated at least three times, involving n biological replicates as indicated in figure legends. qPCR measurements were statistically compared using two-tailed t-tests with the following p-value cut-offs for significance: 0.05 > * > 0.01; 0.01 > ** > 0.001; ***<0.001.

All representative images underlying Western and Northern blotting, live cell microscopy and smFISH analyses were obtained from experiments repeated at least two or three times involving independent biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq and dRNA-seq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus database under GEO Series accession codes GSE276242, GSE276243 and GSE276244. The RiboMethSeq data generated in this study have been deposited in the European Nucleotide Archive database under accession code PRJEB79915. Source data are provided with this paper.

## References

[1] Webster, S. F. & Ghalei, H. Maturation of small nucleolar RNAs: from production to function. *RNA Biol.***20**, 715–736 (2023).37796118 10.1080/15476286.2023.2254540PMC10557570

[2] Huo, M., Rai, S. K., Nakatsu, K., Deng, Y. & Jijiwa, M. Subverting the Canon: Novel cancer-promoting functions and mechanisms for snoRNAs. *Int J. Mol. Sci.***25**, 2923 (2024).38474168 10.3390/ijms25052923PMC10932220

[3] Massenet, S., Bertrand, E. & Verheggen, C. Assembly and trafficking of box C/D and H/ACA snoRNPs. *RNA Biol.***14**, 680–692 (2017).27715451 10.1080/15476286.2016.1243646PMC5519232

[4] Bratkovič, T., Božič, J. & Rogelj, B. Functional diversity of small nucleolar RNAs. *Nucleic Acids Res.***48**, 1627–1651 (2020).31828325 10.1093/nar/gkz1140PMC7038934

[5] Fafard-Couture, É., Labialle, S. & Scott, M. S. The regulatory roles of small nucleolar RNAs within their host locus. *RNA Biol.***21**, 1–11 (2024).38626213 10.1080/15476286.2024.2342685PMC11028025

[6] Zhang, X. et al. The emerging role of snoRNAs in human disease. *Genes Dis.***10**, 2064–2081 (2023).37492704 10.1016/j.gendis.2022.11.018PMC10363644

[7] Mata, J., Wilbrey, A. & Bähler, J. Transcriptional regulatory network for sexual differenciation in fission yeast. *Genome Biol.***8**, R217 (2007).17927811 10.1186/gb-2007-8-10-r217PMC2246291

[8] Yamamoto, M. The selective elimination of messenger RNA underlies the mitosis-meiosis switch in fission yeast. *Proc. Jpn Acad. Ser. B Phys. Biol. Sci.***86**, 788–797 (2010).20948174 10.2183/pjab.86.788PMC3037521

[9] Harigaya, Y. et al. Selective elimination of messenger RNA prevents an incidence of untimely meiosis. *Nature***442**, 45–50 (2006).16823445 10.1038/nature04881

[10] Chen, H. M., Futcher, B. & Leatherwood, J. The fission yeast RNA binding protein Mmi1 regulates meiotic genes by controlling intron specific splicing and polyadenylation coupled RNA turnover. *PLoS One***6**, e26804 (2011).22046364 10.1371/journal.pone.0026804PMC3203177

[11] Yamashita, A. et al. Hexanucleotide motifs mediate recruitment of the RNA elimination machinery to silent meiotic genes. *Open Biol.***2**, 120014 (2012).22645662 10.1098/rsob.120014PMC3352096

[12] Kilchert, C. et al. Regulation of mRNA Levels by decay-promoting introns that recruit the exosome specificity factor mmi1. *Cell Rep.***13**, 2504–2515 (2015).26670050 10.1016/j.celrep.2015.11.026PMC4695336

[13] Wang, C. et al. A novel RNA-binding mode of the YTH domain reveals the mechanism for recognition of determinant of selective removal by Mmi1. *Nucleic Acids Res.***44**, 969–982 (2015).26673708 10.1093/nar/gkv1382PMC4737157

[14] Wu, B. et al. Structural insights into the specific recognition of DSR by the YTH domain containing protein Mmi1. *Biochem Biophys. Res Commun.***491**, 310–316 (2017).28735863 10.1016/j.bbrc.2017.07.104

[15] Watanabe, Y. & Yamamoto, M. S. pombe mei2+ encodes an RNA-binding protein essential for premeiotic DNA synthesis and meiosis I, which cooperates with a novel RNA species meiRNA. *Cell***78**, 487–498 (1994).7520368 10.1016/0092-8674(94)90426-x

[16] Shimada, T., Yamashita, A. & Yamamoto, M. The fission yeast meiotic regulator Mei2p forms a dot structure in the horse-tail nucleus in association with the sme2 locus on chromosome II. *Mol. Biol. Cell.***14**, 2461–2469 (2003).12808043 10.1091/mbc.E02-11-0738PMC194894

[17] Shichino, Y., Yamashita, A. & Yamamoto, M. Meiotic long non-coding meiRNA accumulates as a dot at its genetic locus facilitated by Mmi1 and plays as a decoy to lure Mmi1. *Open Biol.***4**, 140022 (2014).24920274 10.1098/rsob.140022PMC4077057

[18] Sugiyama, T. et al. Enhancer of rudimentary cooperates with conserved rna-processing factors to promote meiotic mRNA Decay and facultative heterochromatin assembly. *Mol. Cell.***61**, 747–759 (2016).26942678 10.1016/j.molcel.2016.01.029PMC4791967

[19] Xie, G. et al. A conserved dimer interface connects ERH and YTH family proteins to promote gene silencing. *Nat. Commun.***10**, 251 (2019).30651569 10.1038/s41467-018-08273-9PMC6335422

[20] Hazra, D., Andrić, V., Palancade, B., Rougemaille, M. & Graille, M. Formation of S. pombe Erh1 homodimer mediates gametogenic gene silencing and meiosis progression. *Sci. Rep.***10**, 1034 (2020).31974447 10.1038/s41598-020-57872-4PMC6978305

[21] Yamanaka, S., Yamashita, A., Harigaya, Y., Iwata, R. & Yamamoto, M. Importance of polyadenylation in the selective elimination of meiotic mRNAs in growing S. pombe cells. *EMBO J.***29**, 2173–2181 (2010).20512112 10.1038/emboj.2010.108PMC2905246

[22] Vo, T. V. et al. CPF recruitment to non-canonical transcription termination sites triggers heterochromatin assembly and gene silencing. *Cell Rep.***28**, 267–281.e5 (2019).31269446 10.1016/j.celrep.2019.05.107PMC7457318

[23] Lee, S. Y. et al. Dense transposon integration reveals essential cleavage and polyadenylation factors promote heterochromatin formation. *Cell Rep.***30**, 2686–2698.e8 (2020).32101745 10.1016/j.celrep.2020.01.094PMC9497450

[24] Lee, N. N. et al. Mtr4-like protein coordinates nuclear RNA processing for heterochromatin assembly and for telomere maintenance. *Cell***155**, 1061–1074 (2013).24210919 10.1016/j.cell.2013.10.027PMC3974623

[25] Egan, E. D., Braun, C. R., Gygi, S. P. & Moazed, D. Post-transcriptional regulation of meiotic genes by a nuclear RNA silencing complex. *RNA***20**, 867–881 (2014).24713849 10.1261/rna.044479.114PMC4024641

[26] Zhou, Y. et al. The fission yeast MTREC complex targets CUTs and unspliced pre-mRNAs to the nuclear exosome. *Nat. Commun.***6**, 7050 (2015).25989903 10.1038/ncomms8050PMC4455066

[27] Shichino, Y., Otsubo, Y., Yamamoto, M. & Yamashita, A. Meiotic gene silencing complex MTREC/NURS recruits the nuclear exosome to YTH-RNA-binding protein Mmi1. *PLoS Genet.***16**, e1008598 (2020).32012158 10.1371/journal.pgen.1008598PMC7018101

[28] Dobrev, N. et al. The zinc-finger protein Red1 orchestrates MTREC submodules and binds the Mtl1 helicase arch domain. *Nat. Commun.***12**, 3456 (2021).34103492 10.1038/s41467-021-23565-3PMC8187409

[29] Foucher, A. E. et al. Structural analysis of Red1 as a conserved scaffold of the RNA-targeting MTREC/PAXT complex. *Nat. Commun.***13**, 4969 (2022).36002457 10.1038/s41467-022-32542-3PMC9402713

[30] Zofall, M. et al. RNA elimination machinery targeting meiotic mRNAs promotes facultative heterochromatin formation. *Science***335**, 96–100 (2012).22144463 10.1126/science.1211651PMC6338074

[31] Hiriart, E. et al. Mmi1 RNA surveillance machinery directs RNAi complex RITS to specific meiotic genes in fission yeast. *EMBO J.***31**, 2296–2308 (2012).22522705 10.1038/emboj.2012.105PMC3364741

[32] Tashiro, S., Asano, T., Kanoh, J. & Ishikawa, F. Transcription-induced chromatin association of RNA surveillance factors mediates facultative heterochromatin formation in fission yeast. *Genes Cells***18**, 327–339 (2013).23388053 10.1111/gtc.12038

[33] Shichino, Y., Otsubo, Y., Kimori, Y., Yamamoto, M. & Yamashita, A. YTH-RNA-binding protein prevents deleterious expression of meiotic proteins by tethering their mRNAs to nuclear foci. *Elife***7**, e32155 (2018).29424342 10.7554/eLife.32155PMC5807050

[34] Stowell, J. A. W. et al. Reconstitution of targeted deadenylation by the Ccr4-Not Complex and the YTH domain protein Mmi1. *Cell Rep.***17**, 1978–1989 (2016).27851962 10.1016/j.celrep.2016.10.066PMC5120349

[35] Ukleja, M. et al. The architecture of the schizosaccharomyces pombe CCR4-NOT complex. *Nat. Commun.***7**, 10433 (2016).26804377 10.1038/ncomms10433PMC4737751

[36] Simonetti, F., Candelli, T., Leon, S., Libri, D. & Rougemaille, M. Ubiquitination-dependent control of sexual differentiation in fission yeast. *Elife***6**, e28046 (2017).28841135 10.7554/eLife.28046PMC5614563

[37] Andric, V. et al. A scaffold lncRNA shapes the mitosis to meiosis switch. *Nat. Commun.***12**, 770 (2021).33536434 10.1038/s41467-021-21032-7PMC7859202

[38] Ayadi, L., Galvanin, A., Pichot, F., Marchand, V. & Motorin, Y. RNA ribose methylation (2ʹ-O-methylation): occurrence, biosynthesis and biological functions. *Biochim Biophys. Acta Gene Regul. Mech.***1862**, 253–269 (2019).30572123 10.1016/j.bbagrm.2018.11.009

[39] Baldini, L., Charpentier, B. & Labialle, S. Emerging data on the diversity of molecular mechanisms involving C/D snoRNAs. *Noncoding RNA***7**, 30 (2021).34066559 10.3390/ncrna7020030PMC8162545

[40] Zhou, K. I., Pecot, C. V. & Holley, C. L. 2’-O-methylation (Nm) in RNA: progress, challenges, and future directions. *RNA***30**, 570–582 (2024).38531653 10.1261/rna.079970.124PMC11019748

[41] Chanfreau, G., Rotondo, G., Legrain, P. & Jacquier, A. Processing of a dicistronic small nucleolar RNA precursor by the RNA endonuclease Rnt1. *EMBO J.***17**, 3726–3737 (1998).9649442 10.1093/emboj/17.13.3726PMC1170708

[42] Jiang, X., Yang, Z. & Li, Z. Zinc finger antisense 1: A long noncoding RNA with complex roles in human cancers. *Gene***688**, 26–33 (2019).30503395 10.1016/j.gene.2018.11.075

[43] Taoka, M. et al. A mass spectrometry-based method for comprehensive quantitative determination of post-transcriptional RNA modifications: the complete chemical structure of schizosaccharomyces pombe ribosomal RNAs. *Nucleic Acids Res.***43**, e115 (2015).26013808 10.1093/nar/gkv560PMC4605285

[44] Birkedal, U. et al. Profiling of ribose methylations in RNA by high-throughput sequencing. *Angew. Chem. Int Ed. Engl.***54**, 451–455 (2015).25417815 10.1002/anie.201408362

[45] Marchand, V., Blanloeil-Oillo, F., Helm, M. & Motorin, Y. Illumina-based ribomethseq approach for mapping of 2′-O-Me residues in RNA. *Nucleic Acids Res.***44**, e135 (2016).27302133 10.1093/nar/gkw547PMC5027498

[46] Taoka, M. et al. The complete chemical structure of Saccharomyces cerevisiae rRNA: partial pseudouridylation of U2345 in 25S rRNA by snoRNA snR9. *Nucleic Acids Res.***44**, 8951–8961 (2016).27325748 10.1093/nar/gkw564PMC5062969

[47] Jaafar, M. et al. Association of snR190 snoRNA chaperone with early pre-60S particles is regulated by the RNA helicase Dbp7 in yeast. *Nat. Commun.***12**, 6153 (2021).34686656 10.1038/s41467-021-26207-wPMC8536666

[48] Wu, H. et al. Long noncoding RNA ZFAS1 promoting small nucleolar RNA-mediated 2’-O-methylation via NOP58 recruitment in colorectal cancer. *Mol. Cancer***19**, 95 (2020).32443980 10.1186/s12943-020-01201-wPMC7243338

[49] Yu, Y. T., Shu, M. D. & Steitz, J. A. A new method for detecting sites of 2’-O-methylation in RNA molecules. *RNA***3**, 324–331 (1997).9056769 PMC1369484

[50] Moy, T. I., Boettner, D., Rhodes, J. C., Silver, P. A. & Askew, D. S. Identification of a role for saccharomyces cerevisiae Cgr1p in pre-rRNA processing and 60S ribosome subunit synthesis. *Microbiology***148**, 1081–1090 (2002).11932453 10.1099/00221287-148-4-1081

[51] Thoms, M. et al. Suppressor mutations in Rpf2-Rrs1 or Rpl5 bypass the Cgr1 function for pre-ribosomal 5S RNP-rotation. *Nat. Commun.***9**, 4094 (2018).30291245 10.1038/s41467-018-06660-wPMC6173701

[52] Watanabe, Y., Shinozaki-Yabana, S., Chikashige, Y., Hiraoka, Y. & Yamamoto, M. Phosphorylation of RNA-binding protein controls cell cycle switch from mitotic to meiotic in fission yeast. *Nature***386**, 187–190 (1997).9062192 10.1038/386187a0

[53] Guerra-Moreno, A., Alves-Rodrigues, I., Hidalgo, E. & Ayté, J. Chemical genetic induction of meiosis in schizosaccharomyces pombe. *Cell Cycle***11**, 1621–1625 (2012).22456336 10.4161/cc.20051

[54] Mukherjee, K., Futcher, B. & Leatherwood, J. mmi1 and rep2 mRNAs are novel RNA targets of the Mei2 RNA-binding protein during early meiosis in Schizosaccharomyces pombe. *Open Biol.***8**, 180110 (2018).30257894 10.1098/rsob.180110PMC6170507

[55] Yague-Sanz, C., Duval, M., Larochelle, M. & Bachand, F. Co-transcriptional RNA cleavage by Drosha homolog Pac1 triggers transcription termination in fission yeast. *Nucleic Acids Res.***49**, 8610–8624 (2021).34352089 10.1093/nar/gkab654PMC8421224

[56] Petfalski, E., Dandekar, T., Henry, Y. & Tollervey, D. Processing of the precursors to small nucleolar RNAs and rRNAs requires common components. *Mol. Cell Biol.***18**, 1181–1189 (1998).9488433 10.1128/mcb.18.3.1181PMC108831

[57] Hua, L., Yan, D., Wan, C. & Hu, B. Nucleolus and nucleolar stress: From cell fate decision to disease development. *Cells***11**, 3017 (2022).36230979 10.3390/cells11193017PMC9563748

[58] González-Arzola, K. The nucleolus: Coordinating stress response and genomic stability. *Biochim Biophys. Acta Gene Regul. Mech.***1867**, 195029 (2024).38642633 10.1016/j.bbagrm.2024.195029

[59] Mata, J. & Bahler, J. Global roles of Ste11p, cell type, and pheromone in the control of gene expression during early sexual differentiation in fission yeast. *Proc. Natl Acad. Sci. Usa.***103**, 15517–15522 (2006).17032641 10.1073/pnas.0603403103PMC1592531

[60] Rakauskaite, R. & Dinman, J. D. Mutations of highly conserved bases in the peptidyltransferase center induce compensatory rearrangements in yeast ribosomes. *RNA***17**, 855–864 (2011).21441349 10.1261/rna.2593211PMC3078735

[61] Aquino, G. R. R. et al. The RNA helicase Dbp7 promotes domain V/VI compaction and stabilization of inter-domain interactions during early 60S assembly. *Nat. Commun.***12**, 6152 (2021).34686661 10.1038/s41467-021-26208-9PMC8536713

[62] Ismail, S. et al. Emergence of the primordial pre-60S from the 90S pre-ribosome. *Cell Rep.***39**, 110640 (2022).35385737 10.1016/j.celrep.2022.110640PMC8994135

[63] Taoka, M. et al. Landscape of the complete RNA chemical modifications in the human 80S ribosome. *Nucleic Acids Res.***46**, 9289–9298 (2018).30202881 10.1093/nar/gky811PMC6182160

[64] Yu, G., Zhao, Y. & Li, H. The multistructural forms of box C/D ribonucleoprotein particles. *RNA***24**, 1625–1633 (2018).30254138 10.1261/rna.068312.118PMC6239191

[65] Shen, S. et al. Structural insights reveal the specific recognition of meiRNA by the Mei2 protein. *J. Mol. Cell Biol.***14**, mjac029 (2022).35512546 10.1093/jmcb/mjac029PMC9486875

[66] Cheng, Y. et al. A non-canonical role for a small nucleolar RNA in ribosome biogenesis and senescence. *Cell***187**, 1–20 (2024).38981482 10.1016/j.cell.2024.06.019PMC11344685

[67] Amelina, H. et al. Sequential and counter-selectable cassettes for fission yeast. *BMC Biotechnol.***16**, 76 (2016).27825338 10.1186/s12896-016-0307-4PMC5101803

[68] Zuker, M. Mfold web server for nucleic acid folding and hybridization prediction. *Nucleic Acids Res.***31**, 3406–3415 (2003).12824337 10.1093/nar/gkg595PMC169194

[69] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[70] Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics***30**, 2114–2120 (2014).24695404 10.1093/bioinformatics/btu170PMC4103590

[71] Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods***9**, 357–359 (2012).22388286 10.1038/nmeth.1923PMC3322381

[72] Pichot, F. et al. Holistic optimization of bioinformatic analysis pipeline for detection and quantification of 2’-o-methylations in rna by ribomethseq. *Front Genet.***11**, 38 (2020).32117451 10.3389/fgene.2020.00038PMC7031861

[73] Pichot, F., Marchand, V., Helm, M. & Motorin, Y. Machine learning algorithm for precise prediction of 2’-O-methylation (Nm) sites from experimental ribomethseq datasets. *Methods***203**, 311–321 (2022).35314341 10.1016/j.ymeth.2022.03.007

# Supplementary material for: A bifunctional snoRNA with separable activities in guiding rRNA 2’-O-methylation and scaffolding gametogenesis effectors
**Source:** Nat Commun. 2025 Apr 5;16:3250. doi: 10.1038/s41467-025-58664-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary Information**

## **A bifunctional snoRNA with separable activities in guiding rRNA 2'-O-methylation and scaffolding gametogenesis effectors**

Estelle Leroy<sup>1,5</sup>, Drice Challal<sup>1,4,5</sup>, Stéphane Pelletier<sup>1</sup>, Coralie Goncalves<sup>2</sup>, Alexandra Menant<sup>1</sup>, Virginie Marchand<sup>3</sup>, Yan Jaszczyszyn<sup>1</sup>, Erwin van Dijk<sup>1</sup>, Delphine Naquin<sup>1</sup>, Jessica Andreani<sup>1</sup>, Yuri Motorin<sup>3</sup>, Benoit Palancade<sup>2</sup>, Mathieu Rougemaille<sup>1,\*</sup>

### **This PDF file includes:**

Supplementary Figures 1 to 6

Supplementary Tables 1 to 4

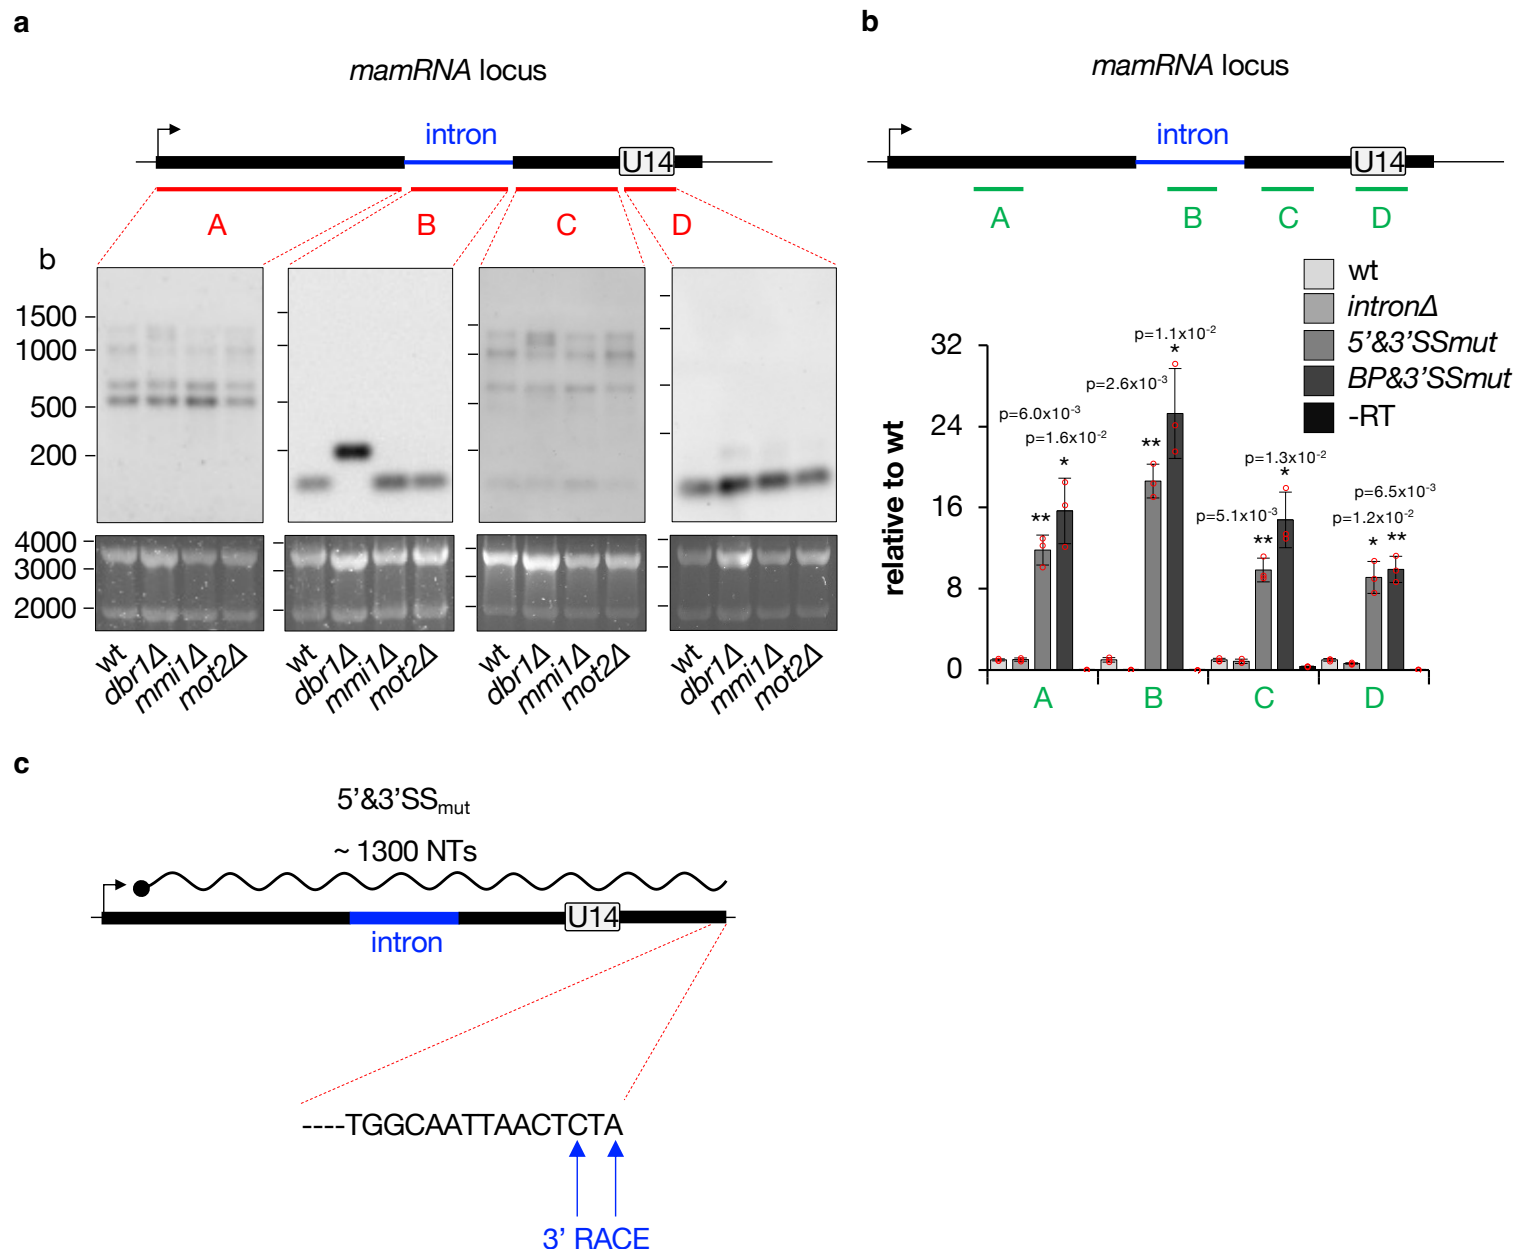

**Supplementary Fig. 1 (related to Fig. 1): *mamRNA* is produced from a *U14*-containing precursor and undergoes splicing. **a**, Northern blots showing *mamRNA* and *U14* levels from total RNA samples, in the indicated genetic backgrounds. The position of the different probes used (A, B, C and D) are depicted on top. Ribosomal RNAs served as loading control (lower panels). **b**, RT-qPCR analyses of *mamRNA* and *U14* RNA levels in cells of the indicated genetic backgrounds (mean $\pm$ SD; n=3 biological replicates; normalized to *act1+* and relative to wt). The position of the different amplicons analyzed (A, B, C, D) is indicated on top. Student's t-test (two-tailed) was used to calculate p-values (relative to wt). Individual data points are represented by red circles. **c**, 3' RACE analysis of the unspliced *mamRNA-U14* transcript in 5'&3'SSmut cells. The sequences of the 3' ends obtained from 2 independent clones are indicated by blue arrows.**

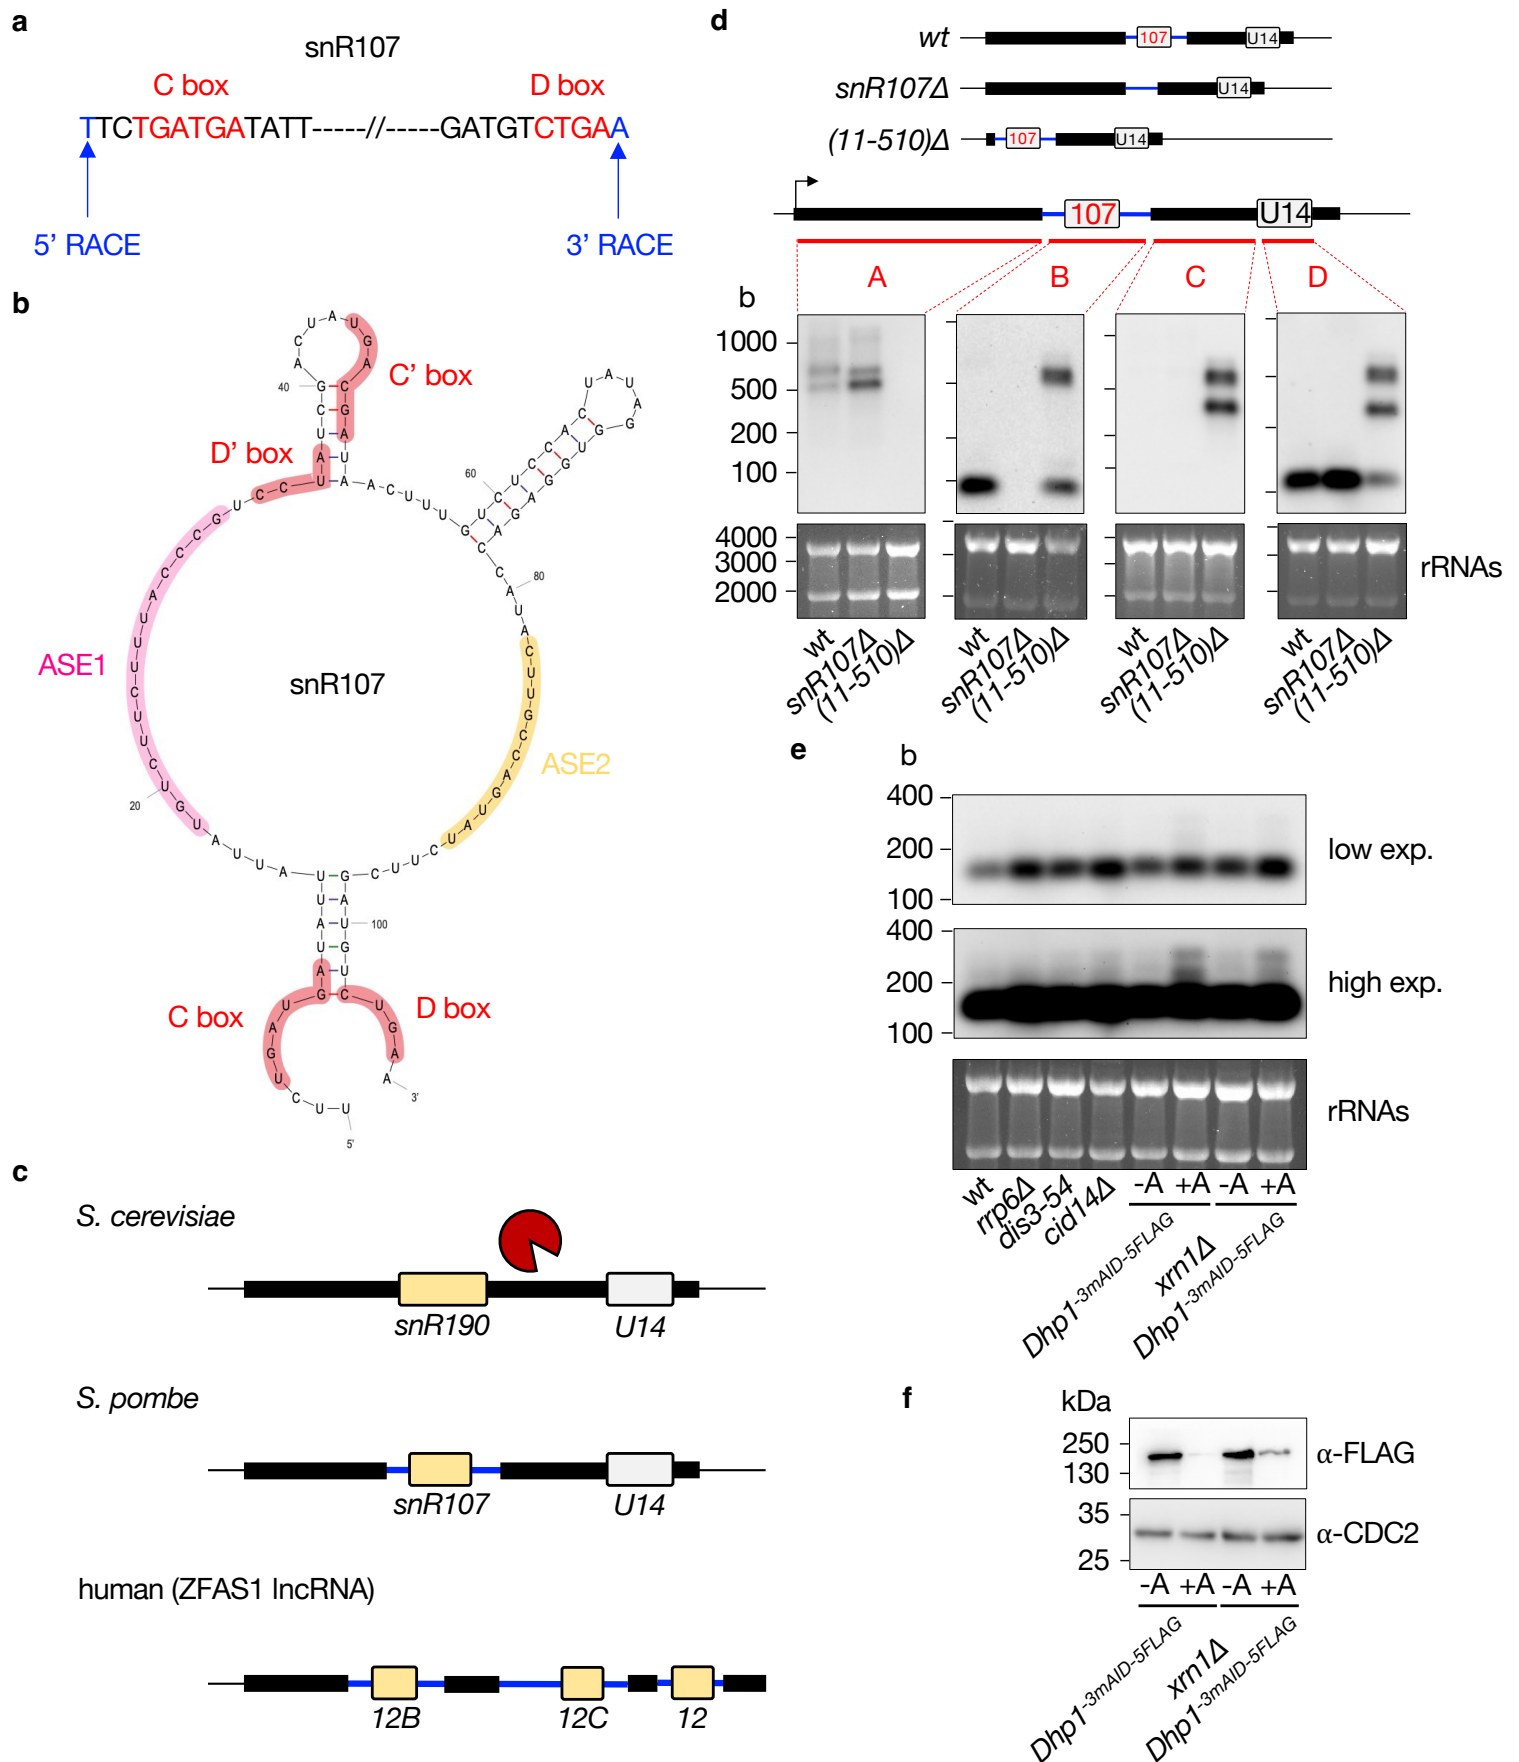

**Supplementary Fig. 2 (related to Fig. 2): *mamRNA* intron encodes a C/D-box snoRNA.** **a**, 5' and 3' RACE analyses of *snR107* in wild type cells. The sequences of the 5' and 3' ends were obtained from 1 and 2 independent clones respectively and are indicated by blue arrows. C and D boxes are labeled in red. **b**, Mfold prediction of *snR107* secondary structure. The terminal C and D as well as internal C' and D' boxes are highlighted in red. The ASE1 and ASE2, highlighted in magenta and orange respectively, were maintained single stranded. Note that Mfold does not allow formation of non-canonical A-G base pairs that are commonly found in C/D-box snoRNAs, between the C and D boxes and between the C' and D' boxes, respectively. (continued).

**Supplementary Fig. 2 (continued):** **c**, Scheme depicting the genomic organization of *S. cerevisiae* *snR190*, *S. pombe* *snR107* and human *SNORD12/B/C*. Blue lines denote intronic sequences. **d**, Northern blots showing *mamRNA* and *snoU14* levels from total RNA samples, in the indicated genetic backgrounds represented on top. The position of the different probes used (A, B, C and D) are depicted. Ribosomal RNAs served as loading control. b = bases. **e**, Northern blots showing *snR107* levels from total RNA samples, in the indicated genetic backgrounds. Ribosomal RNAs served as loading control. An auxin-inducible degron tagged version of Dhp1 was used for protein depletion. -A = no auxin; +A = auxin; b = bases. **f**, Western blots showing the levels of an auxin-inducible degron tagged version of Dhp1 in the indicated genetic backgrounds in the absence (-A) or presence (+A) of auxin. An anti-CDC2 antibody was used as loading control. kDa = kilodaltons.

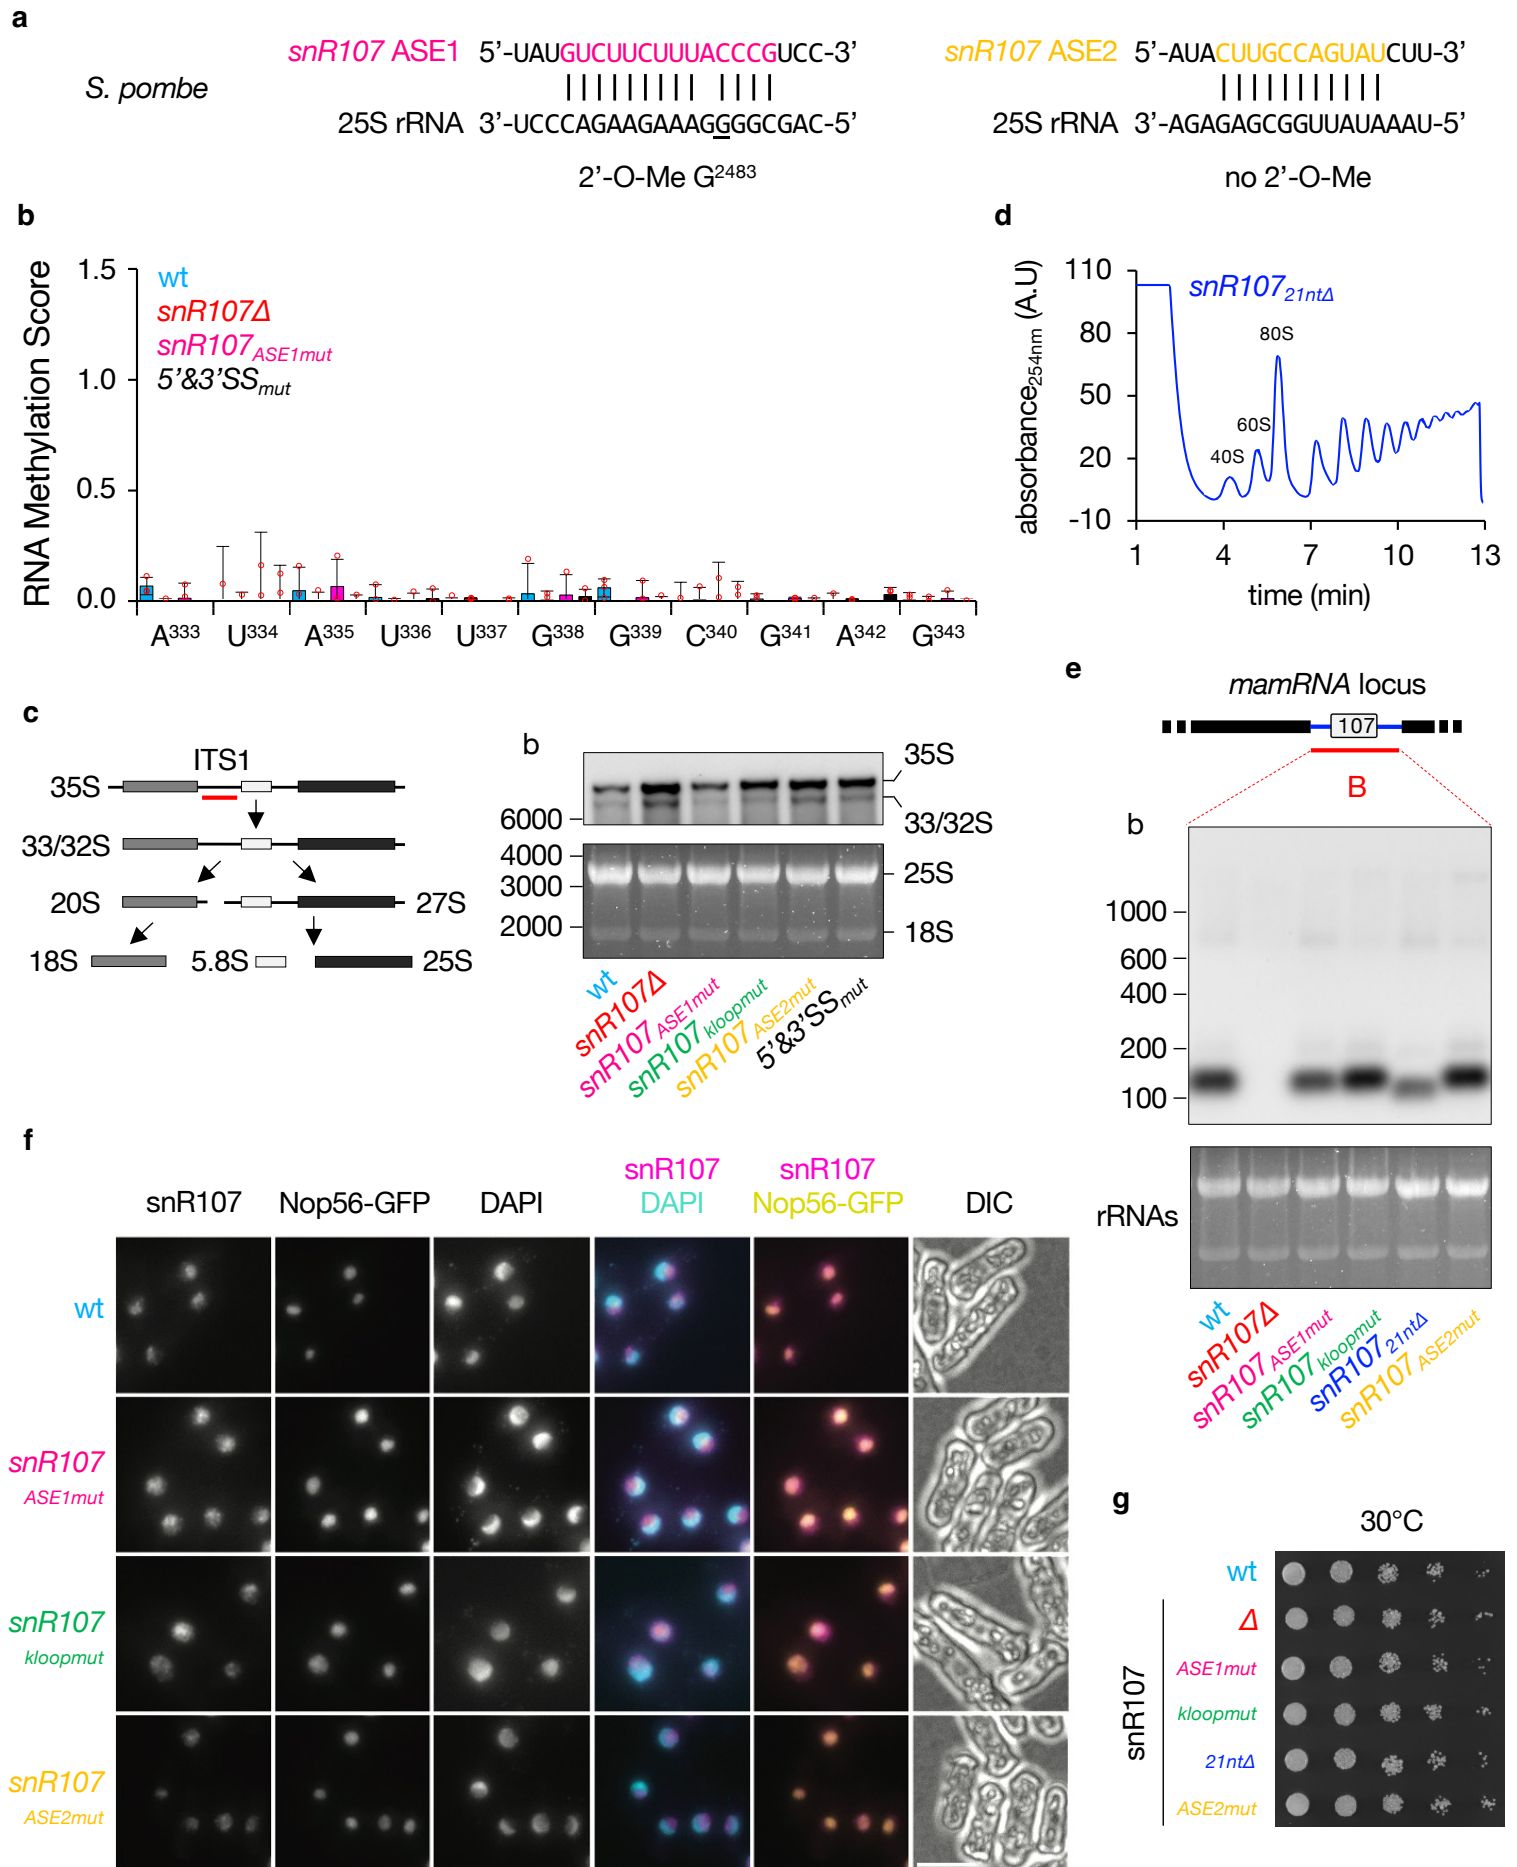

**Supplementary Fig. 3 (related to Fig. 3): *snR107* guides 25S rRNA 2'-O-methylation and is required for ribosome biogenesis.** **a**, Scheme showing the sequence complementarities between *snR107* ASE1 (magenta) or ASE2 (orange) and 25S rRNA (black). G<sup>2483</sup> is underlined. (continued)

**Supplementary Fig. 3 (continued):** **b**, RNA methylation scores (RMS) of the 25S rRNA residues 333 to 343 (complementary to *snR107* ASE2) as determined by RiboMethSeq in strains of the indicated genotypes ( $\text{mean}_{(\text{RMS}-\text{median all RMS})} \pm \text{SD}$ ;  $n=3$  biological replicates). Individual data points are represented by red circles. **c**, Northern blot showing 35S and 33/32S pre-rRNA levels from total RNA samples, in the indicated genetic backgrounds. The position of the probe is indicated on the left as a red line. Ribosomal RNAs served as loading control. b = bases. **d**, Polysome profiles from total cellular extracts obtained on sucrose gradients in the *snR107*<sub>21ntΔ</sub> strain. Absorbance at 254 nm was measured for up to 13 min of collection time and is expressed as arbitrary units (A.U). **e**, Northern blot showing *snR107* levels from total RNA samples, in the indicated genetic backgrounds. Ribosomal RNAs served as loading control. b = bases. **f**, Representative images of *snR107* detected by smFISH in cells expressing GFP-tagged Nop56 in the indicated genetic backgrounds. DNA was stained with DAPI. Images are shown as Z-projections. Scale bar, 5  $\mu\text{m}$ . **g**, 5-fold serial dilution growth assay. Cells of the indicated genotypes were plated on minimal medium (EMM) and grown for 3 days at 30°C.

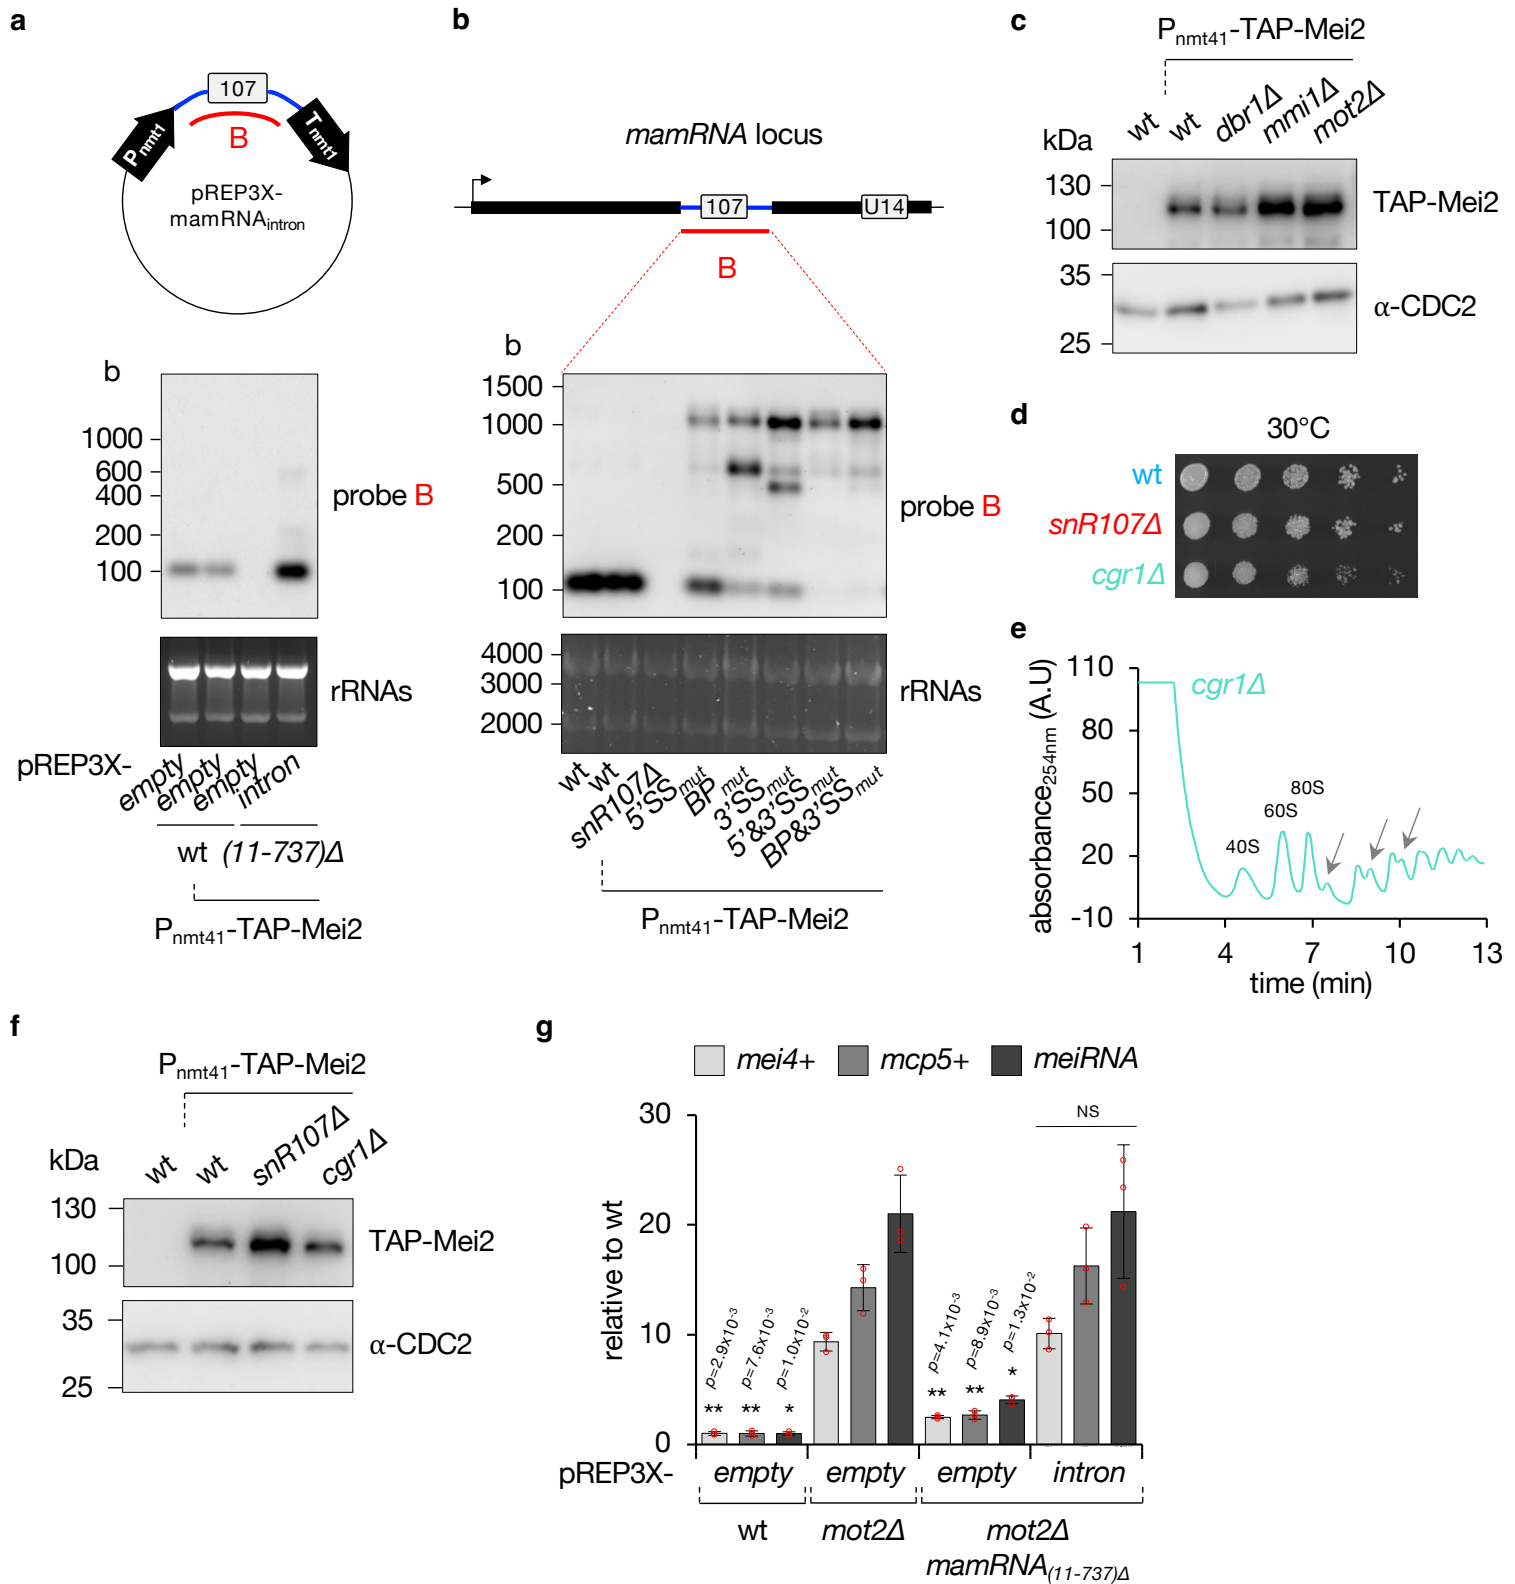

**Supplementary Fig. 4 (related to Fig. 4): *snR107* mediates the *Mmi1*-*Mei2* mutual control.** **a** and **b**, Northern blots showing *snR107* levels (probe B) from total RNA samples, in the indicated genetic backgrounds. Ribosomal RNAs served as loading control. b = bases. **c** and **f**, Western blots showing the levels of TAP-tagged *Mei2* in cells of the indicated genetic backgrounds. An anti-*CDC2* antibody was used as loading control. kDa = kilodaltons. **d**, 5-fold serial dilution growth assay. Cells of the indicated genotypes were plated on minimal medium (EMM) and grown for 3 days at 30°C. **e**, Polysome profiles from total cellular extracts obtained on sucrose gradients in the *cgr1Δ* strain. Absorbance at 254 nm was measured for up to 13 min of collection time and is expressed as arbitrary units (A.U.). The grey arrows point to half-mers. **g**, RT-qPCR analyses of *mei4+*, *mcp5+* meiotic mRNA and *meiRNA* levels in cells of the indicated genetic backgrounds (mean±SD; n=3 biological replicates; normalized to *act1+* and relative to wt). Student's t-test (two-tailed) was used to calculate p-values (relative to *mot2Δ*). Individual data points are represented by red circles.

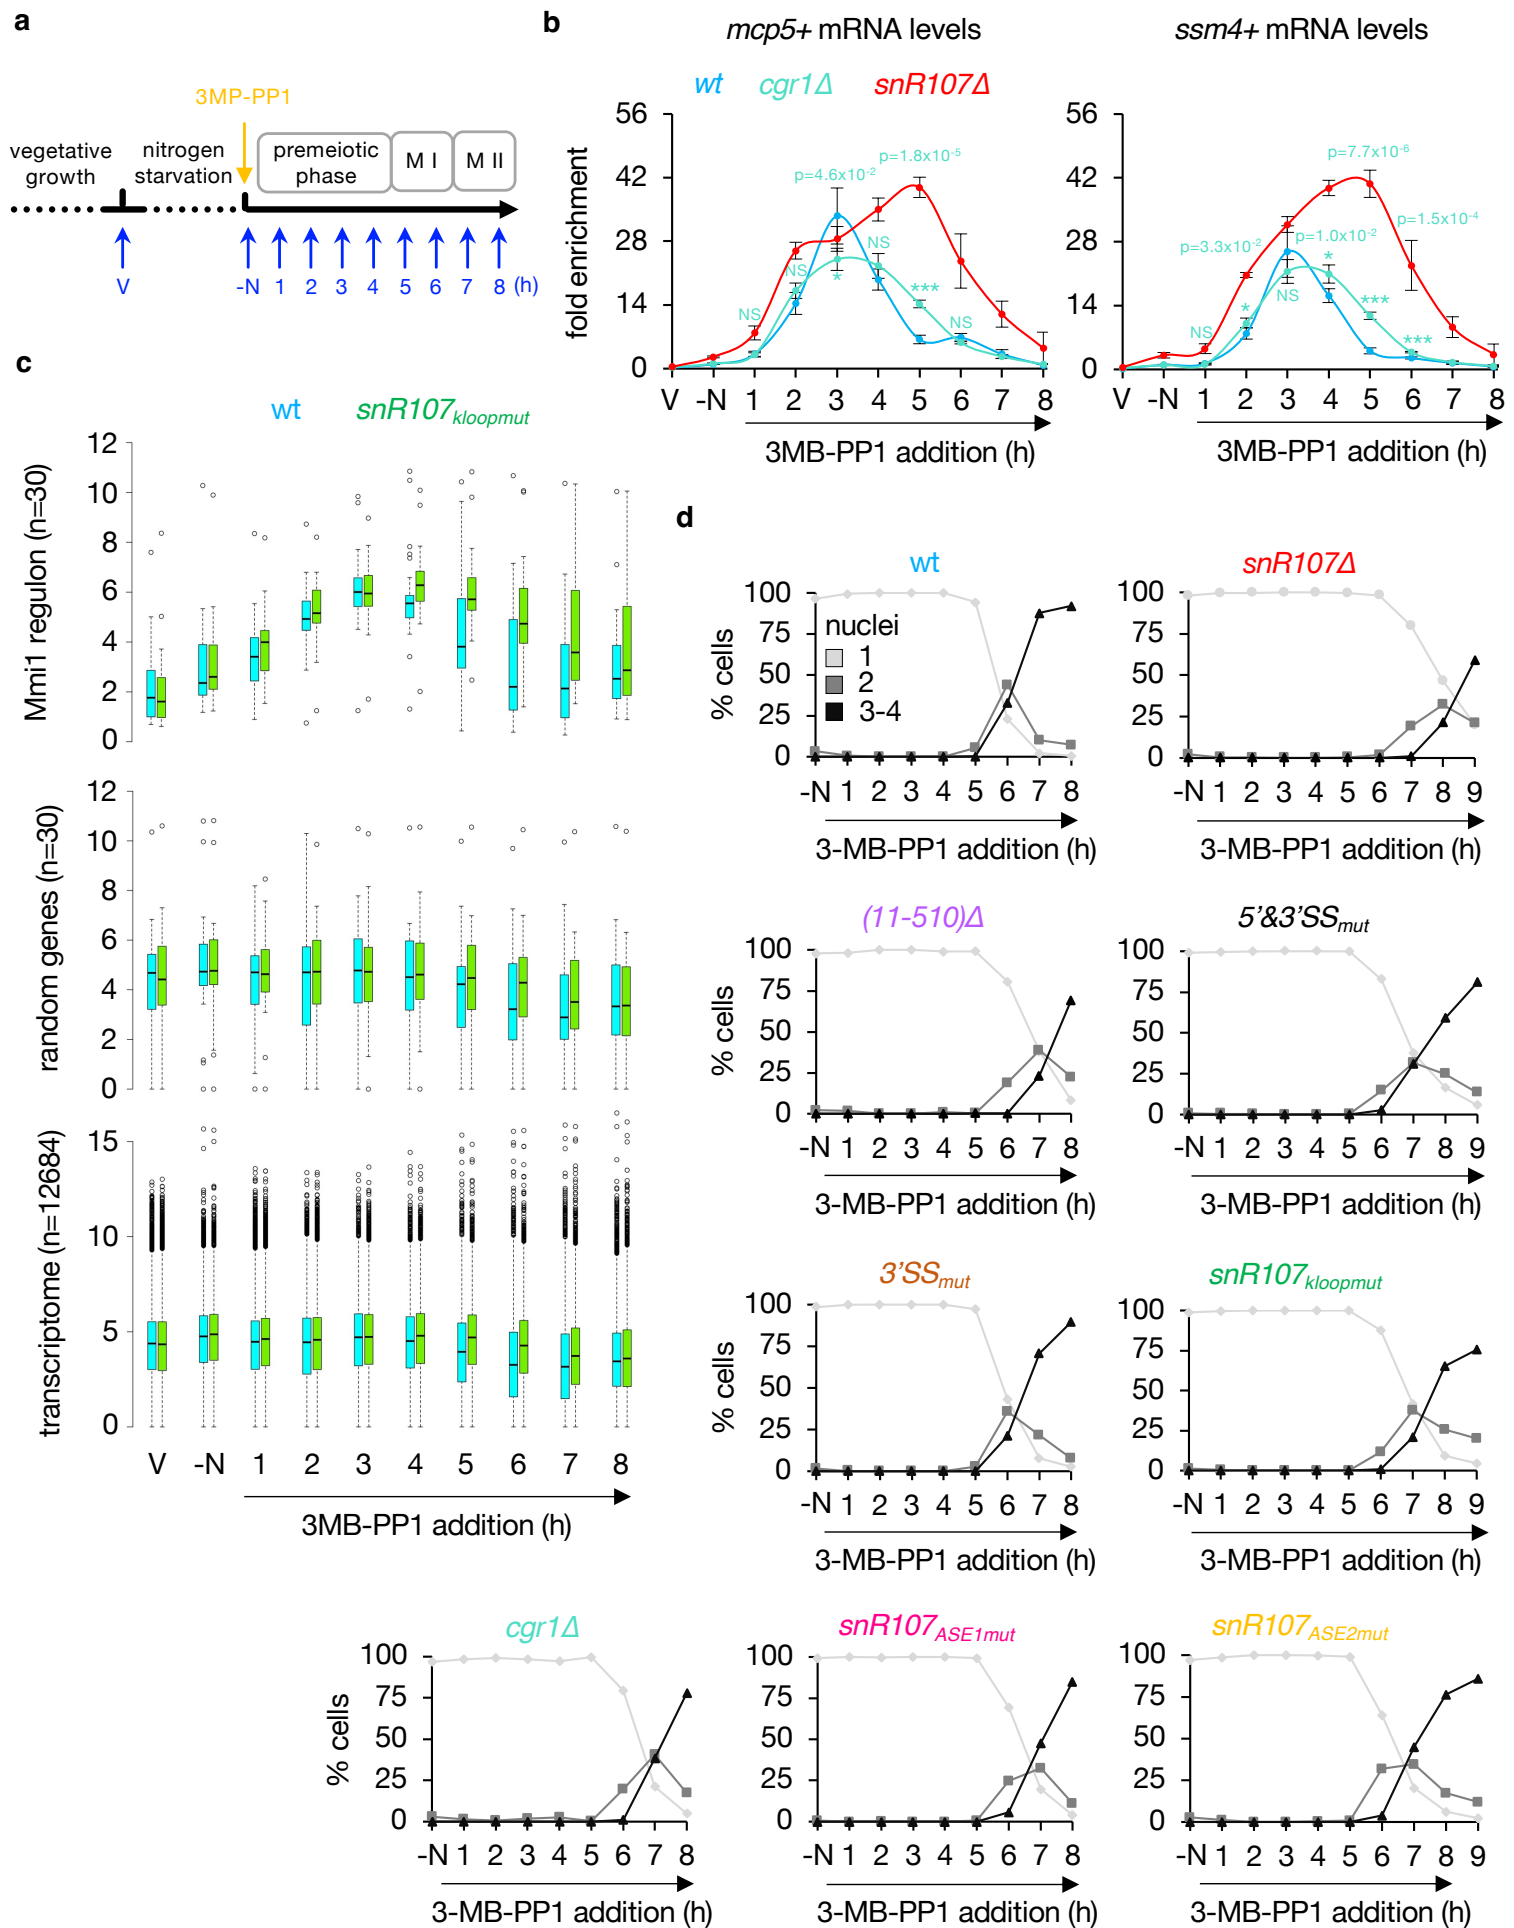

**Supplementary Fig. 5 (related to Fig. 5): *snR107* restricts the amplitude and timing of meiotic gene expression.**

e

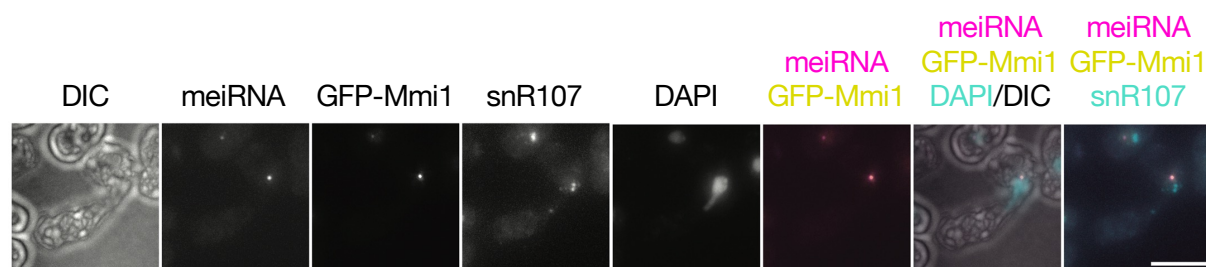

f

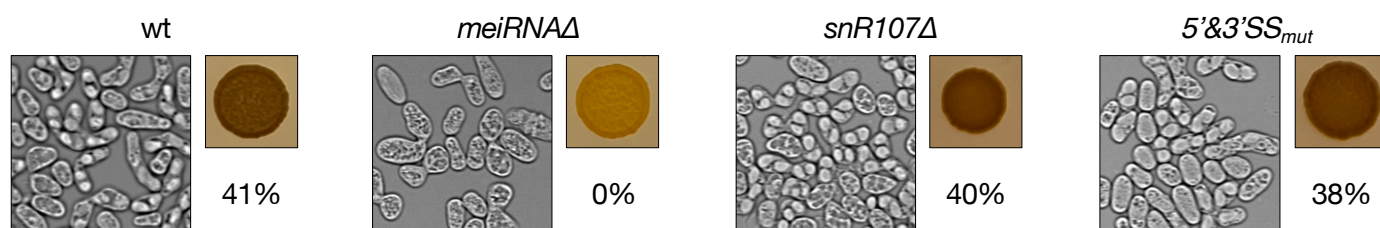

**Supplementary Fig. 5 (related to Fig. 5): *snR107* restricts the amplitude and timing of meiotic gene expression.**

**a**, Scheme illustrating the experimental strategy for the induction of meiosis. Following synchronization in G1 by nitrogen starvation (-N), meiosis was induced by adding 3-MB-PP1 to the culture medium and cells were harvested every hour as indicated. V = vegetative cells; -N = nitrogen-starved cells. **b**, RT-qPCR analyses of *mcp5+* and *ssm4+* meiotic mRNA levels upon induction of meiosis in *cgr1Δ* cells (mean±SD; n=4 biological replicates; normalized to total RNA concentration and relative to wt -N). Note that data for the wild type and *snR107Δ* strains in **Fig. 5c** were replotted here to ease comparison. Student's t-test (two-tailed) was used to calculate p-values (relative to wt). NS = not significant. **c**, Comparison of wild type and *snR107<sub>kloopmut</sub>* poly(A)+ transcriptomes by RNA-seq following induction of meiosis (n=2). Box plots show the relative expression (log2) of 30 Mmi1 targets<sup>10</sup> (upper panel), 30 random transcripts (middle panel) and the entire transcriptome (n=12684 RNAs). 

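The count tables of vegetative wild type cells list the same number of features, which shows what a transcriptome of this size is made of. By the RefSeq annotation, 5113 of them are protein-coding genes (40.3%) and 7169 are non-coding RNAs other than the classes that follow (56.5%). The rest comprise 171 tRNA genes, 66 snoRNA genes, 47 rRNA genes, 39 mitochondrial features, 32 pseudogenes, 6 snRNA genes and 41 features that could not be assigned to a class. In vegetative poly(A)+ RNA, 864 and 761 of the features had no counts. However, 89.2% of the features overlap another feature on the opposite strand, and poly(A)+ counts there were not read as belonging to one strand. Counts on such a feature therefore do not establish that it was itself detected. The box plots themselves compare log2 expression after induction of meiosis, for which these tables hold no samples.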

Box center lines represent the median, box limits represent the upper and lower quartiles, whiskers define the 1.5x interquartile range and individual points correspond to outliers. **d**, Meiotic time course in cells of the indicated genotypes. Hoechst-stained nuclei were counted at the indicated time points. Values represent the percentages of cells with one nucleus (diamonds), two nuclei (squares), three or four nuclei (triangles) from two independent experiments. **e**, Representative images of *meiRNA* and *snR107* detected by smFISH in wild type meiotic cells (horsetail stage of meiotic prophase I) expressing GFP-tagged Mmi1. DNA was stained with DAPI. Images are shown as Z-projections. Scale bar, 5 μm. **f**, Mating/sporulation efficiencies of the indicated homothallic strains (% tetrads), as determined by iodine staining and live cell imaging.

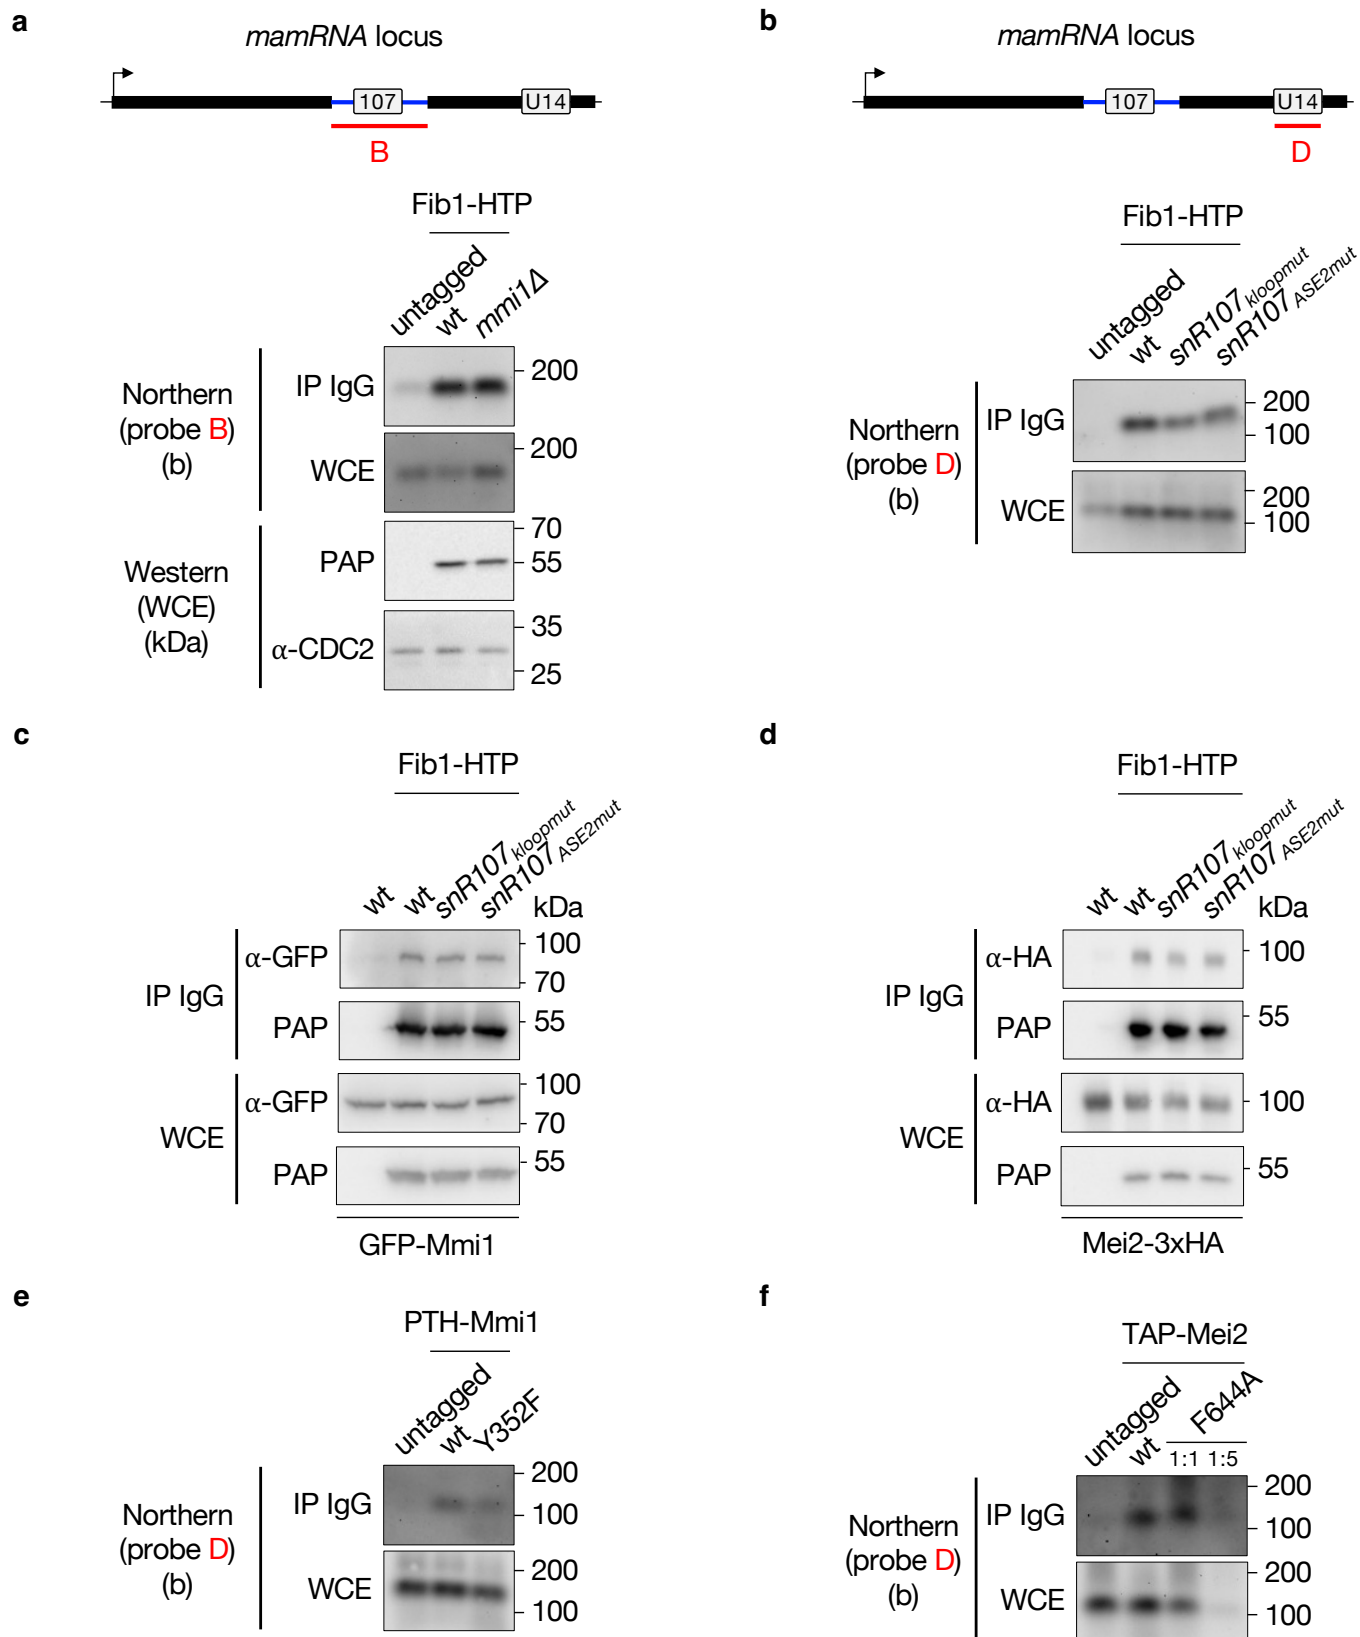

**Supplementary Fig. 6 (related to Fig. 6): Mmi1 and Mei2 associate with *snR107* and the 2'-O-methyltransferase Fib1.** **a, b, e** and **f**, Northern blots showing the fractions of *snR107* (probe B) or *U14* (probe D) immunoprecipitated with HTP-tagged Fib1 (**a** and **b**), HTP-tagged Mmi1 (**e**) or TAP-tagged Mei2 (**f**) in cells of the indicated genetic backgrounds. Untagged strains were used as negative controls. IP = Immunoprecipitate; WCE = Whole Cell Extract. (b) = bases. In (**a**), lower panels show Western blotting of total HTP-tagged Fib1 detected with PAP in the corresponding whole cell extracts (WCE). An anti-CDC2 antibody was used as loading control. (kDa) = kilodaltons. **c** and **d**, Western blots showing that GFP-tagged Mmi1 (**b**) and 3xHA-tagged Mei2 (**c**) co-immunoprecipitate with HTP-tagged Fib1 in cells of the indicated genotypes. The Fib1-Mei2 coIP (**c**) was carried out upon meiosis induction, 3 hours post Pat1 inactivation. IP = Immunoprecipitate; WCE = Whole Cell Extract. kDa = kilodaltons.

**Supplementary Table 1: *S. pombe* strains used in this study**

| Strain | Genotype                                                                                                                        | Source                 |
|--------|---------------------------------------------------------------------------------------------------------------------------------|------------------------|
| PR040  | h90, <i>ura4-DS/E</i> , <i>ade6-M210</i> , <i>leu1-32</i> , <i>mat3M::ura4+</i>                                                 | lab stock              |
| PR162  | h90, <i>ura4-D18</i> , <i>ade6-M210</i> , <i>leu1-32</i> , <i>mat3M(EcoRV)::ade6+</i>                                           | lab stock              |
| PR202  | <i>mat3M::gfp+::nat<sup>R</sup>MX</i> , <i>leu1-32</i> , <i>ura4-DS/E</i> , <i>cid14::hph<sup>R</sup>MX</i>                     | This study             |
| PR207  | <i>mat3M::gfp+::nat<sup>R</sup>MX</i> , <i>leu1-32</i> , <i>ura4-DS/E</i> , <i>his2+/his2-?</i> , <i>dis3-54</i>                | This study             |
| PR486  | PR040, <i>rrp6::hph<sup>R</sup>MX</i>                                                                                           | Simonetti et al., 2017 |
| PR525  | PR162, <i>mot2::nat<sup>R</sup>MX</i>                                                                                           | Andric et al., 2021    |
| PR617  | PR40, <i>meiRNA::hph<sup>R</sup>MX</i>                                                                                          | Andric et al., 2021    |
| PR675  | PR40, <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                      | Simonetti et al., 2017 |
| PR720  | PR40, <i>mot2::nat<sup>R</sup>MX</i> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                     | Simonetti et al., 2017 |
| PR726  | PR40, <i>mei4::nat<sup>R</sup>MX</i> , <i>mmi1::hph<sup>R</sup>MX</i> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>    | Simonetti et al., 2017 |
| PR1034 | PR40, <i>mei2::hph<sup>R</sup>MX</i> , <i>pREP41::LEU2</i>                                                                      | Andric et al., 2021    |
| PR1243 | PR40, <i>pREP3X::LEU2</i>                                                                                                       | This study             |
| PR1244 | PR40, <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i> , <i>pREP3X::LEU2</i>                                                | This study             |
| PR1407 | PR40, <i>mei2::hph<sup>R</sup>MX</i> , <i>pREP41-TAP-Mei2::LEU2</i>                                                             | Andric et al., 2021    |
| PR1408 | PR40, <i>mei2::hph<sup>R</sup>MX</i> , <i>pREP41-TAP-Mei2<sup>F644A</sup>::LEU2</i>                                             | Andric et al., 2021    |
| PR1513 | M(h-), <i>leu1-32</i> , <i>pat1<sup>L95G</sup>::kan<sup>R</sup></i>                                                             | J. Ayté                |
| PR1609 | PR1513, <i>Mei2-HTP::nat<sup>R</sup>MX</i>                                                                                      | This study             |
| PR1849 | PR1513, <i>mot2::nat<sup>R</sup>MX</i>                                                                                          | This study             |
| PR1889 | PR1513, <i>mei4::nat<sup>R</sup>MX</i> , <i>mmi1::hygTK</i>                                                                     | This study             |
| PR1954 | PR1513, <i>mamRNA-intronΔ</i>                                                                                                   | This study             |
| PR1956 | PR1513, <i>mamRNA<sub>5'</sub>_splice_site_mutated</i> (5'SSmut)                                                                | This study             |
| PR1957 | PR1513, <i>mamRNA<sub>3'</sub>_splice_site_mutated</i> (3'SSmut)                                                                | This study             |
| PR1958 | PR1513, <i>mamRNA<sub>5'</sub>_and_3'_splice_sites_mutated</i> (5'&3'SSmut)                                                     | This study             |
| PR1968 | PR1513, <i>mamRNA<sub>(11-510)Δ</sub></i>                                                                                       | This study             |
| PR1975 | PR40, <i>mamRNA<sub>intronΔ</sub></i> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                    | This study             |
| PR1977 | PR40, <i>mamRNA<sub>5'</sub>_splice_site_mutated</i> (5'SSmut), <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>            | This study             |
| PR1978 | PR40, <i>mamRNA<sub>3'</sub>_splice_site_mutated</i> (3'SSmut), <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>            | This study             |
| PR1979 | PR40, <i>mamRNA<sub>5'</sub>_and_3'_splice_sites_mutated</i> (5'&3'SSmut), <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i> | This study             |
| PR1980 | PR40, <i>mamRNA<sub>(11-510)Δ</sub></i> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                  | This study             |

|        |                                                                                                                                                                                                |                |
|--------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|
| PR1984 | PR40, mamRNA <sub>(11-737)Δ</sub> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                       | This study     |
| PR1992 | PR40, mamRNA <sub>branchpoint_mutated</sub> (BPmut), <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                      | This study     |
| PR2001 | PR40, mamRNA <sub>5' and 3' splice sites mutated</sub> (5'&3'SSmut)                                                                                                                            | This study     |
| PR2004 | PR1513, P <sub>mmi1</sub> -PTH-Mmi1                                                                                                                                                            | This study     |
| PR2012 | PR40, dbr1:: <i>hygTK</i> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                               | This study     |
| PR2013 | PR1513, dbr1:: <i>hygTK</i>                                                                                                                                                                    | This study     |
| PR2032 | PR1513, Fib1-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                                                    | This study     |
| PR2033 | PR1513, Nop56-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                                                   | This study     |
| PR2034 | PR1513, Nop58-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                                                   | This study     |
| PR2059 | PR1513, Fib1-HTP:: <i>nat<sup>R</sup>MX</i> , Mei2-3xHA:: <i>hph<sup>R</sup>MX</i>                                                                                                             | This study     |
| PR2066 | PR1513, mamRNA <sub>branchpoint_mutated</sub> (BPmut)                                                                                                                                          | This study     |
| PR2067 | PR1513, mamRNA <sub>branchpoint+3' splice site mutated</sub> (BP+3'SSmut)                                                                                                                      | This study     |
| PR2071 | PR1513, Mei2-3xHA:: <i>hph<sup>R</sup>MX</i>                                                                                                                                                   | This study     |
| PR2079 | PR40, snR107 <sub>ASE1mut</sub> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                         | This study     |
| PR2083 | PR40, snR107Δ, <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                                            | This study     |
| PR2097 | PR40, snR107 <sub>21ntΔ</sub> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                           | This study     |
| PR2099 | PR40, snR107 <sub>ASE2mut</sub> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                         | This study     |
| PR2101 | PR1513, snR107Δ                                                                                                                                                                                | This study     |
| PR2102 | PR40, P <sub>mmi1</sub> -GFP-Mmi1                                                                                                                                                              | This study     |
| PR2106 | PR40, snR107 <sub>kloopmut</sub> , <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                                                        | This study     |
| PR2111 | PR40, mamRNA <sub>branchpoint+3' splice site mutated</sub> (BP+3'SSmut), <i>kan<sup>R</sup>MX::P<sub>nmt41</sub>-TAP-Mei2</i>                                                                  | This study     |
| PR2116 | M(h-), <i>ura4-D18</i> , <i>ade6::ade6+-P<sub>adh15</sub>-skp1-AtTIR1-2NLS P<sub>adh15</sub>-skp1-OsTIR1</i> , Dhp1-3xmAID-5xFLAG:: <i>kan<sup>R</sup>MX</i>                                   | YGRC (FY39932) |
| PR2117 | PR1513, snR107 <sub>kloopmut</sub>                                                                                                                                                             | This study     |
| PR2120 | PR1513, snR107 <sub>ASE1mut</sub>                                                                                                                                                              | This study     |
| PR2121 | PR1513, snR107 <sub>ASE2mut</sub>                                                                                                                                                              | This study     |
| PR2125 | PR1513, Snu13-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                                                   | This study     |
| PR2129 | PR1513, snR107 <sub>kloopmut</sub> , Mei2-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                       | This study     |
| PR2136 | PR1513, snR107 <sub>kloopmut</sub> , Fib1-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                       | This study     |
| PR2137 | PR1513, snR107 <sub>ASE2mut</sub> , Mei2-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                                        | This study     |
| PR2141 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , snR107Δ                                                                                                                                               | This study     |
| PR2142 | PR162, snR107Δ                                                                                                                                                                                 | This study     |
| PR2143 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , snR107 <sub>kloopmut</sub>                                                                                                                            | This study     |
| PR2144 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , mamRNA <sub>5' and 3' splice sites mutated</sub> (5'&3'SSmut)                                                                                         | This study     |
| PR2145 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , snR107 <sub>ASE1mut</sub>                                                                                                                             | This study     |
| PR2146 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , snR107 <sub>ASE2mut</sub>                                                                                                                             | This study     |
| PR2148 | M(h-), <i>ura4-D18</i> , <i>ade6::ade6+-P<sub>adh15</sub>-skp1-AtTIR1-2NLS P<sub>adh15</sub>-skp1-OsTIR1</i> , Dhp1-3xmAID-5xFLAG:: <i>kan<sup>R</sup>MX</i> , xrn1:: <i>nat<sup>R</sup>MX</i> | This study     |

|        |                                                                                                                                             |            |
|--------|---------------------------------------------------------------------------------------------------------------------------------------------|------------|
| PR2155 | PR1513, snR107 <sub>kloopmut</sub> , P <sub>mmi1</sub> -PTH-Mmi1                                                                            | This study |
| PR2156 | PR1513, snR107 <sub>ASE2mut</sub> , P <sub>mmi1</sub> -PTH-Mmi1                                                                             | This study |
| PR2158 | PR1513, snR107 <sub>ASE2mut</sub> , Fib1-HTP:: <i>nat<sup>R</sup>MX</i>                                                                     | This study |
| PR2159 | PR1513, snR107 <sub>kloopmut</sub> , Nop58-HTP:: <i>nat<sup>R</sup>MX</i>                                                                   | This study |
| PR2175 | PR40, mamRNA <sub>(11-510)Δ</sub> , P <sub>mmi1</sub> -GFP-Mmi1                                                                             | This study |
| PR2176 | PR40, mamRNA <sub>intronΔ</sub> , P <sub>mmi1</sub> -GFP-Mmi1                                                                               | This study |
| PR2177 | PR40, snR107Δ, P <sub>mmi1</sub> -GFP-Mmi1                                                                                                  | This study |
| PR2178 | PR40, mamRNA <sub>5' and 3' splice sites mutated</sub> (5'&3'SSm <sub>ut</sub> ), P <sub>mmi1</sub> -GFP-Mmi1                               | This study |
| PR2181 | PR162, snR107 <sub>ASE2mut</sub> , Nop56-GFP:: <i>kan<sup>R</sup>MX</i>                                                                     | This study |
| PR2188 | PR40, snR107Δ                                                                                                                               | This study |
| PR2190 | PR162, snR107 <sub>kloopmut</sub> , Nop56-GFP:: <i>kan<sup>R</sup>MX</i>                                                                    | This study |
| PR2192 | PR40, Fib1-HTP:: <i>nat<sup>R</sup>MX</i> , P <sub>mmi1</sub> -GFP-Mmi1                                                                     | This study |
| PR2194 | PR40, snR107 <sub>ASE2mut</sub> , Fib1-HTP:: <i>nat<sup>R</sup>MX</i> , P <sub>mmi1</sub> -GFP-Mmi1                                         | This study |
| PR2196 | PR162, mamRNA <sub>5' and 3' splice sites mutated</sub> , Nop56-GFP:: <i>kan<sup>R</sup>MX</i>                                              | This study |
| PR2205 | PR1513, mei4:: <i>nat<sup>R</sup>MX</i> , P <sub>mmi1</sub> -PTH-Mmi1 <sup>Y352F</sup>                                                      | This study |
| PR2206 | PR162, snR107 <sub>ASE1mut</sub> , Nop56-GFP:: <i>kan<sup>R</sup>MX</i>                                                                     | This study |
| PR2220 | PR1513, snR107 <sub>21ntΔ</sub>                                                                                                             | This study |
| PR2221 | PR40, Fib1-HTP:: <i>nat<sup>R</sup>MX</i>                                                                                                   | This study |
| PR2222 | PR40, mei4:: <i>kan<sup>R</sup>MX</i> , mmi1:: <i>hygTK</i> , Fib1-HTP:: <i>nat<sup>R</sup>MX</i>                                           | This study |
| PR2315 | PR40, mamRNA <sub>(11-737)Δ</sub> , <i>kan<sup>R</sup>MX</i> ::P <sub>nmt41</sub> -TAP-Mei2, pREP3X:: <i>LEU2</i>                           | This study |
| PR2316 | PR40, mamRNA <sub>(11-737)Δ</sub> , <i>kan<sup>R</sup>MX</i> ::P <sub>nmt41</sub> -TAP-Mei2, pREP3X-mamRNA <sub>intron</sub> :: <i>LEU2</i> | This study |
| PR2317 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , mamRNA <sub>(11-737)Δ</sub> , pREP3X:: <i>LEU2</i>                                                 | This study |
| PR2318 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , mamRNA <sub>(11-737)Δ</sub> , pREP3X-mamRNA <sub>intron</sub> :: <i>LEU2</i>                       | This study |
| PR2319 | PR162, pREP3X:: <i>LEU2</i>                                                                                                                 | This study |
| PR2320 | PR162, mot2:: <i>nat<sup>R</sup>MX</i> , pREP3X:: <i>LEU2</i>                                                                               | This study |

**Supplementary Table 2: Plasmids used in this study**

| <b>Number</b> | <b>Vector</b>                                                                                                | <b>Purpose</b>                               | <b>Source</b>   |
|---------------|--------------------------------------------------------------------------------------------------------------|----------------------------------------------|-----------------|
| B3874         | pFA6a-kanMX6, amp <sup>R</sup> , ori                                                                         | gene deletion                                | Lab stock       |
| BHM1296       | pFA6a-nat <sup>R</sup> MX6, amp <sup>R</sup> , ori                                                           | gene deletion                                | Lab stock       |
| BHM1524       | pRS316-3xHA-hph <sup>R</sup> MX, amp <sup>R</sup> , ori                                                      | C-terminal tagging                           | Lab stock       |
| BMR006        | pRS316-hph <sup>R</sup> MX-P <sub>act1</sub> -Ers1(first 500 nucleotides), amp <sup>R</sup> , ori, URA3, CEN | gene deletion (hph <sup>R</sup> MX cassette) | Lab stock       |
| BMR015        | pREP41 (P <sub>nmt41</sub> ), LEU2, amp <sup>R</sup> , ori                                                   | plasmid-driven expression                    | Lab stock       |
| BMR021        | pBS1539-HTP-nat <sup>R</sup> MX, amp <sup>R</sup> , ori                                                      | C-terminal HTP tagging                       | Lab stock       |
| BMR106        | pREP3X (P <sub>nmt1</sub> ), LEU2, amp <sup>R</sup> , ori                                                    | plasmid-driven expression                    | Lab stock       |
| BMR193        | pREP41-TAP-Mei2 (P <sub>nmt41</sub> ), LEU2, amp <sup>R</sup> , ori                                          | plasmid-driven expression                    | Lab stock       |
| BMR194        | pREP41-TAP-Mei2 <sup>F644A</sup> (P <sub>nmt41</sub> ), LEU2, amp <sup>R</sup> , ori                         | plasmid-driven expression                    | Lab stock       |
| BMR208        | pFA6a-HyTkAX                                                                                                 | gene deletion                                | Addgene, #73898 |
| BMR287        | pREP3X-mamRNA <sub>intron</sub> (P <sub>nmt1</sub> ), LEU2, amp <sup>R</sup> , ori                           | plasmid-driven expression                    | This study      |

**Supplementary Table 3: Oligonucleotides used in this study**

| Number | Location                                                         | Sequence                                                   | Assay                                                |
|--------|------------------------------------------------------------------|------------------------------------------------------------|------------------------------------------------------|
| P249   | <i>mei4+</i> fwd                                                 | 5'-TGGATCAGATCCGTGGAATC-3'                                 | RT-qPCR                                              |
| P250   | <i>mei4+</i> rev                                                 | 5'-AACGCTCGATTAGAAGGCAT-3'                                 |                                                      |
| P253   | <i>act1+</i> fwd                                                 | 5'-AACCCTCAGCTTTGGGTCTT-3'                                 |                                                      |
| P254   | <i>act1+</i> rev                                                 | 5'-TTTGCATACGATCGGCAATA-3'                                 |                                                      |
| P325   | <i>ssm4+</i> fwd                                                 | 5'-ACACAGTTTACGGGATTCTA-3'                                 |                                                      |
| P326   | <i>ssm4+</i> rev                                                 | 5'-GATTGTGATGAAAAGTGGGT-3'                                 |                                                      |
| P607   | <i>mcp5+</i> fwd                                                 | 5'-AGACGTATTACACCTTACCTC-3'                                |                                                      |
| P608   | <i>mcp5+</i> rev                                                 | 5'-GTTTCCCATCATGACATGTT-3'                                 |                                                      |
| P1638  | <i>meiRNA</i> fwd                                                | 5'-GATGAATAGTAGCTTAGATAGTGATAGT-3'                         |                                                      |
| P574   | <i>meiRNA</i> rev                                                | 5'-GCTTTCAAGGATAACAATGC-3'                                 |                                                      |
| P1208  | <i>mamRNA</i> 5' fwd<br>(amplicon A)                             | 5'-TGGGATTAAGTCATCTTGGTG-3'                                |                                                      |
| P1209  | <i>mamRNA</i> 5' rev<br>(amplicon A)                             | 5'-GTCAAAAAGATACCACAGCA-3'                                 |                                                      |
| P1392  | <i>U14</i> fwd<br>(amplicon D)                                   | 5'-CAGGTGATGAAATTTCCATTG-3'                                |                                                      |
| P1284  | <i>U14</i> rev<br>(amplicon D)                                   | 5'-CATCCAAAGGAAGGACTATG-3'                                 |                                                      |
| P1859  | <i>between<br/>mamRNA intron<br/>and U14</i> fwd<br>(amplicon C) | 5'-ACGTGTATGTTCTGTATGGTG-3'                                |                                                      |
| P1924  | <i>between<br/>mamRNA intron<br/>and U14</i> rev<br>(amplicon C) | 5'-CCAAAAAGCAATACAGCACTATATATG-3'                          |                                                      |
| P2117  | <i>snR107</i> fwd<br>(amplicon B)                                | 5'-ATGTCTTCTTTACCCGTCCTATC-3'                              | RT-PCR                                               |
| P2118  | <i>snR107</i> rev<br>(amplicon B)                                | 5'-CATCGAAGATACTGGCAAGTATG-3'                              |                                                      |
| P1313  | <i>mamRNA</i> 5' fwd                                             | 5'-TAGGATGGTTCTCCTTCAGG-3'                                 | Northern<br>(T7<br>promoter-<br>driven RNA<br>probe) |
| P1284  | <i>U14</i> rev                                                   | 5'-CATCCAAAGGAAGGACTATG-3'                                 |                                                      |
| P1517  | <i>mamRNA</i> 5' fwd<br>(probe A)                                | 5'-TCTGAAGGAGCCACATCAA-3'                                  |                                                      |
| P2101  | <i>mamRNA</i> 5' rev<br>(probe A)                                | 5'-TAATACGACTCACTATAGGGCAAACAAGTT<br>TAACAAGGCAC-3'        |                                                      |
| P2103  | <i>snR107</i> fwd<br>(probe B)                                   | 5'-GTATGTTGCGCGTATGCTG-3'                                  |                                                      |
| P2104  | <i>snR107</i> rev<br>(probe B)                                   | 5'-TAATACGACTCACTATAGGGGAAGTTAGT<br>ACACTGAAAGATTATACAC-3' |                                                      |
| P1859  | <i>between<br/>mamRNA intron</i>                                 | 5'-ACGTGTATGTTCTGTATGGTG-3'                                |                                                      |

|       |                                                               |                                                           |                                    |
|-------|---------------------------------------------------------------|-----------------------------------------------------------|------------------------------------|
|       | <i>and U14 fwd</i><br>(probe C)                               |                                                           |                                    |
| P2211 | <i>between<br/>mamRNA intron<br/>and U14 rev</i><br>(probe C) | 5'-TAATACGACTCACTATAGGGAACCTTCGC<br>CGAACAATCCA-3'        |                                    |
| P1392 | <i>U14 fwd</i><br>(probeD)                                    | 5'-CAGGTGATGAAATTTCCATTG-3'                               |                                    |
| P1449 | <i>U14 rev</i> (probeD)                                       | 5'-TAATACGACTCACTATAGGGCGTCAGAAA<br>ACACCAGCTGC-3'        |                                    |
| P866  | <i>meiRNA fwd</i>                                             | 5'-CGGAATATGCATGCAAGAT-3'                                 |                                    |
| P1423 | <i>meiRNA rev</i>                                             | 5'-TAATACGACTCACTATAGGGGTTTCAACAA<br>TAGTTCAGGTACAGTCG-3' |                                    |
| P2355 | <i>25S rRNA 3' fwd</i>                                        | 5'-TGATGAAGTGTCGTCGCAATG-3'                               |                                    |
| P2356 | <i>25S rRNA 3' rev</i>                                        | 5'-TAATACGACTCACTATAGGGGATACAGGA<br>GAGTAGGAACAAGTC-3'    |                                    |
| P2362 | <i>ITS1 fwd</i>                                               | 5'-CTCTTATCCATTTACCTTTCTGTG-3'                            |                                    |
| P2363 | <i>ITS1 rev</i>                                               | 5'-TAATACGACTCACTATAGGGAGTAATGATA<br>TGCTTGGCATGC-3'      |                                    |
| P2251 | <i>snR107 rev</i>                                             | 5'-TACAAGG <b>GATCCC</b> ATCGAAGATACTGGCA<br>AGTATG-3'    | 5' RACE<br>( <b>BamHI</b><br>site) |
| P2230 | <i>snR107 fwd</i>                                             | 5'-GGACGGGTAAAGAAGACATAGCGATATCA<br>TCAGAACAGCTTCG-3'     | 3' RACE<br>( <b>NdeI</b> site)     |
| P2131 | <i>snR107 fwd #2</i>                                          | 5'-ACGTTT <b>CATATG</b> ACAACGAAGCTGTTCTGA<br>TG-3'       |                                    |
| P2375 | <i>downstream of<br/>U14 fwd</i>                              | 5'-GTGTTTGGCTTGTTAGTTGTAG-3'                              |                                    |
| P2376 | <i>downstream of<br/>U14 fwd #2</i>                           | 5'-GATAAAGGTTGATTATCATGTTCTCC-3'                          |                                    |
| P2357 | <i>25S rRNA<br/>RNA/DNA<br/>oligonucleotide *</i>             | 5'-mUmUm <b>UCCCC</b> mGmCmUmGmAmUmUmU<br>mUmGmCmC-3'     | RNAseH<br>cleavage                 |

\* mN: 2'-O-methylated nucleotide

**Supplementary Table 4: smFISH probes used in this study**

| Target RNA                    | Probe | Sequence                   |
|-------------------------------|-------|----------------------------|
| <i>mamRNA</i> 5' (Quasar 670) | #1    | 5'-GTGGCTCCTTCAGACTCATG-3' |
|                               | #2    | 5'-TGGCGTCCTAGCATATTAAT-3' |
|                               | #3    | 5'-TAAACCTCTTGTCTCCACTA-3' |
|                               | #4    | 5'-GCCTTTCAACATCAGATAAT-3' |
|                               | #5    | 5'-GCCATTTACGATAAGAACCT-3' |
|                               | #6    | 5'-AAGAGCCTGAAGGAGAACCA-3' |
|                               | #7    | 5'-ACACAGATACAGGCGAACGC-3' |
|                               | #8    | 5'-ATCAGACTAGAATCTCTCCA-3' |
|                               | #9    | 5'-GCAACCATACACGACAGACA-3' |
|                               | #10   | 5'-ACCAAGATGACTTAATCCCA-3' |
|                               | #11   | 5'-CCAACACAGTACCAATTACT-3' |
|                               | #12   | 5'-AGGAATATGGTAGGTTTTTC-3' |
|                               | #13   | 5'-AAAGATACCACAGCAAGCGC-3' |
|                               | #14   | 5'-ACTAAGCTTTAACACCCAGT-3' |
|                               | #15   | 5'-AGTATGCGTACGGGATTTAC-3' |
|                               | #16   | 5'-TTCAGTTTGAGTTCAAGGT-3'  |
| <i>snR107</i> (Quasar 570)    | #1    | 5'-CATAGTCGATAGGACGGGTA-3' |
|                               | #2    | 5'-TCCACCTATAGTGGAGACAA-3' |
|                               | #3    | 5'-AGACATCGAAGATACTGGCA-3' |
|                               | #4    | 5'-ATAGGACGGGTAAAGAAGAC-3' |
|                               | #5    | 5'-GTGGAGACAAAGTTATCGTC-3' |
|                               | #6    | 5'-GCAAGTATGGTCTCCACCTA-3' |
|                               | #7    | 5'-TCGTCATAGTCGATAGGACG-3' |
|                               | #8    | 5'-TACTGGCAAGTATGGTCTCC-3' |
| <i>meiRNA*</i> (Quasar 670)   | #1    | 5'-ATACCCACTAAGTCTGTTTA-3' |
|                               | #2    | 5'-CGGCAGAAGATTGACCAACA-3' |
|                               | #3    | 5'-GCATATTCCGTCTTACAATA-3' |
|                               | #4    | 5'-ACCAACTAAAGCGATCTTGC-3' |
|                               | #5    | 5'-GACCATTTCAAATGTTGCA-3'  |
|                               | #6    | 5'-TACCGAATCCAGCTTTTTGA-3' |
|                               | #7    | 5'-CAGAGCTTAGAAGACAAGGT-3' |
|                               | #8    | 5'-TAACTGGACCCCATCAAGAA-3' |
|                               | #9    | 5'-TAAACCAACTTGGGGGTTGG-3' |
|                               | #10   | 5'-TCTAAGCTACTATTCATCCA-3' |
|                               | #11   | 5'-AGTAGATTCCATCAGTCATA-3' |
|                               | #12   | 5'-TGCAGCCAAAAAGTGTAACA-3' |
|                               | #13   | 5'-CATTGTAAGTGCTTTCAAGG-3' |
|                               | #14   | 5'-TTCAGTCATTGCGAAAGTTT-3' |

|     |                            |
|-----|----------------------------|
| #15 | 5'-AGTCGTTTTATTTCTTTTCT-3' |
| #16 | 5'-GTTTCAACAATAGTTCAGGT-3' |
| #17 | 5'-TCTGTTTCAGGAATACGTTT-3' |
| #18 | 5'-TGTTTCGCATCAAACTTTCA-3' |
| #19 | 5'-GCGTTTAAACAAACTGCGGG-3' |
| #20 | 5'-TGGTTTCAGCACGTTTTCAA-3' |
| #21 | 5'-TTGGTTTGCAGGGTTTAACG-3' |
| #22 | 5'-CTTGCTGTGGTTATTGTTTA-3' |

\* same probe set as in Andric et al., 2021

# Supplementary material for: A bifunctional snoRNA with separable activities in guiding rRNA 2’-O-methylation and scaffolding gametogenesis effectors
**Source:** Nat Commun. 2025 Apr 5;16:3250. doi: 10.1038/s41467-025-58664-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** rRNA 2'-O-Me residues (related to Fig. 3). Shown are the 18S, 25S and 5.8S 2'-O-methylated residues in the *wt*, *snR107* $\Delta$ , *snR107*<sub>ASE1mut</sub> and 5'&3'SS<sub>mut</sub> *S. pombe* strains (RNA Methylation Scores > 0.8 in at least one replicate), as well as their conservation in the budding yeast *Saccharomyces cerevisiae*. G<sup>2483</sup> is denoted in red.

# Supplementary material for: A bifunctional snoRNA with separable activities in guiding rRNA 2’-O-methylation and scaffolding gametogenesis effectors
**Source:** Nat Commun. 2025 Apr 5;16:3250. doi: 10.1038/s41467-025-58664-y
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Illumina NextSeq550 and NovaSeq 6000 (Novogene) instruments were used to collect total and polyA+ RNA-seq datasets, respectively. Illumina NextSeq2000 instrument was used to collect RiboMethSeq datasets. PromethION RNA flowcells on a P2 solo instrument were used to collect direct RNA-seq datasets. ChemiDoc MP Imaging System (BIORAD) was used to collect Western blot and Northern blot images. LightCycler LC480 apparatus (Roche) was used to collect qPCR data. Teledyne Isco device equipped with a Tris peristaltic pump and a UA-6 UV/VIS Detector with type 11 optical unit was used to collect polysome profiling data. Motorized Olympus BX63 upright fluorescence microscope equipped with a 60X and 100X oil immersion objective (Olympus), a digital camera C11440 (ORCA-Flash4.0 LT PLUS; Hamamatsu) was used to collect live and fixed cell images. Leica DM6000B microscope equipped with a 100X, NA 1.4 (HCX Plan-Apo) oil immersion objective, a piezo-electric motor (LVDT; Physik Instrument) and a CCD camera (CoolSNAP HQ; Photometrics) was used to collect smFISH images.

#### Data analysis

bcl2fastq2 v2.18.12 / bcl2fastq v2.20 (demultiplexing), Cutadapt v1.15 / fastp v0.23.1 (trimming), STAR v2.6.1d (alignment), featureCounts from subread v2.0.6 / edgeR (quantification) were used to analyze total and polyA+ RNA-seq datasets. Trimmomatic v0.39 (trimming) and bowtie2 v2.4.4 (alignment) were used for RiboMethSeq analyses. dorado 7.2.13-1 (base-calling) and minimap2 (mapping) were used for direct RNA-seq analyses. Fiji (NIH) and Metamorph (Molecular Devices) were used to analyze live/fixed cell and smFISH images, respectively.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and dRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE276242 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276242>), GSE276243 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276243>) and GSE276244 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276244>).

The RiboMethSeq data generated in this study have been deposited in the European Nucleotide Archive database under accession code PRJEB79915 (<https://www.ebi.ac.uk/ena/browser/view/PRJEB79915>).

Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to estimate sample sizes. n values were chosen in accordance with standard practices and correspond to the number of biological replicates (i.e. independent yeast cultures). |
| Data exclusions | No data was excluded.                                                                                                                                                                                          |
| Replication     | All experiments were repeated at least two times and different techniques were used to validate findings. Replicates successfully gave similar results.                                                        |
| Randomization   | Not relevant. The study focuses on the identification and functional characterization of a lncRNA-encoded snoRNA.                                                                                              |
| Blinding        | Not relevant. The study focuses on the identification and functional characterization of a lncRNA-encoded snoRNA.                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Standard immunoblotting procedures involved peroxidase-conjugated antiperoxidase (Sigma, #P1291, RRID:AB_1079562), anti-CDC2 monoclonal antibody (Abcam, #ab5467, RRID:AB_2074778), anti-FLAG monoclonal antibody (Sigma, #F3165, RRID:AB_259529), anti-GFP monoclonal antibody (Roche, # 11814460001, RRID: AB_390913), anti-HA monoclonal antibody (12CA5) (Sigma, #11583816001, RRID:AB_514505), goat anti-mouse IgG-HRP (Santa Cruz Biotechnology, #sc-2005, RRID:AB_631736). |
| Validation      | All antibodies were previously validated (see manufacturer's websites or references in the Methods section).                                                                                                                                                                                                                                                                                                                                                                      |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

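Gene counts were analysed for 4 RNA-seq libraries of vegetative wild type *S. pombe* cells, 2 of total, ribo-depleted RNA and 2 of poly(A)+ RNA. The authors depleted ribosomal RNA or enriched poly(A)+ RNA, sequenced the libraries in pairs, trimmed adapters, aligned the reads with STAR and counted them on genes with featureCounts. The tables hold these counts for 12684 features without normalization. Their header has 9 cells over 8 fields, so that the names stand 1 place to the right of the values they belong to. The fields were therefore taken by position, after it was checked that the sixth equals end minus start plus 1 in all 12684 features and that the fields after it hold whole numbers. The libraries were assigned to fraction and replicate by their labels and the paper's description of Fig. 1a.

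Features were joined to the RefSeq annotation of assembly ASM294v3 by identifier, which matched 99.4% of them, and classed by its gene types. Features on the mitochondrial chromosome form a class of their own. Coordinates were used after the starts and ends had been compared with that annotation. The sequence of the *mamRNA*-*U14* locus was read from the same assembly, with the ends of *snR107* taken from the paper's Supplementary Fig. 2a.

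The fractions were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) at an adjusted p under 0.05, with 2 libraries in each fraction. Sets were tested with camera (preset correlation 0.01) and fry from limma 3.58.1. Ratios, shares and ranks within a library were computed in Python 3.11.15, and their exact permutation tests with scipy 1.17.1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The ratio of *U14* to *mamRNA* and the rank of *mamRNA* use counts divided by gene length, and the snoRNA share uses counts. For a gene with no counts in a fraction, folds are lower bounds against 3 counts per library. The libraries held 25530272 to 30650533 counts, and intervals on shares of counts are Wilson intervals at 95%, which cover counting error only.

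Before the data were examined, the following alternatives were set: DESeq2's size factors in edgeR, library totals alone and TMM factors from protein-coding genes as normalizations, DESeq2 1.42.0 as the test, replicate number as a block, each library left out in turn, no filter beyond 1 count in any library, a stricter filter at a mean of 50 counts, a log2 fold change of at least 1, and for the values within a library the other of counts and counts per nucleotide, a pseudocount of 1, rRNA and tRNA left out of the denominator, and snoRNA genes inside another gene or *U14* left out of the class. Leaving out a library leaves a fraction with 1 library, whose variation is then assumed to equal that of the other fraction. The replicates go against this assumption. Over the tested genes, the chi-square of their counts per degree of freedom was 113.65 in poly(A)+ RNA and 8.6045 in total RNA. The main test also fits a dispersion per gene that both fractions share. Testing without the genes that overlap another gene on the opposite strand, and subtracting *U14* counts from *mamRNA*, were added after the data were examined. A value without a test was called unmoved when it shifted by less than the SD between replicates; for the median of a class or list, this was the SD over the differences between libraries of the same replicate number. The replicate numbers are shared by both fractions, but the deviations of replicate 1 from the mean of its fraction were uncorrelated between fractions across genes (r = -0.0156; genes are not independent replicates).

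Genes named in the text follow a rule set before the data were examined. It takes the genes that the paper's main text names as a group, with those farther than 1.5 interquartile ranges from its quartiles given singly; the 3 highest and 3 lowest log2 fold changes among genes with an adjusted p under 0.05, at least 100 counts over the 4 libraries and both poly(A)+ libraries on the same side of both total RNA libraries; and the 3 highest and 3 lowest snoRNA genes. *snR97*, *snR5*, *tim17*, *sec9*, *rad8* and SPNCRNA.3895 were named after their values had been seen. The measure of distance from the group was also chosen afterwards.

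The test was tried on simulated data with the common dispersion of these libraries for every gene, in which 200 genes were changed in random directions. edgeR recovered 194 of them among 11203 genes with 12 false calls, and DESeq2 recovered 192 with 13 false calls. In the real data, 9578 of 11234 genes differed and their split depended on the scaling. The simulation holds few changed genes, so it does not give the error rates of the real comparison. The meiotic RNA-seq, direct RNA-seq and RiboMethSeq experiments of the paper were left out, since the tables analysed hold only the vegetative total and poly(A)+ libraries, and so was the coverage along the locus, which counts per gene cannot give.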

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

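The tests of explanations in this part were chosen after the results were seen. In data that the paper does not discuss, 6575 non-coding RNAs that overlap a gene on the opposite strand took 29.8% ± 0.0622 (SD, n = 2) of the poly(A)+ counts and 3.26% ± 0.0480 (SD, n = 2) of the total RNA counts, and 5096 of them were called higher in poly(A)+ RNA. Enrichment of polyadenylated lncRNAs wherever they lie predicts the same rise for those without an overlap, but their median log2 fold change was 0.37, against 4.63 for those with one (4.58 with genes lacking counts in a fraction set to a floor of 3 counts per library). Relative to the median protein-coding gene (-0.93), both groups are higher, so that a part of the rise is not covered by this comparison. A candidate explanation is that poly(A)+ reads were counted without regard to strand: within a single protein-coding gene on the other strand, the median lncRNA reached 1.29 times the counts per nucleotide of that gene in poly(A)+ libraries and 0.0110 times in total RNA libraries. Across the 2904 lncRNAs, their counts per nucleotide followed those of the opposite gene with Spearman's rho of 0.914 and 0.904 in poly(A)+ libraries and 0.463 and 0.445 in total RNA libraries (genes are not independent replicates). Whether strand was lost in the libraries or in the counting was not tested. Antisense transcription that accumulates in poly(A)+ RNA stays open for single genes, and library kit, read length and instrument changed together with the fraction.

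Although snoRNAs were depleted from poly(A)+ RNA as a class, 4 snoRNA genes were higher there, which the paper does not report. They are snR96, snR97, SPNCRNA.1650 and snoR54b. snR97 was no longer higher past the threshold with DESeq2 or its size factors, while the other 3 were higher with each normalization of all genes. snR5, with 10 and 7 counts in total RNA and 23 and 36 in poly(A)+ RNA, was higher past the threshold only with library totals, with TMM factors from protein-coding genes and without opposite-strand overlaps, and no annotated gene overlaps it on the opposite strand. snR96, snR97 and SPNCRNA.1650 overlap *tim17*, *rad8* and *sec9* on the opposite strand, and their counts per nucleotide relative to those of these genes were 1.05, 3.37 and 0.392 in poly(A)+ libraries (median 1.05). Only snR96 was thus close to its opposite gene. Counting without regard to strand could add to these values, but the 3 genes were picked for being higher, so that strand and a polyadenylated snoRNA precursor cannot be told apart for them. For snoR54b, at least 13.9-fold higher against a floor of 3 counts per library and 7.39-fold without poly(A)+ replicate 1, the nearest annotated gene on the opposite strand is 789 nucleotides away, which argues against reads from such a gene. Unannotated transcription on either strand stays open for it, since SPNCRNA.3895 upstream of it on the same strand had 1 and 0 counts in total RNA and 162 and 88 in poly(A)+ RNA.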

How the results depend on the processing

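The alternatives without opposite-strand overlaps and with *U14* counts subtracted were chosen after the results were seen; the others were set before the data were examined. *mamRNA* and *U14* were lower in poly(A)+ RNA past the threshold under all 11 and 10 alternatives run for them, with log2 fold changes from -3.29 to -1.81 and from -4.13 to -2.66, and adjusted p from 1.07e-75 to 0.00153 and from 2.24e-60 to 0.00153. The difference in their log2 ratio kept its sign under each alternative that could change it. Counts in place of counts per nucleotide shift all libraries alike and leave it as it is. It was -0.50 without poly(A)+ replicate 1, -1.18 without poly(A)+ replicate 2, and -1.01 with *U14* counts subtracted.

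The scaling moved the median log2 fold change of all genes from 0.84 to 0.34 with DESeq2's size factors, 1.58 with library totals alone and 1.81 with TMM factors from protein-coding genes. The number of genes that differed was 9578 and stayed between 8276 and 10026 under these normalizations, DESeq2 and the filters, and 8016 of them had a log2 fold change of at least 1 in either direction, but their split was less stable. Higher genes made up 58.3% of the calls, 52.5% with size factors, 52.2% with DESeq2, 67.6% at the minimum log2 fold change, 77.0% with library totals and 82.7% with TMM factors from protein-coding genes. Without opposite-strand overlaps, 368 of 803 genes differed, whereas 580 of the same genes differed when all genes were tested, and 321 differed in both. Fewer genes were tested, and the normalization moved as well. Without single libraries, 8611 to 9943 differed. With replicate number as a block, 9418 differed, and 9355 of these were among the 9578.

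For the medians of RNA classes, DESeq2's size factors, DESeq2, library totals and TMM factors from protein-coding genes gave, in this order, -6.84, -7.02, -5.65 and -5.44 for tRNA genes, -6.65, -6.73, -5.43 and -5.21 for rRNA genes, 4.06, 4.08, 5.29 and 5.52 for other non-coding RNAs, -1.43, -1.43, -0.18 and 0.043 for protein-coding genes, and -2.03, -2.03, -0.78 and -0.56 for the genes named in the paper. The median of protein-coding genes thus changed sign with factors that centre these genes by construction. For snRNA genes, library totals gave -11.28 and TMM factors from protein-coding genes -11.13. With replicate number as a block, protein-coding genes had a median of -0.94. The stricter filter gave -1.38 for the genes named in the paper. Without opposite-strand overlaps, the medians were -14.14 for snRNA genes, -5.27 for tRNA genes, -4.92 for rRNA genes, 1.10 for other non-coding RNAs and -0.087 for protein-coding genes, over fewer genes of each class. Without single libraries, they ranged from -12.87 to -11.45 for snRNA genes, -7.04 to -5.18 for tRNA genes, -6.57 to -5.29 for rRNA genes, 4.45 to 4.61 for other non-coding RNAs, -0.98 to -0.86 for protein-coding genes and -1.62 to -1.28 for the genes named in the paper. Apart from these changes of scale, the cause was not tested.

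In the main fit, 57 of the 64 tested snoRNA genes passed the threshold. Among the 39 snoRNA genes without opposite-strand overlaps, 35 passed in this fit, 30 passed when such genes were tested alone, and 29 passed in both. Fewer genes and the changed normalization both enter. Without those inside another gene on the same strand, 32 of 38 passed in the fit to all genes, since fewer genes were counted. The other alternatives gave 43 to 61. The set was lower by camera under each alternative run with it, while the fry p was 0.0622 without total replicate 1, 0.0586 without total replicate 2 and 0.0432 with the replicate block. By counts per nucleotide, the snoRNA share was 5.47% in total RNA and 0.0908% in poly(A)+ RNA, which weights short genes more. By counts, it was 0.970% to 1.04% and 0.0143% to 0.0192% without single libraries. By counts per nucleotide, *mamRNA* exceeded 97.0% of features in total RNA and 86.4% in poly(A)+ RNA, against 96.9% to 97.1% and 85.5% to 87.3% without single libraries and 96.7% and 86.0% with the counts and length of *U14* subtracted. By counts, it exceeded 95.8% and 84.5%.

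*meiRNA*, the 3 highest and 3 lowest genes and the 3 highest and 3 lowest snoRNA genes kept their direction and their side of the threshold under every alternative run for them, but snoR54b gave no value under the stricter filter. Among the 21 genes that the paper names, 17 were lower and 1 higher, against 19 and 0 with size factors or DESeq2, 12 and 2 with library totals, and 10 and 3 with TMM factors from protein-coding genes. snR97 and snR5, named after their values were seen, kept their direction and crossed the threshold. The log2 fold change of snR97 fell from 1.41 to 0.92 with DESeq2 and with its size factors. That of snR5 rose from 1.12 to 1.86 with library totals, 2.08 with TMM factors from protein-coding genes and 1.84 without opposite-strand overlaps, and it gave no value under the stricter filter. *nop58* and *act1* stayed lower past the threshold under every alternative run for them, while the log2 fold change of *snu13* changed sign from -0.44 to 0.31 with library totals, 0.54 with TMM factors from protein-coding genes and 0.30 without opposite-strand overlaps. It was -0.41 without total replicate 1 and -0.47 without total replicate 2, in both cases not past the threshold. The pseudocount of 1 was run for the ratio. The pseudocount and filter set for the case of normalized tables were not run, as the tables hold counts. At 3 counts per library, genes without counts in a fraction, such as snoR54b, SPMIT.10 and SPMIT.07, allow bounds only. With 2 libraries in each fraction, a permutation p cannot fall below 0.333.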

Differences from the paper's values

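None of the lengths and counts that the paper states for measures computed here differed. They were 12684 features, 227 nucleotides for the intron and 107 for *snR107*. The features and the ends of *snR107* were taken from the authors, so that these values could not differ. In Fig. 1a, the paper draws the poly(A)+ profile over *mamRNA* at least as high as the total RNA profile on equal scales. Its text places *mamRNA* in both fractions and describes non-adenylated isoforms beside polyadenylated ones, so that a lower poly(A)+ level does not contradict the text. By counts, *mamRNA* was present in both fractions, with 2345 and 2450 counts in poly(A)+ RNA, but lower there than in total RNA, with a log2 fold change of -2.78, which stayed between -3.29 and -1.81 under the alternatives set before the data were examined. None of these alternatives brought the counts of annotated *mamRNA* to equal levels in both fractions. These counts include *U14* and any reads of *snR107*, whereas the profile is drawn along the locus. With *U14* subtracted, the log2 fold change was -2.61. Reads of *snR107* could not be subtracted, so that the level of *mamRNA* without them is not known. The lower level of *U14* in poly(A)+ RNA goes the same way as in the paper, with a log2 fold change of -3.63.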

Other observations

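The tests of explanations in this part were chosen after the results were seen. *mamRNA* was lower in poly(A)+ RNA than in total RNA, and technical explanations were tested for this. Reads of *U14* inside annotated *mamRNA* account for 23.7% and 20.8% of its counts in total RNA and 9.81% and 15.7% in poly(A)+ RNA, but with them subtracted the log2 fold change was still -2.61. A factor common to all genes of a library cannot by itself set *mamRNA* below other genes, and relative to the median protein-coding gene *mamRNA* stood at -1.85 on the log2 scale. Its level in absolute terms is not known from these counts. The length of the annotated interval is argued against too. Only 1 of 923 protein-coding genes within 20% of that length (0.108%) had a lower log2 fold change than *mamRNA*. The RefSeq transcripts of *mamRNA* are shorter, with 679 and 512 nucleotides, so that poor recovery of shorter RNAs was not tested. Reads of *snR107*, a non-adenylated RNA without counts of its own, stay open, and the kit and read length changed with the fraction. A mainly non-adenylated *mamRNA* stays open too. The paper, citing earlier work, describes non-adenylated isoforms of *mamRNA* beside polyadenylated ones, which would lower its poly(A)+ level. The counts do not give the proportion of these forms.

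The height of the poly(A)+ profile of *mamRNA* in Fig. 1a may come in part from the bases per read pair, which are 300 in poly(A)+ libraries and 86 in total RNA libraries. The counts of *mamRNA* in poly(A)+ RNA were 0.226 times those in total RNA, and 0.787 times when multiplied by the bases per pair. If the mates were counted separately in poly(A)+ RNA only, the latter value would be 0.393. The value stays below 1, but its counts include *U14* and any reads of *snR107*. The paper's text does not name how the profiles were scaled, so that bases per pair and scaling cannot be told apart.

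Among features that overlap no other feature and have 1 to 30 counts, 60.9% of the poly(A)+ counts were even (95% Wilson interval 57.1 to 64.6, 642 counts), against 46.2% of the total RNA counts (43.1 to 49.2, 1022 counts). A candidate explanation is that both mates of a pair were counted separately in the poly(A)+ libraries, which would make counts even wherever both mates fall on the same feature. No biological explanation was tested. If so, the poly(A)+ counts rest on fewer fragments than their number, and their counting intervals are too narrow.

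Across the 64 tested snoRNA genes, longer genes were depleted more from poly(A)+ RNA (Spearman's rho of length with log2 fold change -0.370, across genes, which are not independent replicates). The median log2 fold change was -5.90 for the 32 genes above the median length of 122 nucleotides and -2.51 for the other 32. This may reflect poor recovery of short RNAs in the total RNA libraries, where counts per nucleotide rose with length (mean rho 0.426), while in poly(A)+ libraries rho was -0.0439 and -0.0637. Length was not separated from the type of snoRNA or its true abundance, so that these cannot be told apart.

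The 3 lowest log2 fold changes of all genes were those of mitochondrial genes. SPMIT.10 had 81857 and 79028 counts in total RNA and none in poly(A)+ RNA, at least 41596-fold lower against a floor of 3 counts per library, and SPMIT.07 had 36020 and 48426 counts and none, at least 21941-fold lower. SPMIT.04 had 129029 and 138173 counts in total RNA and 2 and 0 in poly(A)+ RNA, a ratio of 211270 (95% counting interval 58485 to 1744500) that rests on poly(A)+ replicate 1. Without this library, it was at least 80390-fold lower against the same floor. All 39 mitochondrial features took 8.15% of the total RNA counts and 0.000211% of the poly(A)+ counts. The 3 highest fitted log2 fold changes were those of SPNCRNA.2693, SPNCRNA.3298 and SPNCRNA.4040, each of which overlaps a gene on the opposite strand. They had no counts in total RNA and were at least 172-fold, 171-fold and 146-fold higher in poly(A)+ RNA against the same floor. Since these folds are lower bounds, the counts do not establish that these genes rank above all others. Without poly(A)+ replicate 1, the bounds were 163-fold, 82.4-fold and 68.9-fold.

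The 21 genes that the paper names, *mamRNA* and *U14* aside, had a median log2 fold change of -1.54, which is -0.61 relative to the median protein-coding gene. At an adjusted p under 0.05, 17 were lower and 1 higher in poly(A)+ RNA over all genes tested, and 18 differed when adjusted over the list alone. With TMM factors from protein-coding genes, 10 were lower and 3 higher. However, 18 of the 21 overlap a gene on the opposite strand. The other 3, *nop58*, *snu13* and *act1*, were lower in the test of all genes. When genes with such an overlap were left out of the normalization and the test, *nop58* and *act1* were lower past the threshold and *snu13* changed sign, as it did with library totals and with TMM factors from protein-coding genes. Only *meiRNA* (sme2) lay far from the group, with 258 and 293 counts in total RNA, 8 and 24 in poly(A)+ RNA and a log2 fold change of -4.79 (standard error 0.42, adjusted p = 8.8e-05 from edgeR's test); it overlaps a gene on the opposite strand. Its log2 fold change was -4.28 without poly(A)+ replicate 1 and -5.54 without poly(A)+ replicate 2.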
